# Addressing bioreactor hiPSC aggregate stability, maintenance and scaleup challenges using a design of experiment approach

**DOI:** 10.1186/s13287-024-03802-4

**Published:** 2024-07-02

**Authors:** Haneen Yehya, Sofija Raudins, Roshan Padmanabhan, Jan Jensen, Michael A. Bukys

**Keywords:** iPSC, Human induced pluripotent stem cell, Pluripotent state, Bioreactor, DoE, Culture media, Suspension culture, Aggregates, Aggregate size, Aggregate stability, Proliferation

## Abstract

**Background:**

Stem cell-derived therapies hold the potential for treatment of regenerative clinical indications. Static culture has a limited ability to scale up thus restricting its use. Suspension culturing can be used to produce target cells in large quantities, but also presents challenges related to stress and aggregation stability.

**Methods:**

Utilizing a design of experiments (DoE) approach in vertical wheel bioreactors, we evaluated media additives that have versatile properties. The additives evaluated are Heparin sodium salt (HS), polyethylene glycol (PEG), poly (vinyl alcohol) (PVA), Pluronic F68 and dextran sulfate (DS). Multiple response variables were chosen to assess cell growth, pluripotency maintenance and aggregate stability in response to the additive inputs, and mathematical models were generated and tuned for maximal predictive power.

**Results:**

Expansion of iPSCs using 100 ml vertical wheel bioreactor assay for 4 days on 19 different media combinations resulted in models that can optimize pluripotency, stability, and expansion. The expansion optimization resulted in the combination of PA, PVA and PEG with E8. This mixture resulted in an expansion doubling time that was 40% shorter than that of E8 alone. Pluripotency optimizer highlighted the importance of adding 1% PEG to the E8 medium. Aggregate stability optimization that minimizes aggregate fusion in 3D culture indicated that the interaction of both Heparin and PEG can limit aggregation as well as increase the maintenance capacity and expansion of hiPSCs, suggesting that controlling fusion is a critical parameter for expansion and maintenance. Validation of optimized solution on two cell lines in bioreactors with decreased speed of 40 RPM, showed consistency and prolonged control over aggregates that have high frequency of pluripotency markers of OCT4 and SOX2 (> 90%). A doubling time of around 1–1.4 days was maintained after passaging as clumps in the optimized medium. Controlling aggregate fusion allowed for a decrease in bioreactor speed and therefore shear stress exerted on the cells in a large-scale expansion.

**Conclusion:**

This study resulted in a control of aggregate size within suspension cultures, while informing about concomitant state control of the iPSC state. Wider application of this approach can address media optimization complexity and bioreactor scale-up challenges.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13287-024-03802-4.

## Background

Human pluripotent stem cells (hPSCs) can proliferate continuously and have the capacity to differentiate into any human cell type. Upon differentiation, this unlocks their potential to treat various clinical indications such as diabetes, orthopedic injuries, neurological, cardiovascular diseases, and others by supplying cells needed to restore tissue function. Induced pluripotent stem cells (iPSCs) or reprogrammed cells generated from mature specialized cells [1], are becoming the focus in the field of regenerative medicine, as they are not restricted by ethical concerns of embryonic stem cells but display a similar differentiation and growth capacity as previously used embryonic stem (ES) cells. While no current FDA-approved iPSC cell therapy exists, many are in clinical trials. Therapeutic applications of iPSCs in regenerative medicine typically depend on the availability of 10^8^–10^10^ clinical grade cells per patient, where such material is manufactured using a current Good Manufacturing Practice (cGMP) process and performed within an isolated production environment to assure patient safety [2–4].

Conventional adherent culture flasks are impractical for large scale production as they require frequent manual intervention. Adherent cultures have a limited ability to scale up and result in high batch-to-batch variability and a lack of cost effectiveness. Alternatively, continuously stirred-tank suspension bioreactors provide an hiPSC 3D culture that generates aggregates that are more biologically comparable to an in vivo environment [5]. In addition, bioreactors can provide a continuous monitoring of environmental factors including temperature, pH, oxygen, and nutrients in a sterile environment required to produce clinical grade cells. Maintaining pluripotent state in large-scale suspension environment will improve reproducibility and cell quality, but it requires control over media composition, aggregation and physicochemical stresses exerted on cells.

iPSC expansion in bioreactors presents several challenges including cell clumping, shear stress, complex media composition and cost. Cell clumping or aggregate fusion can cause heterogenous cell populations to arise [6]. Shear stress leads to aggregate breakage, DNA-breaks, resulting in cell death and karyotypic instability [7]. An environment that can prevent unwanted cell adhesion and maintain aggregate stability while maintaining pluripotency for manufacturing expansion is in demand. Cell State control is particularly relevant, as heterogeneous populations presents a serious risk, as incomplete differentiation impacts both clinical safety and potency [6]. While simple elements such as temperature and pH can be controlled and monitored, molecular component interactions, concentration sensitivity, chemical stability of additives, when combined with physical stresses, mechanical forces present all combine into a very challenging production problem; this also presents an opportunity to identify which key critical process parameters truly govern culture performance [8]. For instance, although recent studies confirm that mechanical stimuli affect iPSCs during their differentiation [9, 10], mechanosensing signaling is not well understood especially in terms of stem cell mechanobiological interactions within the physical environment, of a bioreactor [11, 12].

A critical challenge to generating well-controlled studies assessing higher-order interactions is characterizing the complex mixture of variable that affect the molecular and functional response of iPSCs [12]. Over the last 18 years, exhaustive optimization has been done by multiple groups mainly using various adherent hiPSC culture media. This has led to the identification of FGF2 [13] and TGFb1 as the two critical growth factors in the Essential 8 (E8) medium formulation. E8 is a further modification identifying the essential components from the original TeSR medium which pioneered early pluripotency studies. Through an intermediary B8 medium which is a cost reduced optimization from the E8 medium [14]. Currently, there is broad focus on determining defined, stable, cost-effective solutions for iPSC culture maintenance and growth. One of the main improvements in the E8 formulation is the absence of bovine serum albumin (BSA) component, since it is a xeno component that has issues with consistencies. Pairwise dropout testing done in the E8 optimization effort uncovered that β-mercaptoethanol (BME) without BSA caused toxicity, but with the absence of BME, BSA was able to be eliminated from the medium. This finding highlights the complexity of doing optimization experiments without studying the interactions and non-linear effects. A key factor in obtaining well-founded results is understanding interaction effects and reducing the variability of environmental factors in the process [14]. Limited research evaluated the media needs for suspension culture that can address the shear stress generated from a bioreactor and the absence of substrate attachment in a 3D environment.

Here, we demonstrate a systematic approach maintaining iPSC aggregates in a uniform controlled stable size within a bioreactor. Heparin sodium salt (HS), polyethylene glycol (PEG), poly (vinyl alcohol) (PVA), Pluronic F68 (Pluronic F68) and dextran sulfate (DS) are compounds commonly used in biomedical and pharmaceutical applications. They have versatile properties such as reducing shear stress by decreasing surface tension of the media, enhancing extracellular matrix and cell membrane interaction, increasing aggregate stability, and preventing aggregate fusion [15–17]. Using a design of experiment (DoE) factorial study we develop process understanding of the complex interactions between these components. The DoE approach identifies statistically significant interactions resulting in a media formulation that is reproduceable by limiting variation bias. Models generated using these 5 factors can be optimized for three major cell culture criteria: (1) growth rate or doubling time, (2) pluripotency maintenance, and (3) aggregate stability. These variables are shown to be independent, and optimization for each attribute is related to different culture conditions. Consequently, attaining ideal culture conditions across the desirability criteria spectrum is an exercise based on compromise.

## Methods

### Generating DoE designs and perturbation matrixes

The DoE runs were computer generated from MODDE software (Sartorius Stedim Data Analytical Solutions, SSDAS) using D-optimal interaction designs. All components tested and outputs measured were manually inputted into Design Wizard in MODDE. Factors known to impact the aggregate stability in suspension culture were chosen for the design. Reagent concentration ranges were based on previous publications [15–17]. Design runs were chosen to have 16 reactions conditions with the addition of 3 center point conditions. One of the reactions had no additives, which is the E8 bioreactor. Examples of reaction additives of different bioreactors are shown in (Additional file 1: Fig. S1A, B). The highest G-efficiency design was chosen from the DoE designs generated by the software. Media reactions were made manually and filtered before use. Negative log transform was only used to normalize distribution for flow data sets for OCT4 and TRA-1-60 to meet normality assumptions. Assay and media preparation along with detailed methods are described in the supplemental information. qPCR primers, antibodies and reagents used are listed in (Additional file 1: Tables S1 and S2).

### Human induced pluripotent stem cell culture

Cells were maintained at 37 °C and 5% CO_2_. E8 medium was purchased ready in solution. Other medium components were purchased as powder. Prior to the assay, cells were grown to 60–70% confluence after 4 days of culture on vitronectin coated 6 well plates. Cells were dissociated with TrypLE, for 3 min at 37 °C and resuspended in E8 medium, transferred to 50 ml conical tubes, and centrifuged at 400 × g for 6 min. The pellet was resuspended in E8 and 10 µM Y-27632 ROCK inhibitor. 11 million cells were seeded in a 100 ml bioreactor with the corresponding media.

### Cell counting and aggregate size

Samples from the PBS vertical wheel bioreactors (PBS Biotech FA-0.1-D-001) were taken after mixing using a pipette to avoid sampling bias and gradient formation after settling. 3 ml total was sampled daily for 3 samples of 1 ml for cell count. The cells were first dissociated using Accutase and incubated for 10 min. Cells were then quenched with E8 then centrifuged at 400 × g for 6 min. The pellet was resuspended in the same volume of PBS. Samples were then analyzed for total cell count using Attune flow. Triplicate counts were collected for each bioreactor for each day of culture. Duplicate samples were collected for aggregate imaging of 500 µl and put on a 24 well plate. EVOS 7000 was used for bright field images of the aggregates. ImageJ was then used to analyze aggregate size and distribution. A minimum of 30 aggregates were measured for each bioreactor every day of the culture. This data were then analyzed for standard deviation on excel and growth rate using GraphPad Prism9. The cell counts were also analyzed for doubling time using GraphPad Prism9. Average data from aggregate size and counts were then inputted into the response tab in MODDE. Using the aggregate size generated from day 1 from all bioreactors and their corresponding cell growth rate, a predicted aggregate size was calculated for day 3 and compared to the actual size measured. The predicted aggregate size was calculated from theoretical aggregate volume. Assumptions made were the size of the cell diameter being 10 µm based on in house measurements and 64% random aggregate packing density based on empirical observations and simulation experiments [18].

Aggregate size measured on Day 1 was used to calculate aggregate volume using equation:

1 $${\text{V}}_{{1}} = \, \left( {{4}/{3}} \right) \cdot \, \pi \cdot {\text{R}}^{{{3} }}$$

The aggregate volume was divided by the individual cell volume defined as

2 $${\text{V}}_{{\text{c}}} = \, \left( {{4}/{3}} \right) \cdot \pi \cdot \left( {{1}0/{2}} \right)^{{3}} \, = {523}.{6}$$

The division was multiplied by the packing density to obtain cell number in an aggregate volume:

3 $${\text{N}}_{{1}} = {\text{V1}}/{\text{V}}_{{{\text{c}} }} \cdot 0.{64}$$

The predicted cell number of an aggregate after 3 days in culture was calculated from the cell growth rate measured from daily count (K) using the equation below:

4 $${\text{N}}_{{{\text{3P}}}} = {\text{ N}}_{{1}} *{\text{exp}}\left( {{\text{K}}*{3}} \right)$$

From the cell number, the predicted aggregate volume (V_3P_) was calculated again from the first equation. We defined the difference between the predicted and actual size as “Aggregate % Error”. This is calculated by subtracting the predicted from the actual average size measured and divided by the actual value:

5 $${\text{Aggregate }}\% {\text{ Error }} = \, \left( {{\text{V}}_{{3}} - {\text{V}}_{{{\text{3P}}}} } \right)/{\text{V}}_{{3}}$$

### Flow cytometry and qPCR testing

A 3 ml sample was taken from each bioreactor on day 4 of the culture for qPCR testing. RNA samples were dissolved in Trizol and extracted according to manufacturer’s protocol. Quantification of RNA was performed on epoch reader. A high-Capacity cDNA RT Kit was used for reverse transcription of RNA samples of each bioreactor. Triplicate samples of cDNA were obtained from triplicate samples of each bioreactor. Data collection was performed using QuantStudio for qPCR testing. The runs were performed per the manufacturer’s protocol and recommendations. The primers used were NANOG, SOX2, OCT4 and GAPDH (Additional file 1: Table S1). The data set obtained was then exported to Excel and normalized against corresponding housekeeping gene GAPDH. Final expression levels were expressed as 1/(2^DCrt^) × 1000 and inputted into the MODDE software. A 3 ml sample was taken from each bioreactor on day 4 of the culture for flow testing. The aggregates were dissociated with Accutase for 10 min into single cells. Cells were resuspended in PBS and divided into samples for intracellular staining and cells for extracellular staining. Sample for intracellular staining were fixed with a live/dead stain FVS 780**,** then permeabilized and stained for OCT4 and SOX2 using Attune™ Flow Cytometry (Additional file 1: Table S2).

### Immunofluorescent staining

hiPSC aggregates from day 4 were dissociated with Accutase and plated onto a Vitronectin treated 24 well plate and grown for 1 day. Cells were fixed with 5% PFA in DPBS for 15 min at room temperature, permeabilized and blocked with a blocking buffer solution (1% BSA and 0.1% Tween-20) for 60 min at room temperature and stained with primary antibodies at 1:500 (OCT4, SSEA4, SOX2, NANOG) (Additional file 1: Table S2) overnight. Cells were then washed with DPBS and stained with secondary antibodies (488-Donkey anti- Mouse and 594-Donkey anti-Rabbit) for 60 min. Cells were washed three times with DPBS (5 min each) and stained with DAPI. Plates were imagined using EVOS M7000 Imaging System microscope.

### Tri-lineage differentiation

iPSCs that were maintained and cultured in the optimized medium were cryopreserved in 10% DMSO and recovered on 6-well plates to be tested for differentiation potential. The cells were differentiated using the STEMdiff™ Trilineage Differentiation Kit protocol (STEMCELL Technologies). Immunofluorescence was carried out using antibodies for endoderm, ectoderm, and mesoderm lineage specific markers.

### Karyotyping analysis

Karyotyping was characterized by WiCell Research Institute on live cells that were maintained in optimized medium. The results showed normal karyotype with no clonal abnormalities detected at the stated band level of resolution (425–450).

### RNA isolation, library preparation and RNA-seq

The RNA was qualified by using Qubit™ RNA BR Assay Kit (ThermoFisher- Catalogue No- Q10211). Total RNA was isolated using MagMAX™-96 Total RNA Isolation Kit (ThermoFisher Scientific) according to the manufacturer’s instructions. RNA quality was validated using 4200 TapeStation System (Agilent Technologies). Enrichment of polyadenylated RNA and library preparation were performed using Illumina Stranded mRNA Prep (illumina) using the reagents provided in an Illumina® TruSeq® Stranded mRNA library prep workflow. The library underwent a final cleanup using the Agencourt AMPure XP system (Beckman Coulter) after which the libraries’ quality was assessed using a 4200 TapeStation System (Agilent Technologies).

For all samples, the sequencing was done at Genewiz from Azenta Life Sciences. The quality trimming and alignment of the samples were conducted using the nextflow nf-core/rnaseq pipeline (version 3.6). The pipeline incorporated Trim Galore (v.0.6.7) for adaptor trimming and quality control. The trimmed RNAseq reads were then mapped to the Homo sapiens GRCh38 genome annotation utilizing STAR (v 2.6.1). Datasets underwent filtration to eliminate low counts (< 10 reads), and differentially expressed genes were identified using the “DESeq2” (v 1.40.2) package in “R” (4.3.1). The heatmaps was created using the package “pheatmap” (v1.0.12).

### Statistical analysis

Data were analyzed and graphed in Excel, R, GraphPad Prism9 and MODDE software. Modeling of design space was performed using MODDE software. Three replicated center point experiments with all five additives at mid-concentrations were used and split between the batches for normalization and model evaluation purposes. The model responses for each parameter were statistically evaluated for model reproducibility, model validity, fit (R2) and prediction precision (Q2). Comparisons were conducted via ANOVA test with a significant difference defined as *P* < 0.05. The number of bioreactor reactions was predetermined by the MODDE generator. The experiments were not randomized for blocks before testing.

## Results

### Using a DoE approach to optimize pluripotent aggregate expansion and cell state

D-optimal DoE interaction designs were used to compress the number of experimental runs compared with a full factorial design. Design compression allows determination of interactions and predictions within the design space explored within the concentration range used (i.e., ‘‘known space’) [19]. Multiple high-molecular weight polymers have previously been shown to impact pluripotent stem cell cultures, but combinatorial assessments have not been performed to any large extent. Here, we investigated dextran sulfate (DS), Heparin sodium salt (HS), poly (vinyl alcohol) (PVA), Pluronic acid F68 (PA) and polyethylene glycol (PEG) (Fig. 1A). These factors and their concentration range were chosen based on previous publications about their impact on the iPSC aggregates growth and maintenance. Previous work showed that expansion of hPSCs in stirred-type bioreactors was improved by the addition of Pluronic F68 acting as non-ionic shear protectant [15]. PA has an average molecular weight of 8400 Da and is a triblock copolymer of poly (ethylene oxide)–poly (propylene oxide)–poly (ethylene oxide). PA was also demonstrated to restore cell growth and viability in cell cultures [20]. PVA is a biocompatible synthetic polymer with a molecular weight that ranges between 31,000 and 50,000. It is commonly used in the pharmaceutical and food industries [21]. In a recent study, researchers replaced serum albumin with PVA to develop a culture system that supports long-term expansion of functional mouse hematopoietic stem cells (HSCs) [22]. PVA was also evaluated in hiPSC culture to promote proliferation. At 1 mg/mL PVA resulted in maximal cell density within the range tested from 0.1 to 10 mg/ml [23]. PEG is a polymer based on the -CH2CH20- repeat unit that comes in different size ranges [24]. Similarly, to PVA, PEG is approved for drug and pharmaceutical applications. It functions as an aggregation inhibitor/emulsifying agent that may improve protein stability [16]. DS is a polysulphate that may increase aggregate stability and cell growth. Heparin sodium salt supports hiPSC growth due to FGF2 stabilization. FGF2 degrades relatively quickly at 37 °C [17, 25]. Dextran sulphate has been commonly used in the biopharmaceutical industry to prevent cell aggregation. It is a poly-sulphated compound and was recently reported to control aggregate size and shape properties of hiPSCs, without compromising the maintenance of pluripotency [5, 26].

**Fig. 1:**
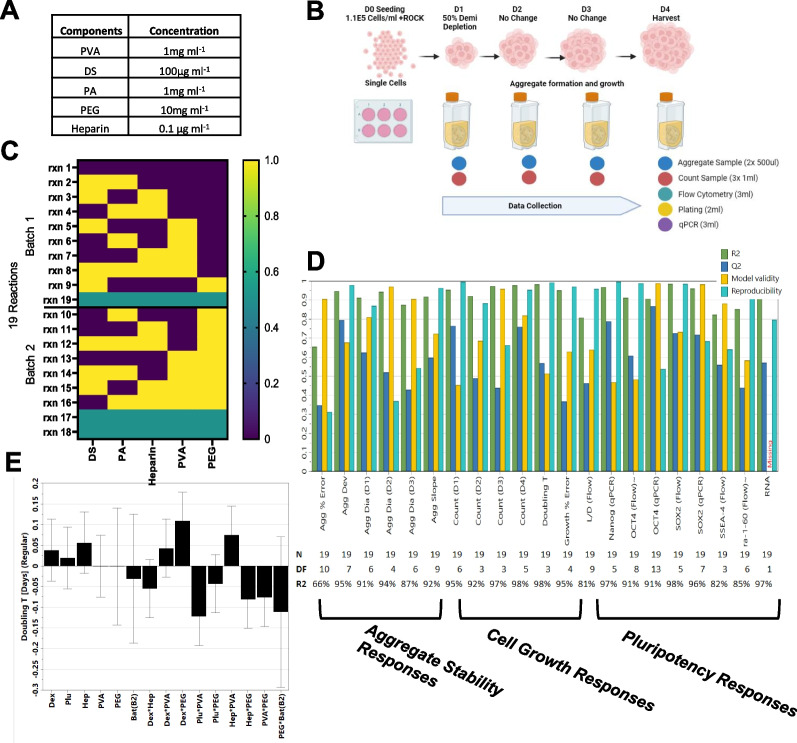
Bioreactor-based optimization of human pluripotent stem cell culture medium additives. Results are normalized to 3 replicate center point experiments that have all components at mid-concentration levels. Reactions are completed using NCRM-1 hiPSC line with a 4-day aggregate growth experiment. **A** Concentrations of medium formula additives used in experiment. **B** Bioreactor assay schematic shows what data are collected throughout the experiment. Initial seeding density was 1.1E5 cells/ml. Figure created with BioRender.com. **C** Design of experiment in a factorial design of 5 media additives. **D** The DoE model parameters: model validity, reproducibility, fit (R2), and prediction precision (Q2). **E** Coefficient plot of doubling time based on the response results of all variables and interactions detected. These bar coefficient plots provides graphical presentation of the significance of the model terms

We generated D-optimal DoE interaction design to evaluate these effectors. Cultures were maintained for four days in a suspension environment of a 100 ml vertical wheel bioreactor (Fig. 1B). Reactors were initially seeded from 60 to 70% confluent hiPSCs pre-cultured on coated vitronectin plates [24] that were dissociated into single cells with TrypLE and seeded at 1.1E5 cells/ml in the presence of Rho kinase inhibitor Y-27632 for the first 24 h. Daily aggregate samples were collected to obtain images. On the final day of culture, RNA was extracted and used in cDNA synthesis. Cell samples for flow, counts and plating were digested using Accutase and processed for FLOW analysis using cell state specific antibodies.

Pluripotency data were assessed at the end of the experiment through Immunohistochemistry (IHC), flow cytometry and qPCR testing. The experiment was divided into two batches of experiments to be run at different times (Fig. 1C). Three replicated center point experiments with all five additives at mid-concentrations were used and split between the batches for normalization and model evaluation purposes. The optimization criteria were based on multiple attributes related to aggregate stability, cell growth and pluripotency (Fig. 1D). Mathematical models were generated and tuned for maximal predictive power and fit. The model responses for each parameter were statistically evaluated for model reproducibility, model validity, fit and prediction precision. R2 is the model fit, Q2 is the estimate of future prediction, the model validity is based on statistically significant model problems and outliers, and reproducibility is based on replicates where greater than 0.5 values indicate acceptable reproducibility of results. All response variables measured had an R2 value above 0.5 indicating a model with high significance. The model had model validity above 0.25 indicating the absence of problems related to outliers and transformation issues (Fig. 1D).

Inspection of the response models reveal insights on the degree of single/combinatorial control of key culture parameters. Invariably, coefficient listings of responses revealed that most significant predictors of culture behavior are contributed by factor interactions (Fig. 1E).

All bioreactor runs were performed using E8 basal medium for pluripotency maintenance creating a suitable bioreactor growth assay in which the impact of additives upon iPSC cell aggregate stability and growth could be measured daily (Additional file 1: Fig. S2A). The assay conditions were based on our previous work evaluating process parameters such as bioreactor seeding density, digestion frequency (Additional file 1: Fig. S2B), single cell dissociation (Additional file 1: Fig. S2C), passage time (Additional file 1: Fig. S2D), plate coating, and bioreactor speed. Using the data obtained from the short-term growth assay (Additional file 1: Fig. S2E), prediction models were constructed using computer modeling software. Response variables included aggregate diameter sizes, cell concentration, growth rates, pluripotency marker expression, cell viability and aggregate variability. Each response model estimates main factor effects along with interactions between factors.

### Impact of additives on suspension growth kinetics

Various cell culture additives have been used to protect cells from environments that involve agitation-aeration cell damage [15, 20, 27–29]. The additives selected in this design are components known to have a positive impact on growth and protection from shear stress. An optimizer setpoint dynamic profile was performed to detect main factor contributions (Fig. 2A) using doubling time data collected over 4 days of culture in bioreactors (Fig. 2B). Desirability criteria were set for the minimization of doubling time (i.e. maximal growth rate, Fig. 2C). Optimizer results detected read out conditions revealed that Pluronic F68, PVA and PEG all contribute to increased proliferation. The process capability index (Cpk) obtained from this optimizer was 0.9 (Fig. 2C) with a probability of failure of 1%. According to six sigma statistics, a process is said to be “capable” if its Cpk is close to 1, meaning the target is centered between the specified limit under the natural tolerance 6σ [30]. Modeling terms for maximal growth rate control include interaction terms between the additives.

**Fig. 2:**
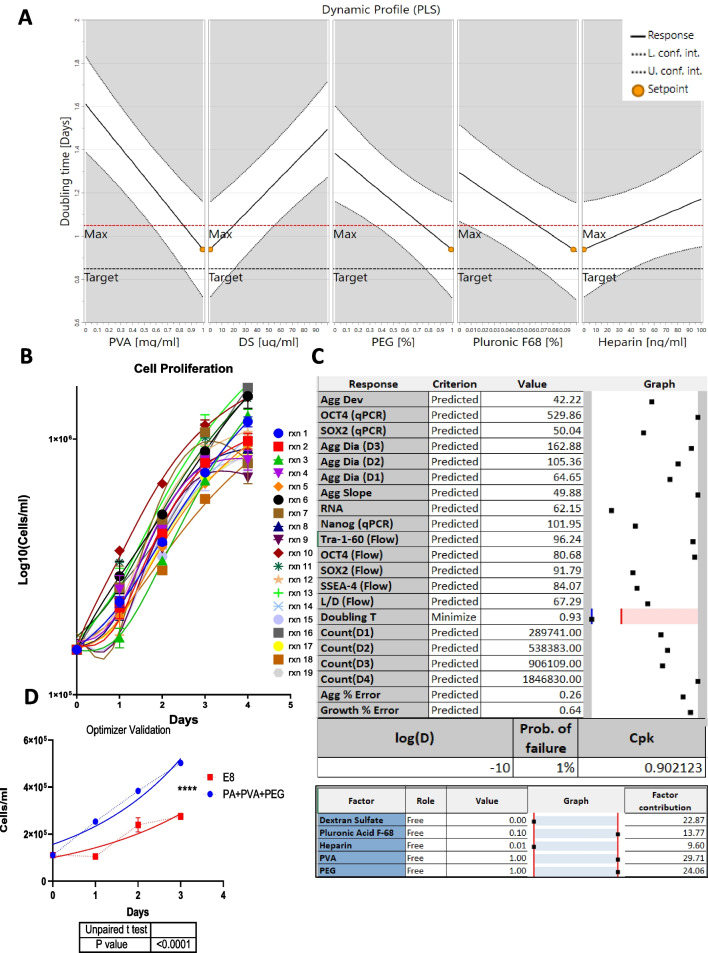
Modeling optimal proliferation within a bioreactor. **A** Dynamic Profile plot (PLS) for optimizer setpoint. **B** Measured growth curves throughout 4-day bioreactor run. **C** Optimizer results of doubling time parameter. **D** Validation of the doubling time optimizer as compared to E8. All charts show individual points with mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001

While interpreting and confirming a triple interaction can be complex, the obtained results from the model optimizer and coefficients plot confirm a combined effect of these three additives that is not simply additive through independent factor contributions (Fig. 1E) but rather there is a synergistic relationship observed contributing to the desired overall growth in this suspension system.

hiPSC culture without daily media changes presented caveats related to impact of increased cell growth eventually plateauing due to nutrients limitation. Also, production of glycolytic waste products such as lactate will reduce the medium pH, negatively impacting pluripotency, and continuous growth. For this purpose, the original seeding density of cells was at 1.1E5 cells/ml and the assay was revalidated at day 3 in addition to day 4 for many variables measured. Validation experiments compared the optimized medium to the control E8 medium without additives (Fig. 2D). The difference between the growth rates of the two media confirms the advantage of the additives (k = 0.4) over the control (k = 0.35).

### Optimization of pluripotency maintenance

Attaining maximal growth conditions of iPSCs is not meaningful unless the iPSC state characteristics are also maintained. To demonstrate the maintenance of pluripotency, it was essential to test for the markers of undifferentiated iPSCs. At the end of the experiment, using flow cytometry we tested for SSEA4, OCT4, SOX2 and TRA-1-60 while a complimentary q-PCR assessment was conducted for NANOG, OCT4 and SOX2. The results of these experiments were used to model the effect of the additives on pluripotency. We optimized for the markers individually as shown in (Fig. 3A), since model results are non-confounding when optimization is performed for a singular response at a time. This is because that until proven that individual factors are not in regulatory conflict (i.e., SOX2, NANOG, or OCT4 being subject to differential control), single-response factor optimization is prudent. As we found, these factors are indeed subject to differential control.

**Fig. 3:**
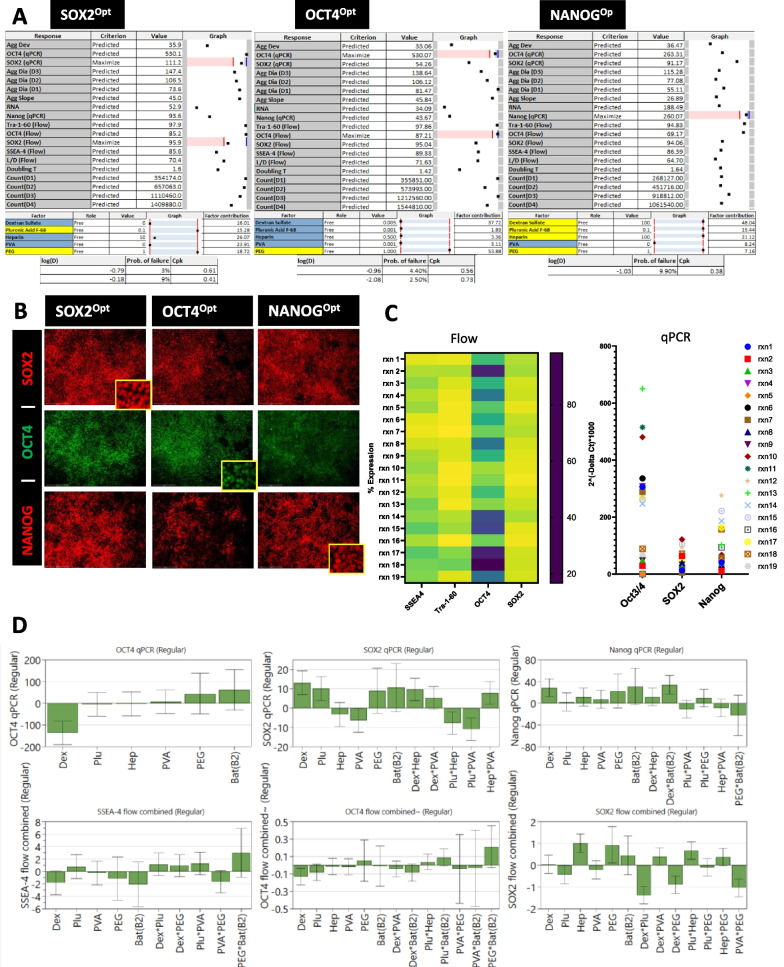
Modeling pluripotency maintenance within bioreactor. **A** MODDE model optimizers for pluripotency markers SOX2, OCT4 and NANOG. **B** Immunocytochemistry analysis of iPSC within the corresponding predicted optimizer conditions. **C** Variability measured between bioreactor conditions as determined using flow (heat map) and qPCR (graph). **D** Coefficients plots showing regulation of the pluripotency markers measured. These bar coefficient plots provide graphical presentation of the significance of the model terms

Model optimizers for SOX2 and OCT4 had PEG as a major contributor with factor contributions (FC) of 18.72 and 53.88 respectively. The model for SOX2 also contained a significant contribution from Pluronic F68 (FC = 15.28 and 3% probability of failure). Optimization of NANOG had a contribution of PEG and Pluronic F68 with FC of 7.16 and 15.44 respectively, however the addition of HS and DS had the highest contribution for NANOG optimization with FC of 21.12 and 48.04 respectively. Validation using these optimizers are shown in stained images for the pluripotency markers (Fig. 3B). Of the pluripotency markers measured, OCT4 expression was most strongly affected by tested media additives (Fig. 3C). Multiple media additive combinations had unfavorable impact on the SOX2 and OCT4 expression. This indicated that certain media additive combinations are a critical attribute to maintaining the pluripotency in bioreactors. Coefficients for all flow and qPCR markers (Fig. 3D) demonstrated that DS had opposing impact on OCT4 (negative) and NANOG (positive) making it challenging to select additive inputs that would satisfy all pluripotent markers.

Co-expression of pluripotency intracellular markers (SOX2 and OCT4) with the extracellular markers (SSEA4 and TRA-1-60) was analyzed using flow cytometry (Additional file 1: Figs. S3 and S4). Comparative data showed co-expression of intracellular markers (Fig. 4A) and extracellular co-expression (Fig. 4B). Models demonstrated a strong correlation of 89% between OCT4 and TRA-1-60 expression (Fig. 4C). A correlation this strong was not observed between any of the other pluripotency markers. Using model optimizers for the maximization, and minimization, of OCT4 expression confirmed that TRA-1-60 was coregulated with OCT4 expression (Fig. 4D). This finding shows a direct predictive connection between OCT4 and TRA-1-60 suggesting a coregulatory relationship. The model showed additional correlation between these pluripotency markers and the response variable of aggregate size. Further validation of this correlation was evaluated using two statistical software tools, R (Fig. 4E) and MODDE (Fig. 4C, D, F). A positive correlation of 76–85% was observed between increased diameter size and OCT4/TRA-1-60 expression respectively (Fig. 4E, F). Whereas a negative correlation was observed between increased diameter size and SOX2 (-46%) and NANOG (-50%) expression (Fig. 4E, F). Correlation results from both statistical tools showed that there is a significant correlation between aggregate size change and the expression of pluripotency markers with a *P*-value < 0.05, therefore the observed correlation is unlikely to occur by chance alone.

**Fig. 4:**
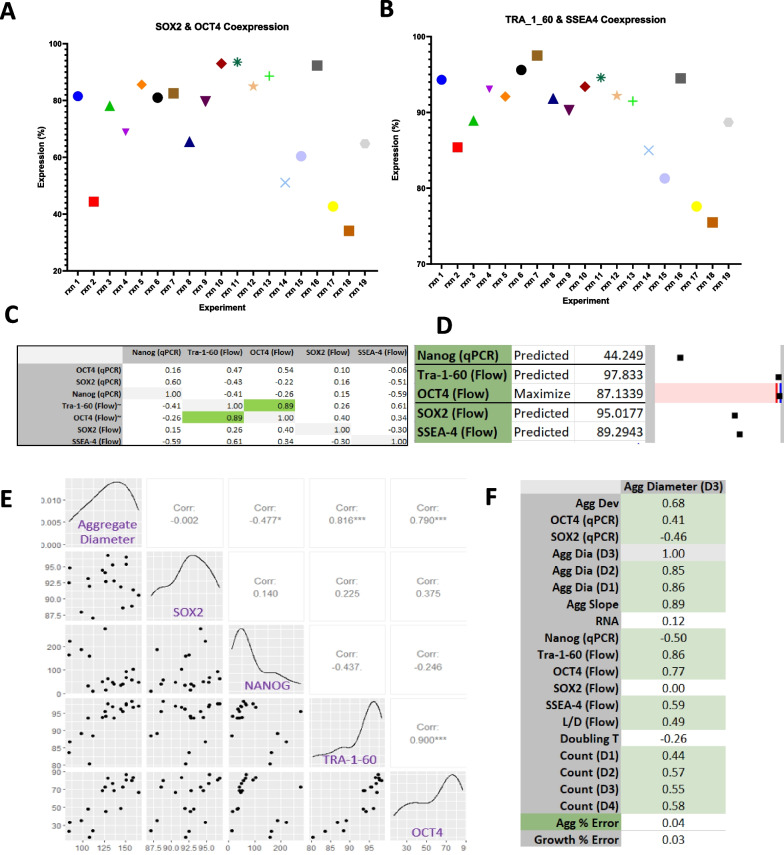
Modeling the coregulatory nature of pluripotency through set point and correlation analysis. **A** OCT4 and SOX2 co-expression comparison between all experiments. **B** SSEA4 and TRA-1-60 co-expression comparison between all experiments. **C** MODDE derived correlation coefficients for pluripotency markers. **D** Model for OCT4 maximization and predicted levels of other pluripotent markers. **E** Multi-scatter plot for the day 3 aggregate size diameter as compared to the core pluripotent markers SOX2, OCT4, TRA-1-60 and NANOG. This plot shows the correlation between all variables included. The strongest correlation seen to aggregate diameter is TRA-1-60 and OCT4 expression. **F** MODDE-based Correlation matrix between aggregate size and all other response variables measured

### Controlling aggregate architecture using media additives

Since aggregate size was demonstrated to impact pluripotency and its heterogeneity could cause inconsistencies in nutrients and oxygen intake by the cells, we sought to establish parameters qualifying the aggregate state. Ideally, optimal aggregate growth should occur through the formation of aggregates from single cells upon seeding, whereafter aggregate size growth should occur due to cell proliferation only. Large deviation in aggregate sizes could have two causes (1) unstable aggregates breaking apart due to shear forces and separate to become smaller or (2) aggregate fusion causing larger aggregates to form from the addition of smaller ones (Fig. 5A). Therefore, a parameter can be calculated and set for a desired range in an optimizer (Fig. 5B) using the data collected on cell proliferation and aggregate size throughout culture time. A violin plot of aggregate diameters in bioreactors on day 3 is shown (Fig. 5C) demonstrating that additives modify the distribution of the observed sizes. Aggregate sizes measured have a deviation and therefore modelling on average size could potentially mask that response output. To overcome this limitation of using the average aggregate size as a response variable, the average size was inputted in the model in addition to its corresponding standard deviation. Using the average aggregate size generated from day 1 from all reactions in the design with their corresponding growth rates, a predicted aggregate size was calculated for day 3 and compared to the observed size measured. We define this difference as “Aggregate % Error”. This is calculated by subtracting the predicted from the actual average size measured and divided by the observed. Using this derivative assay variables, it was then possible to obtain a combination of components that would predict stable size limiting, hereby limiting aggregate fusion (maximization) or aggregate instability (minimization) (Fig. 5B). The aggregate diameter deviation was calculated from aggregate diameter measurements of images taken on each culture day using ImageJ software. A known source of aggregate size increase is the adhesion of two or more aggregates into a large one [6]. It is desired that the formation and growth of aggregates is only a contribution of cell proliferation and not fusion between cell spheres. Processes such as changing the media, taking samples, or anything that removes bioreactors from the base, can create static cultures that lead to an environment promoting clump formation. Our optimizer for the target aggregate % error (Fig. 5B), revealed that the main contributors to improving aggregate stability and decreasing aggregate size deviation in culture were HS (21.71) and PEG (17.48). Inspection of the aggregate diameters and growth slope showed a decrease in this optimization which is desirable as it indicates control over aggregation growth. The cell state control was also evaluated at this setpoint. NANOG expression was close to maximum indicating pluripotency maintenance upon aggregate control. When looking at a comparison of the aggregate % error within the bioreactors, the bioreactor with the minimum error and deviation value was a reaction that contains DS, PVA, PEG and HS (Fig. 5D, E). Whereas the maximum % error was reaction 19 that was a center point containing all additives (Fig. 5E). Validation comparing the optimizer results to the control with the E8 medium with no additives (Fig. 5D) shows that the aggregate size spread was minimized with the addition of Heparin and PEG.

**Fig. 5:**
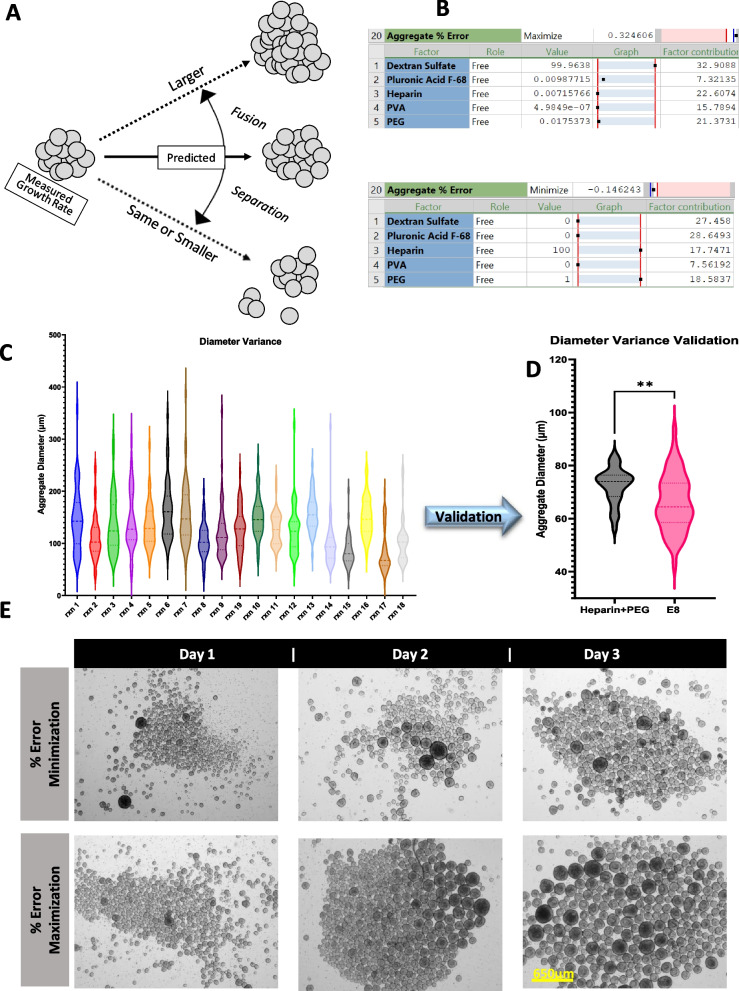
Optimizing for aggregate stability through predictive modeling. **A** A schematic showing expected aggregate growth in different scenarios. **B** Optimization for maximal or minimal ‘Aggregate % Error’ as indicated. **C** Violin plot of aggregate diameter distribution for all bioreactor runs. **D** Validation of aggregate stability optimizer as compared to E8. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. **E** Daily aggregate pictures of experiments corresponding to aggregate % error minimization and maximization

Using an optimizer model, we determined the combination of factors that satisfies an overall desired output of growth rate, pluripotency, and aggregate stability (Fig. 6A), not sacrificing one over another. The results suggested that the combination of Heparin sodium salt and PEG can be added to maintain aggregate stability, pluripotency, and growth aspects simultaneously. Validation against an E8 control was done and maintenance of pluripotency (Fig. 6B, C), cell proliferation (Fig. 6D), and aggregate stability (Fig. 6E) were specifically addressed. After successful validation, the optimizer model was tested on an additional cell line RCRP005N as compared to NCRM-1 with a decreased bioreactor speed from 60 to 40 RPM. Both cell lines showed continuous aggregate growth (Additional file 1: Fig. S5A) even after passaging by reseeding 30 million cells as aggregates on the fourth day of culture. The cells maintained their pluripotency markers OCT4 and SOX2 (91.8% and 97.8% for RCRP5005N and 97.4% and 98.4% for NCRM-1 respectively) (Additional file 1: Fig. S5B). Cell growth rate was steady after serial passaging without dissociation (Additional file 1: Fig. S5C) with a doubling time of (1.222–1.434 days for RCRP5005N and 1.025–1.293 days for NCRM-1 before and after passaging respectively). To further evaluate the pluripotent nature of the sized controlled aggregates we next evaluated tri-lineage differentiation potential and karyotyping stability (Additional file 1: Fig. S6). The ability for trilineage differentiation was sustained in aggregates as evident through the selective activation of PAX6 and NES, the activation of FOXA2 and SOX17, and the activation of T and TNNT2 when challenged for ectodermal, endodermal, and mesodermal differentiation respectively. 

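The transcripts were measured in NCRM-1, a human iPSC line reprogrammed from CD34+ cord blood cells with episomal vectors, grown as aggregates in vertical wheel bioreactors. Bulk RNA was sequenced after 4 days of culture from 3 samples grown in E8 with 10 mg/ml PEG and 0.1 µg/ml heparin sodium salt (PEG and HS) and 3 samples grown in E8 alone (E8 control). On day 2, 50% of the medium had been replaced. The authors enriched polyadenylated RNA, prepared stranded libraries, trimmed the reads with Trim Galore, mapped them to GRCh38 with STAR inside an nf-core pipeline, and deposited the number of reads counted on each gene of each library, without normalization. The paper's text does not name the counting tool or say how reads that map to several genes were counted, so transcripts with near-identical copies are uncertain. Each library lists the same 19977 genes, of which 19869 are protein-coding in GENCODE 44. Reads counted on genes were 33534183, 28148630 and 33849198 in the PEG and HS replicates and 26991279, 32686749 and 36185138 in the E8 control replicates. The ranges of the 2 media overlap. From these counts, genes with fewer than 10 counts over the 6 libraries were left out, which kept 16505 genes. The remaining counts were scaled by edgeR's TMM factors, which lay between 0.994 and 1.006, and expressed as CPM, counts relative to library size, a unit that is not corrected for gene length. Media were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment (adjusted p) over the genes tested, and a positive log2 fold change is a higher level in PEG and HS. Standard errors (SE) were taken as the absolute log2 fold change over the square root of the F statistic. Pearson's r of log2 CPM across genes was 0.991 to 0.992 between replicates of one medium and 0.986 to 0.988 between media. Genes are not independent replicates, so these r describe the libraries only. Replicates of one medium still differed by more than sampling noise (chi-square per degree of freedom 2.58 to 3.52), so each library was kept as its own replicate. For a single gene, 3 libraries against 3 can give no two-sided exact permutation p below 0.1. Whether the 3 replicates of a medium came from separate bioreactors is not stated in the paper's text. The sample labels give each medium a single bioreactor letter and speak of the treated and the control bioreactor in the singular, which reads as 1 bioreactor for each medium. In that case vessel and medium cannot be told apart, and each SD and adjusted p describes the spread between samples of one vessel, not between independent cultures.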

We complimented this pluripotent assessment through RNA sequencing. Volcano plots comparing the samples showed that few genes were responsive to the addition of PEG and HS (Fig. 7A). 

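At the limits drawn in Fig. 7A, an unadjusted p under 0.001 and an absolute log2 fold change over 1.5, 120 of the 16505 genes tested (0.727%) passed with edgeR. Of these, 8 were higher and 112 lower in PEG and HS. By the adjusted p alone, 4173 genes (25.3% of those tested) lay under 0.05, with 2016 higher and 2157 lower. Most of these differences were small, with a median absolute log2 fold change of 0.25, and 3442 of the 4173 changed by less than 1.5-fold. A log2 fold change over 1 together with an adjusted p under 0.05 was reached by 334 genes, 40 higher and 294 lower. In 6480 genes (39.3%) the 3 PEG and HS libraries did not overlap the 3 E8 control libraries in CPM, where chance gives 10%. The spread between replicates was low (common biological coefficient of variation 3.12%), which lets small differences pass the test. DESeq2, the package the methods name, called 3398 genes at an adjusted p under 0.05. The number of calls moved most when the difference was tested against a 1.5-fold change in place of 0, which left 264 genes, 30 higher and 234 lower. The number past the volcano limits moved most with a linear fold of 1.5 as the limit, which 524 genes passed. Of the 8 higher genes past the limits, 7 share at least 50% of their transcript sequence with another gene (87.5%), against 11 of the 111 lower genes with annotated transcripts (9.91%). From the volcano plot of Fig. 7A, the paper states that few genes responded to PEG and HS.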

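Of the core pluripotency transcripts, POU5F1 (ENSG00000204531, chromosome 6, 31164337 to 31180731 of GRCh38), which encodes OCT4, was measured at 1922 ± 27.8 CPM (SD, n = 3) in PEG and HS and 1635 ± 27.9 CPM (SD, n = 3) in E8 control (log2 fold change 0.23, SE 0.024, adjusted p = 3.2e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). POU5F1 shares 45.1% of its transcript sequence with other genes, most of it with POU5F1B. NANOG (ENSG00000111704, chromosome 12, 7787794 to 7799146) was at 185 ± 1.76 CPM in PEG and HS and 126 ± 0.610 CPM in E8 control (log2 fold change 0.55, SE 0.027, adjusted p = 6.55e-10), and 38.2% of its sequence is shared, most of it with NANOGP8. SOX2 (ENSG00000181449, chromosome 3, 181711925 to 181714436) went the other way, with 273 ± 3.92 CPM in PEG and HS and 412 ± 11.8 CPM in E8 control (log2 fold change -0.59, SE 0.028, adjusted p = 4.79e-10). For these 3 genes the libraries of the media did not overlap, and the largest of the 3 differences, in SOX2, was 1.51-fold on the linear scale. DNMT3B (ENSG00000088305, chromosome 20, 32762385 to 32809359) did not differ between media (2239 ± 26.4 CPM in PEG and HS, 2216 ± 26.7 CPM in E8 control, adjusted p = 0.689). Of the 10 genes grouped as Pluripotent in Fig. 7B, 3 were called higher and 5 lower in PEG and HS, the lowest being APELA (log2 fold change -1.89, SE 0.042, adjusted p = 2.08e-13). The 10 Primed genes had a median of 105.2 CPM in E8 control and 62.0 CPM in PEG and HS, and the 11 Naive genes had medians of 2.79 and 1.37 CPM. All 10 Primed genes lay over 1 CPM in both media, against 6 of the 11 Naive genes. Among the Primed genes 3 were called higher and 4 lower, of which DUSP6 rose most (log2 fold change 0.79, SE 0.036, adjusted p = 2.56e-10) and OTX2 fell most. Among the Naive genes 3 were called higher and 3 lower, from NR5A2 (log2 fold change 0.65, SE 0.064, adjusted p = 2.17e-06) to FGF4 (log2 fold change -1.67, SE 0.18, adjusted p = 6.16e-06). The Naive transcripts KLF2 and DPPA5 were at 0.234 ± 0.0742 and 0.173 ± 0.0951 CPM in PEG and HS and 0.280 ± 0.0799 and 0.215 ± 0.0796 CPM in E8 control, too few counts to show a difference. The Naive group of Fig. 7B also holds CDH1 and ZFP42, which had 584 and 195 CPM in E8 control. Citing Fig. 7B, the paper states that core pluripotency genes had similar levels in the samples, with an indication of a primed phenotype.

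**Figure D1:**
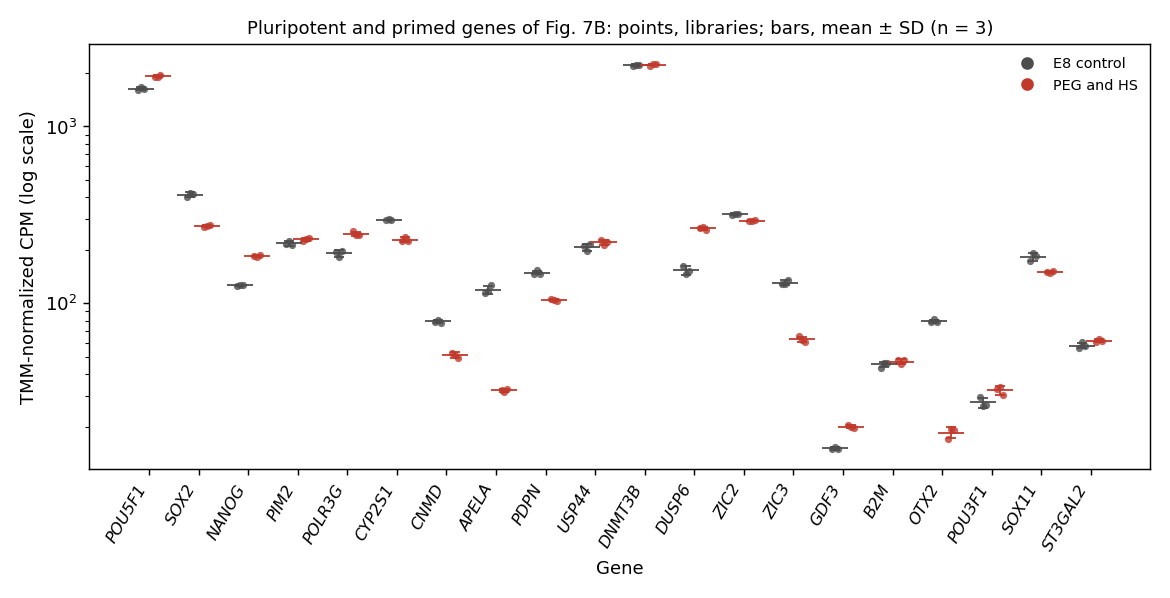
TMM-normalized CPM (log axis) of the Pluripotent and Primed genes of Fig. 7B in E8 control and PEG and HS. Points are libraries and bars the mean ± SD (n = 3). The libraries of DNMT3B overlap between media, and APELA falls from a mean of 119.7 to 32.3 CPM.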

Evaluation of core pluripotent genes, showed that expression levels were similar between samples with a clear indication of a primed phenotype (Fig. 7B). In addition, we evaluated several well-known oncogenes [31] notable TP53, MYC, NANOGP8, EEF1A2 and KLF4 were expressed with similar transcript levels between samples, though KLF4 had low overall expression. Conversely, we examined tumor suppressor genes (TSR) [31] and several early lineage drivers. It was observed that a few genes indicative of forward differentiation were expressed with TSR genes TDGF1, LEFTY1 and IL17RC and the trophectodermal genes KRT8 and TEAD4 showing comparable expression levels. 

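MYC (ENSG00000136997, chromosome 8, 127735434 to 127742951) had 99.3 ± 0.475 CPM (SD, n = 3) in PEG and HS and 73.0 ± 0.579 CPM (SD, n = 3) in E8 control (log2 fold change 0.45, SE 0.03, adjusted p = 2.41e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). NANOGP8 (ENSG00000255192, chromosome 15, 35083410 to 35085295) had 52.6 ± 1.00 and 35.7 ± 2.56 CPM (log2 fold change 0.56, SE 0.048, adjusted p = 4.48e-07). It is a copy of NANOG that shares 88.1% of its sequence with other genes, so reads of one can be counted on the other. EEF1A2 (ENSG00000101210, chromosome 20, 63488013 to 63499239) was lower in PEG and HS, with 22.6 ± 1.38 against 31.7 ± 0.850 CPM (log2 fold change -0.49, SE 0.053, adjusted p = 5.3e-06). KLF4 (ENSG00000136826, chromosome 9, 107484852 to 107490482), the gene with the lowest level of these 4, was at 5.39 ± 0.347 CPM in PEG and HS and 9.79 ± 0.817 CPM in E8 control (log2 fold change -0.86, SE 0.089, adjusted p = 3.34e-06). None of the 4 had overlapping libraries between media, and all kept their direction and an adjusted p under 0.05 with each library left out in turn. Of the 12 genes that Fig. 7B groups as oncogenes, 8 had enough counts to be tested. DCD, OLR1 and TBC1D3C had no count in any library. TBC1D3C shares 98.5% of its transcript sequence with other genes, most with TBC1D3, so its lack of counts may depend on how shared reads were counted. WNT1 was called lower from 18 counts over the 6 libraries (adjusted p = 0.0293), and this rose to 0.104 without PEG and HS replicate 1.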

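TDGF1 (ENSG00000241186, chromosome 3, 46574534 to 46582457) was at 563 ± 8.62 CPM (SD, n = 3) in PEG and HS and 544 ± 10.0 CPM (SD, n = 3) in E8 control, and the 2 media overlapped (log2 fold change 0.049, SE 0.026, adjusted p = 0.186, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LEFTY1 (ENSG00000243709, chromosome 1, 225886282 to 225911382) was at 16.2 ± 0.570 CPM in PEG and HS and 9.05 ± 1.31 CPM in E8 control without overlap (log2 fold change 0.83, SE 0.085, adjusted p = 3.14e-06). TDGF1 shares 47.6% of its transcript sequence with other genes, most with TDGF1P3, and LEFTY1 49.1%, most with a readthrough transcript annotated as a gene of its own, so both depend on how shared reads were counted. IL17RC (ENSG00000163702, chromosome 3, 9917074 to 9933630) had 8.92 ± 0.936 CPM in PEG and HS and 10.2 ± 0.552 CPM in E8 control, again with overlap (log2 fold change -0.19, SE 0.085, adjusted p = 0.12), and shares 46.4% of its sequence, most with ENSG00000288550, so it has the same limit. Fig. 7B lists IL17RD in place of IL17RC. IL17RD (ENSG00000144730, chromosome 3, 57089982 to 57170306) had 287 ± 7.15 CPM in PEG and HS and 164 ± 2.41 CPM in E8 control (log2 fold change 0.81, SE 0.028, adjusted p = 1.56e-11). The trophectodermal KRT8 (ENSG00000170421, chromosome 12, 52897187 to 52949954) had 424 ± 11.3 and 360.5 ± 5.83 CPM (log2 fold change 0.24, SE 0.027, adjusted p = 1.23e-05), with 19.0% of its sequence shared with other genes. TEAD4 (ENSG00000197905, chromosome 12, 2959330 to 3040676) had 46.8 ± 2.37 and 40.4 ± 1.54 CPM (log2 fold change 0.21, SE 0.046, adjusted p = 0.00306). The KRT8 and TEAD4 libraries did not overlap between media. Of the 13 genes grouped as tumor suppressors in Fig. 7B, 11 were tested, with 5 called higher and 2 lower. CDX2, another gene of the trophectoderm group, had 3 counts over the 6 libraries and was not tested.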

Expression of the primary primitive streak gene NODAL was observed at low transcript levels in both samples (Fig. 7B). 

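NODAL (ENSG00000156574, chromosome 10, 70431936 to 70447951) was at 12.9 ± 0.217 CPM (SD, n = 3) in PEG and HS and 9.86 ± 1.14 CPM (SD, n = 3) in E8 control. Its level was higher in PEG and HS, without overlap between the libraries (log2 fold change 0.38, SE 0.08, adjusted p = 0.00223, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For scale, the median over all 77 genes of Fig. 7B, of which 66 were tested, was 7.22 CPM in E8 control and 6.19 CPM in PEG and HS. The genes not tested had few or no counts and lower this median. With each library left out in turn and under the other settings tried, the log2 fold change of NODAL stayed between 0.33 and 0.49, with an adjusted p of at most 0.0149. The 2 other primitive streak genes of Fig. 7B lay under 1 CPM in both media. TBXT had 0.156 ± 0.0753 CPM in PEG and HS and 0.310 ± 0.146 CPM in E8 control (adjusted p = 0.227), and ALDH1A2 had 0.270 ± 0.135 and 0.794 ± 0.235 CPM (log2 fold change -1.59, SE 0.41, adjusted p = 0.00924, rising to 0.0525 without E8 control replicate 3).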

To gain a better understanding of what transcripts were changing in expression in response to the addition of PEG and HS within bioreactors, a differential expression analysis was performed (Fig. 7C). 

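The largest changes were ranked among genes with an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, no overlap between the media, and at least 1 CPM in each library of the higher medium. The 5 lowest in PEG and HS were F8A3, WFIKKN2, ADRA2A, CYP26A1 and CDH9, and the 5 highest were UTP14C, F8A2, ENSG00000285982, OR2A1 and LPAR6. ADRA2A (ENSG00000150594, chromosome 10, 111077029 to 111080907) fell from 45.5 ± 2.33 CPM (SD, n = 3) in E8 control to 2.72 ± 0.596 CPM in PEG and HS (log2 fold change -4.06, SE 0.092, adjusted p = 2.08e-13). CDH9 (ENSG00000113100, chromosome 5, 26880597 to 27121150) fell from 3.97 ± 0.328 to 0.260 ± 0.148 CPM (log2 fold change -3.91, SE 0.27, adjusted p = 3.34e-08). WFIKKN2 (ENSG00000173714, chromosome 17, 50834650 to 50842353) had 52, 50 and 49 counts in the E8 control replicates and 0 in each PEG and HS replicate. Against the 3 counts that a count of 0 allows, it was at least 17.0-fold lower in PEG and HS. It shares no transcript sequence with another gene, but an antisense gene overlaps it. F8A3 and F8A2, on the X chromosome, have identical transcripts. F8A3 had 107, 109 and 118 counts in E8 control and 0 in each PEG and HS replicate, whereas F8A2 had 0 in each E8 control replicate and 111, 80 and 113 in PEG and HS. Added together, the pair had 3.15 ± 0.281 CPM in PEG and HS and 3.53 ± 0.380 CPM in E8 control, a log2 ratio of -0.16. UTP14C (ENSG00000253797, chromosome 13, 52024691 to 52033600), which shares 99.5% of its transcript sequence with ALG11, had 133, 235 and 360 counts in PEG and HS and 0 in each E8 control replicate, and UTP14C and ALG11 together had a log2 ratio of 0.022. ENSG00000285982 and OR2A1 share 95.5% and 91.5% of their sequence with other genes. LPAR6 (ENSG00000139679, chromosome 13, 48389567 to 48444704), which shares 1.07%, rose from 2.67 ± 0.298 to 6.39 ± 1.01 CPM (log2 fold change 1.27, SE 0.14, adjusted p = 5.54e-06).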

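The transcripts of SOX1, OLIG3, LHX5, OTX2, BMP2, BMP4, WNT4, FRZB, FZD5, FZD8, CYP26A1, CYP26C1, DHRS3 and CRABP2 were each lower in every PEG and HS library than in every E8 control library. Their log2 fold changes were smallest for CRABP2 and largest for CYP26A1, and each had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. CRABP2, FZD5 and FZD8 changed by less than the log2 limit of 1.5 used in Fig. 7A, and the others by more. Over the 25 genes that the RNA-seq sentences of the text name, 23 were called over all genes tested, 16 lower and 7 higher, and 24 when adjusted over the list alone. As the study chose these genes on the same libraries, the second count is not independent evidence. All 25 kept their direction and their side of the 0.05 limit under each other test, normalization, filter and left-out library that tested them.

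**Figure D2:**
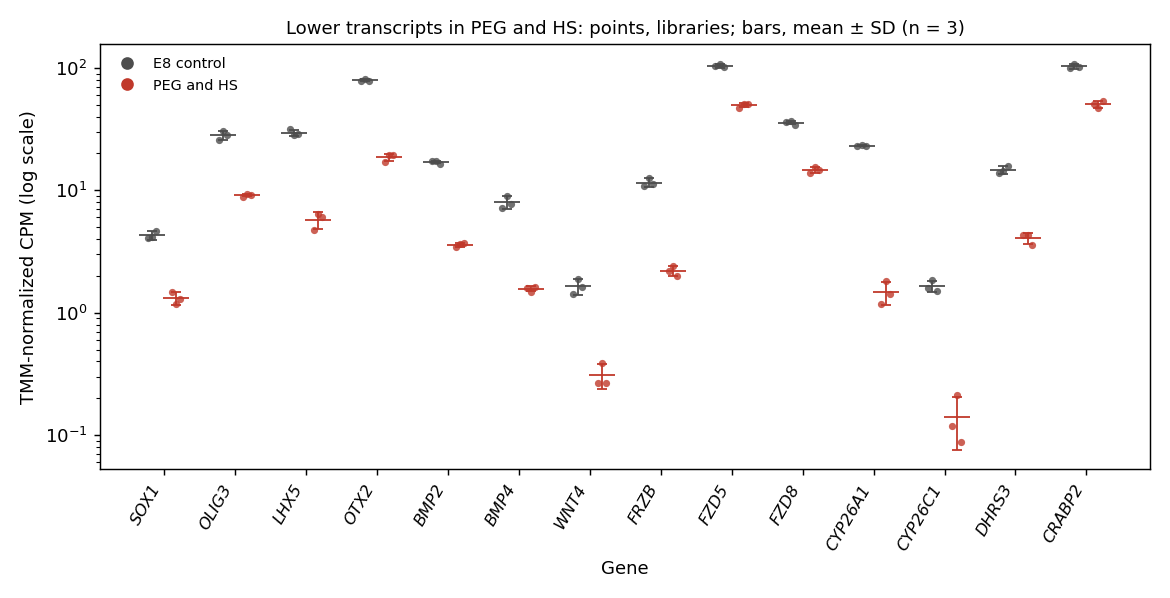
TMM-normalized CPM (log axis) of 14 lower genes in E8 control and PEG and HS. Points are libraries and bars the mean ± SD (n = 3). For each gene the PEG and HS points lie below the E8 control points. WNT4 and CYP26C1 have the lowest levels, and their PEG and HS points lie under 1 CPM.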

Examining the top differentially expressed genes we noted that there were several genes involved in ectodermal differentiation and some key signaling pathway components that were significantly downregulated in response to the presence of PEG and HS. 

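SOX1 (ENSG00000182968, chromosome 13, 112067149 to 112071706) was at 1.32 ± 0.158 CPM (SD, n = 3) in PEG and HS and 4.29 ± 0.343 CPM (SD, n = 3) in E8 control (log2 fold change -1.70, SE 0.15, adjusted p = 6.51e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). OLIG3 (ENSG00000177468, chromosome 6, 137492199 to 137494394) was at 9.14 ± 0.216 and 28.1 ± 2.14 CPM (log2 fold change -1.62, SE 0.067, adjusted p = 9.79e-11). LHX5 (ENSG00000089116, chromosome 12, 113462033 to 113472280) was at 5.73 ± 0.880 and 29.6 ± 1.66 CPM (log2 fold change -2.37, SE 0.086, adjusted p = 2.25e-11). OTX2 (ENSG00000165588, chromosome 14, 56799905 to 56816693), the most abundant of these ectodermal genes, was at 18.6 ± 1.31 and 79.4 ± 1.55 CPM (log2 fold change -2.10, SE 0.047, adjusted p = 2.08e-13). PAX6, which Fig. 7B lists, was lower as well (log2 fold change -1.17, SE 0.23, adjusted p = 0.0016). Over a list of 32 neuroectoderm and early neural plate genes written before the data were examined, of which the paper names 7, 29 genes were lower and 3 higher in PEG and HS, with 19 called lower and 1 called higher over all genes tested and 21 called when adjusted over the list alone. The list was lower in limma's camera test with a preset inter-gene correlation of 0.01 (adjusted p = 2.84e-24 over 19 lists, median log2 fold change -0.95). With the correlation estimated from these 6 libraries, its adjusted p was 0.0506, and with limma's fry it was 0.000343. Of the 9 lists that camera called, 3 held with the correlation estimated, those of Nodal and Activin, FGF and ERK, and YAP and TAZ target genes. All 9 were called with fry, but fry called 16 of the 19 lists. It asks whether the genes of a list changed at all, not whether they changed more than other genes. With 25.3% of genes called, it is therefore a weak check.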

Down-regulated ectodermal genes included SOX1, OLIG3, LHX5 and OTX2 as well as some less known ones (Fig. 7C). 

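Among ligands of the TGFβ family, BMP2 (ENSG00000125845, chromosome 20, 6767686 to 6780246) was at 3.59 ± 0.135 CPM (SD, n = 3) in PEG and HS and 17.0 ± 0.435 CPM (SD, n = 3) in E8 control (log2 fold change -2.24, SE 0.075, adjusted p = 8.13e-12, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). BMP4 (ENSG00000125378, chromosome 14, 53949736 to 53958761) was at 1.57 ± 0.0742 and 7.97 ± 0.943 CPM (log2 fold change -2.34, SE 0.13, adjusted p = 2.46e-09), with a log2 fold change between -2.41 and -2.24 over the other settings tried. The 20 BMP target genes of a list written before the data were examined, which holds neither ligand, were lower as a set in camera (adjusted p = 3.83e-05, median log2 fold change -0.68, 16 lower and 4 higher), but not with the inter-gene correlation estimated (adjusted p = 0.113). Within that list ID1 fell from 152 ± 10.2 to 66.3 ± 2.33 CPM (log2 fold change -1.20, SE 0.045, adjusted p = 3.17e-11), while ID3 stayed at 89.6 ± 2.70 CPM in PEG and HS against 89.7 ± 3.16 CPM (adjusted p = 0.996). The 16 tested genes of a Nodal and Activin target list went up as a set (adjusted p = 2e-06 with camera and 0.0374 with the correlation estimated, median log2 fold change 0.31, 11 higher and 5 lower). The paper names 6 of that list's genes, among them TDGF1, LEFTY1 and NODAL.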

The pathways most downregulated were the TGFβ family as suggested by BMP2 and BMP4 down regulation, though the previously mentioned levels of TDGF1, LEFTY1 and NODAL remained consistent to cultures lacking additives. 

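WNT4 (ENSG00000162552, chromosome 1, 22117313 to 22143969) was at 0.307 ± 0.0709 CPM (SD, n = 3) in PEG and HS and 1.64 ± 0.235 CPM (SD, n = 3) in E8 control, from 187 counts over the 6 libraries (log2 fold change -2.42, SE 0.29, adjusted p = 1.46e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). FRZB (ENSG00000162998, chromosome 2, 182833275 to 182866637), which encodes a secreted Wnt antagonist, was at 2.19 ± 0.213 and 11.6 ± 0.924 CPM (log2 fold change -2.41, SE 0.10, adjusted p = 1.65e-10). The receptor FZD5 (ENSG00000163251, chromosome 2, 207762598 to 207769906) was at 49.5 ± 1.84 and 104 ± 3.73 CPM (log2 fold change -1.08, SE 0.038, adjusted p = 1.83e-11), and FZD8 (ENSG00000177283, chromosome 10, 35638247 to 35642296) at 14.6 ± 0.802 and 35.7 ± 1.07 CPM (log2 fold change -1.29, SE 0.054, adjusted p = 1.21e-10). A list of 20 Wnt and beta-catenin target genes, 17 of them tested and 1 of them named by the paper, was not called as a set with camera (adjusted p = 0.652, median log2 fold change -0.23, 12 lower and 5 higher) or with the correlation estimated (adjusted p = 0.655), and was called lower with fry (adjusted p = 0.0145).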

Wnt family signaling components down regulated were Wnt4, FRZB, FZD5 and FRZ8. Also a decreased in retinoic acid signaling components were noted as indicated by decreased CYP26A1, CYP26C1, DHRS3 and CRABP2 transcript levels. These Results validated the robustness and repeatability of the predicted model. 

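CYP26A1 (ENSG00000095596, chromosome 10, 93073475 to 93077885), which encodes an enzyme that breaks down retinoic acid, was at 1.47 ± 0.313 CPM (SD, n = 3) in PEG and HS and 23.2 ± 0.328 CPM (SD, n = 3) in E8 control (log2 fold change -3.99, SE 0.099, adjusted p = 4.33e-13, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CYP26C1 (ENSG00000187553, chromosome 10, 93060798 to 93069540) was at 0.140 ± 0.0645 and 1.65 ± 0.181 CPM from 170 counts over the 6 libraries (log2 fold change -3.56, SE 0.35, adjusted p = 1.79e-06). The 2 genes lie beside each other and share 24.2% and 17.6% of their transcript sequence with other genes, most with ENSG00000285846, so part of their counts depends on how shared reads were assigned. DHRS3 (ENSG00000162496, chromosome 1, 12567910 to 12618210) was at 4.06 ± 0.396 and 14.7 ± 1.05 CPM (log2 fold change -1.86, SE 0.09, adjusted p = 5.85e-10), and CRABP2 (ENSG00000143320, chromosome 1, 156699606 to 156705816) at 50.3 ± 3.52 and 103 ± 4.10 CPM (log2 fold change -1.03, SE 0.046, adjusted p = 2.07e-10). A list of 25 retinoic acid signalling genes, 24 of them tested, was lower as a set with camera (adjusted p = 0.000642, median log2 fold change -0.071, 14 lower and 10 higher), but not with the correlation estimated (adjusted p = 0.0593). Without the 5 of its genes that the paper names, its direction turned and it was not called (adjusted p = 0.484).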

We conclude that the Aggregate stability variable can indirectly provide pluripotency maintenance and growth throughout the assay without impacting cell viability (Additional file 1: Fig. S5D). Therefore, this parameter can be regarded as a critical attribute that has a significant impact on iPSC cultures in a suspension environment.

**Fig. 6:**
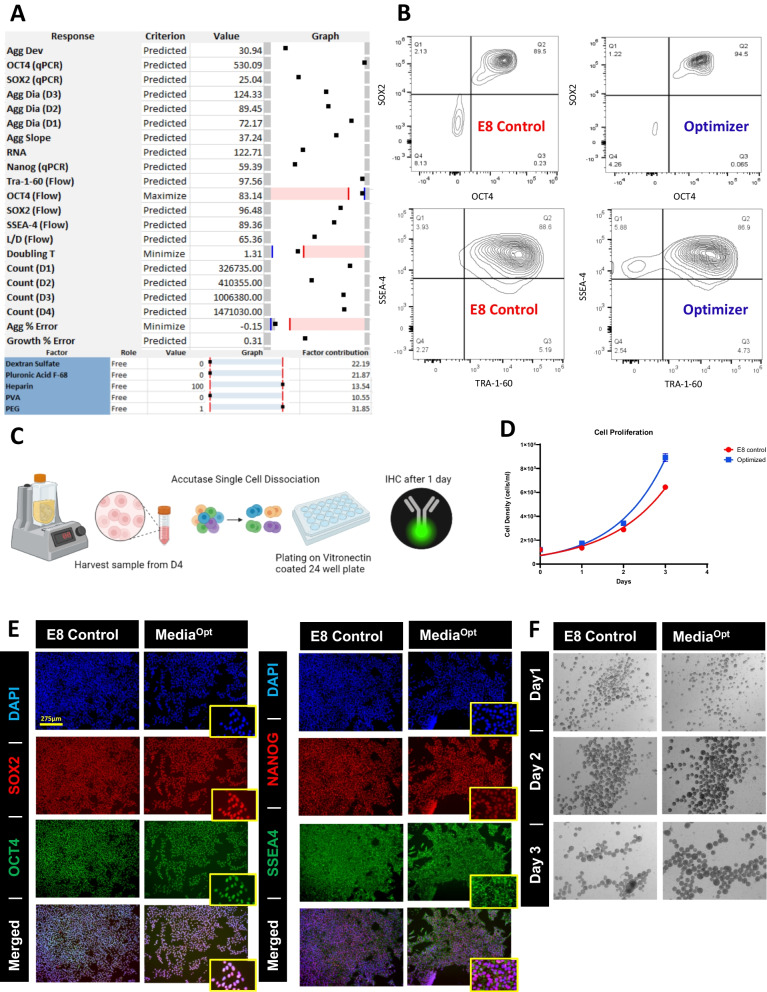
Improved aggregate stability through multilevel modeling of desired attributes. **A** MODDE optimizer for maximal OCT4 expression and doubling time with the minimal aggregate % error. **B** Flow cytometry-based pluripotency assessment of optimizer predicted conditions as compared to E8. **C** Schematic showing the method used for immunohistochemical staining of aggregate samples. Created with BioRender.com. **D** Growth rate assessment between optimizer conditions as compared to E8. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. **E** Representative stains for pluripotent markers **F** Comparison of brightfield aggregates between optimizer conditions and E8

**Fig. 7:**
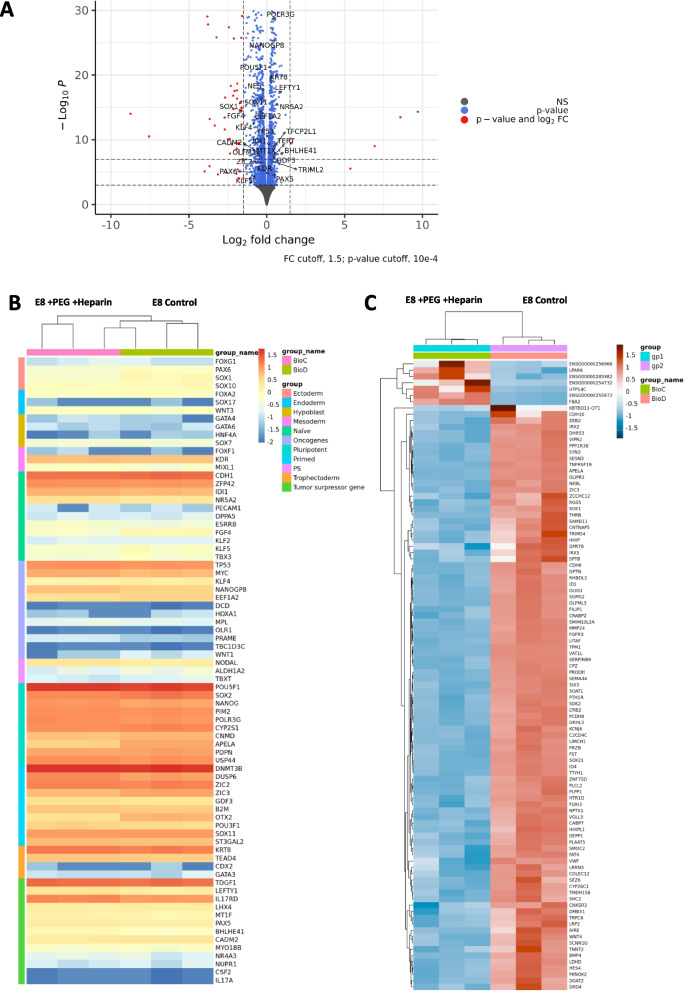
RNA-seq data. **A** Volcano plot showing the comparison of the optimized medium to the control medium (E8). **B** Heatmap comparison of selected genes evaluating pluripotency, differentiation, and other parameters. **C** Heatmap comparison of the top differentially expressed genes

## Discussion

Many efforts at upscaling hiPSC cultures utilize high-cost commercial medium with proprietary formulations. While adherent cultures predominantly use E8 medium, optimizing this culture medium to sustain a healthy and consistent aggregate culture is needed. Environmental and process stress such as hydrodynamic stress, single cell seeding, agitation and media changes are fundamentally different from adherent culture conditions. Here we empirically defined combinatorial media formulations that directly influence pluripotency, growth and aggregate stability using a five-dimensional DoE based approach. In this study, the optimal culture medium is defined as one that can maintain growth, aggregate stability, and pluripotency. This was determined to be E8 plus (0.1 µg/ml) Heparin and (10 mg/ml) PEG. These components positively influenced the majority of identified critical attributes (Fig. 6). Interactions between HS and PEG were well modeled, predicted, and enabled a better understanding of controlling aggregate stability. While together improving iPSC aggregate culturing, PEG and Heparin sodium salt have different effects on cellular aggregates. PEG is known to induce cell aggregation and promote the fusion of larger cell aggregates at higher concentrations (10% and above), while also capable of inhibiting aggregation in other applications at lower concentrations [16]. While PEG is also used in applications that mediates cell fusion to produce somatic cell hybrids, the fusion and mechanism targeted in this study is for aggregation only. Heparin sodium salt is known for its ability to interact with different growth factors such as FGF2 influencing cell behavior and pluripotency. Being able to detect this synergy within compounds that have a different effect on the culture reinforces the strength of the DoE approached used in this study. The only compounds used throughout this study that did not increase ‘aggregate % error’ were PEG and Heparin sodium salt. Modelling PEG indicated the overall effect was a reduced standard deviation of the aggregate diameter size, though no effect on doubling time was observed. The aggregate deviation and diameter growth rate increased slightly in the presence of PEG. While the addition of Heparin sodium salt did not show a strong impact on aggregate size or growth rate individually it was shown to have strong positive interaction in the presence of PEG.

Using DoE-based models provides several advantages over conventional one-factor-at-a-time methods. DoE modelling has embedded insights about model validity, reproducibility, fit (R2), and prediction precision (Q2) for each response variable measured allowing for an unbiased assessment of the overall model quality, all while identifying critical interactions. For example, all response variables measured throughout this series of experiments had an R2 value greater than 0.5, ensuring that models evaluated are highly significant. Models were also scrutinized for model validity and were only being considered significant when > 0.25, indicating an absence of outliers and transformation issues. As large-scale expansion of iPSCs and their derivatives become more common, DoE, as part of a Quality-by-Design strategy, should be used as a tool to evaluate multiple parameters impacting the overall cell quality and process stability. Embedding designs at increasing dimensional scales can be informative for the robust statistical analysis and unbiased optimization strategies needed when entering larger scale. Here, the modeling and design was performed within a low-shear reactor environment that is scalable. As there are multiple variables involved in large scale manufacturing and transferring adherent culture conditions/protocols to suspension culture, more efficient assays are needed that do not require long testing periods or sequential optimizations strategies lacking the ability to evaluate combinatorial interactions. Specifically, we were able to define unexpected combinations of media additives for controlling aggregate formation within a bioreactor system. We also obtained a rich data response space, where mathematical models included doubling time, aggregate deviation, aggregate growth slope, pluripotency markers and cell count measurements.

Using this methodical approach many novel insights into the compounds used in this study were discovered. DS, PVA and Pluronic F68 all had similar effects. Previous research showed that DS prevents cellular aggregation, controls aggregate size and growth properties [5, 26]. We could not replicate these observations. Set point analysis in MODDE can show how factors can vary depending on the selected setpoint and still meet the desired criteria and tolerances given. Set point analysis (Additional file 1: Fig. S7) showed that the largest deviation of ‘aggregate % error’ (Fig. 5A) was obtained using DS. In agreement with this observation modelling for maximal ‘aggregate % error’ resulted in a formulation predominantly containing DS (FC = 32.90) (Fig. 5B). Similarly, previous studies evaluating PVA effect on hiPSCs demonstrated that it promoted proliferation [23]. In contrast, set point analysis (Additional file 1: Fig. S7A) showed PVA impacts an increased aggregate diameter and the overall daily aggregate growth which is only desirable if these observed growth parameters occur solely due to cell proliferation. However, looking at the parameter of aggregate deviation (Additional file 1: Fig. S7A), indicates this PVA mediated increase was due to a heterogeneous effect on aggregate size. Collaborative evidence is provided by the fact that PVA had no effect on either growth rate or doubling time. A scenario repeated with Pluronic F68. Previous reports have shown that the inclusion of Pluronic F68 within a bioreactor increased the overall expansion capacity of hPSCs [15]. Here we show through a set point analysis that Pluronic F68 increased overall aggregate size and the deviation in the aggregate sizes (Additional file 1: Fig. S7A) again without effecting the aggregate growth slope, doubling time or cell concentration. Indicating again that this increase was due to fusion events between aggregates and not increased proliferation. An explanation for these discrepancies between previous studies is that others have compared individual reagents against controls lacking the additives, whereas in this study computer modelling allowed for the direct comparison of the compounds being evaluated. It should also be noted that Manstein et al. used Pluronic F68 so that RPM could be increased, an increased RPM would have countered the fusion effect. Overall, it is indicated here that fusion has a detrimental effect on cellular proliferation, potentially because as aggregates become larger nutrient availability is increasingly restrictive, actively inhibiting a proliferative state.

Essential 8 was used as the basal media for all reactions throughout this series of experiments and is therefore considered responsible for the general maintenance of pluripotency within the bioreactors. However, the compounds evaluated in this study did influence this maintenance. The provision of DS, Pluronic F68 or PVA all had an overall negative influence on pluripotent maintenance promoting the down regulation NANOG and SOX2 expression, though a slightly positive effect on OCT4 expression was shown. In contrast, PEG and Heparin sodium salt had a general positive effect on pluripotent maintenance showing a positive correlation to OCT4 and NANOG expression, while having differential influence on SOX2 expression with Heparin sodium salt decreasing its expression and PEG increasing SOX2 levels (Additional file 1: Fig. S7A). In general, we could not find strong correlations between the core pluripotency markers OCT4, SOX2, and NANOG (Fig. 4C). A possible explanation is that they have divergent roles functioning as master regulators of lineage-specific differentiation as others have suggested. Previous studies have shown that the over expression of OCT4 leads to endodermal and mesodermal fates [32], whereas the overexpression of SOX2 generates ectodermal fate [33] suggesting that driving the maximal expression of either would result in the down regulation of the other. Modelling for minimal or maximal OCT4 expression indicated that the only pluripotent marker assayed within this study that followed OCT4 expression was TRA-1-60 (a positive correlation of 0.89), though notably aggregate diameter correlated with both pluripotency markers. This model was confirmed using R Software (Fig. 4E), which indicated a strong correlation between the increase of the diameter size and the expression of OCT4 and TRA-1-60 markers (0.790, 0.816) with a high significance level (*P*-value < 000.1). This suggests that aggregate size could be used to influence differentiation potential, specifically here that endoderm differentiation may benefit from a population of larger aggregate. This could also explain why compounds that promoted fusion selectively lose SOX2 and NANOG expression while showing a small increase in OCT4 expression.

One of the major efforts during this study was the development of quantification methods for aggregate stability with the overall goal of limiting aggregate fusion. Controlling aggregate size allows for a decrease in agitation rate required in the bioreactor and therefore reduces sheer stress as described in recent publication from Borys, Breanna S et al. [34]. Measurements of aggregate size deviation (range of sizes) could determine the overall homogeneity of aggregate size but could not directly inform on fusion since differential growth rates between aggregates and aggregate fractioning due to shear stress are alternative explanations. So, to better define what was occurring on the individual aggregate level a method for quantifying this aggerate parameter was developed. Resting on a theoretical estimation of the rate aggregate size should change according to growth rates observed, we directly compared this to measured size changes observed within the bioreactors. This was defined as ‘aggregate % error’. We found that by modelling using this parameter we could gain a better control over the size and overall homogeneity of the aggregates within bioreactors. Models setting the ‘aggregate % error’ to the predicted diameter (theoretical size based on doubling time) would define conditions that lacked fusion but in which aggregates were stable enough to resist shear forces. While this model proved useful in measuring overall aggregate stability there are inherent limitations to it. The mathematical model assumes cell size uniformity, a parameter likely to change based on the density of the individual aggregates or differentiation state of the cell culture. There is also an assumption based on empirical observations and simulation experiments that the cells are randomly packed. An alternative method for estimating aggregate stability would have been directly measuring aggregate numbers daily, decreasing aggregate number with an increasing aggregate size could directly indicate fusion. Here we show that models quantifying aggregate behavior based on calculations of theoretical predictions as compared to empirical results are crucial for the identification and understanding of the complexities in a biological system. Having predictive models allows for formulating a hypothesis about the underlying process mechanisms and therefore facilitates optimization by identifying key factors and variables that bring the model to desired results.

## Conclusion

For each model the relationship between additive/response variable could be analyzed and optimized towards desirability criteria. In all desirability contexts, process capability (Cpk) as a measurement of process robustness was favorable. Optimal conditions for maximal cell growth required combinatorial additive use. Similarly, optimization of the maintenance of pluripotency, as based on markers OCT4, NANOG, SOX2 was also dependent on combinatorial signaling. Based on measurements of aggregate size and size variance, optimization could be performed to increase aggregate homogeneity. In all cases, underlying models included multiple interaction terms, revealing the criticality of simultaneous testing using combinatorial designs. It was demonstrated that the optimal culture medium with the combinatorial effects of Polyethylene Glycol and Heparin Sodium Salt could maintain growth, pluripotency and control aggregate stability by limiting fusion events between aggregates in suspension cultures. We conclude that DoE-based interaction testing performed within a manufacturing-relevant environment allows for process understanding of the biomanufacturing process. The method identifies critical process parameters; their interacting criticality, while returning a deep process understanding.

### Supplementary Information

**Additional file 1**. Table of the complete media formulations used throughout the DoE design.

## Data Availability

Requests for further information or more detailed protocols should be directed to and will be fulfilled by the corresponding author. This study did not generate new unique reagents. All the RNA-Seq data are deposited in NCBI’s Gene Expression Omnibus (GEO) dataset with the accession number GSE264081. The data that support the findings of this study are available on request.

## Abbreviations

HS: Heparin sodium salt
PEG: Polyethylene glycol
PVA: Poly (vinyl alcohol)
PA: Pluronic F68
DS: Dextran sulfate
E8: Essential 8
DMSO: Dimethyl Sulfoxide
DoE: Design of experiments
3D: Three-dimensional
cGMP: Current Good manufacturing practice
hiPSC: Human Induced pluripotent stem cell
PBS: Phosphate buffer solution
q-PCR: Quantitative PCR
RPM: Revolution per minute
ROCK: Rho-Kinase
TSR: Tumor suppressor genes

## References

[1] Takahashi K, Yamanaka S (2006). Induction of pluripotent stem cells from mouse embryonic and adult fibroblast cultures by defined factors. Cell.

[2] Fan Y, Wu J, Ashok P, Hsiung M, Tzanakakis ES (2015). Production of human pluripotent stem cell therapeutics under defined xeno-free conditions: progress and challenges. Stem Cell Rev Rep.

[3] Deinsberger J, Reisinger D, Weber B (2020). Global trends in clinical trials involving pluripotent stem cells: a systematic multi-database analysis. NPJ Regen Med.

[4] Colter J, Murari K, Biernaskie J, Kallos MS (2021). Induced pluripotency in the context of stem cell expansion bioprocess development, optimization, and manufacturing: a roadmap to the clinic. NPJ Regen Med.

[5] Nogueira DES, Rodrigues CAV, Carvalho MS, Miranda CC, Hashimura Y, Jung S (2019). Strategies for the expansion of human induced pluripotent stem cells as aggregates in single-use Vertical-Wheel™ bioreactors. J Biol Eng.

[6] Otsuji TG, Bin J, Yoshimura A, Tomura M, Tateyama D, Minami I (2014). A 3D sphere culture system containing functional polymers for large-scale human pluripotent stem cell production. Stem Cell Rep.

[7] Abbasalizadeh S, Larijani MR, Samadian A, Baharvand H (2012). Bioprocess development for mass production of size-controlled human pluripotent stem cell aggregates in stirred suspension bioreactor. Tissue Eng Part C Methods.

[8] Liu M (2013). Engineering stem cell niches in bioreactors. World J Stem Cells.

[9] Teramura T, Takehara T, Onodera Y, Nakagawa K, Hamanishi C, Fukuda K (2012). Mechanical stimulation of cyclic tensile strain induces reduction of pluripotent related gene expressions via activation of Rho/ROCK and subsequent decreasing of AKT phosphorylation in human induced pluripotent stem cells. Biochem Biophys Res Commun.

[10] Saha S, Ji L, de Pablo JJ, Palecek SP (2008). TGFβ/activin/nodal pathway in inhibition of human embryonic stem cell differentiation by mechanical strain. Biophys J.

[11] Kim YM, Kang YG, Park SH, Han M-K, Kim JH, Shin JW (2017). Effects of mechanical stimulation on the reprogramming of somatic cells into human-induced pluripotent stem cells. Stem Cell Res Ther.

[12] Goetzke R, Sechi A, De Laporte L, Neuss S, Wagner W (2018). Why the impact of mechanical stimuli on stem cells remains a challenge. Cell Mol Life Sci.

[13] Xu C, Rosler E, Jiang J, Lebkowski JS, Gold JD, O’Sullivan C (2005). Basic fibroblast growth factor supports undifferentiated human embryonic stem cell growth without conditioned medium. Stem Cells.

[14] Kuo H-H, Gao X, DeKeyser J-M, Fetterman KA, Pinheiro EA, Weddle CJ (2020). Negligible-cost and weekend-free chemically defined human iPSC culture. Stem Cell Rep.

[15] Manstein F, Ullmann K, Kropp C, Halloin C, Triebert W, Franke A (2021). High density bioprocessing of human pluripotent stem cells by metabolic control and in silico modeling. Stem Cells Transl Med.

[16] Castellanos IJ, Crespo R, Griebenow K (2003). Poly(ethylene glycol) as stabilizer and emulsifying agent: a novel stabilization approach preventing aggregation and inactivation of proteins upon encapsulation in bioerodible polyester microspheres. J Control Release Off J Control Release Soc.

[17] Chen G, Gulbranson DR, Hou Z, Bolin JM, Ruotti V, Probasco MD (2011). Chemically defined conditions for human iPSC derivation and culture. Nat Methods.

[18] Wilken S, Guerra RE, Levine D, Chaikin PM (2021). Random close packing as a dynamical phase transition. Phys Rev Lett.

[19] Bukys MA, Mihas A, Finney K, Sears K, Trivedi D, Wang Y (2020). High-dimensional design-of-experiments extracts small-molecule-only induction conditions for dorsal pancreatic endoderm from pluripotency. iScience..

[20] Hu W, Rathman JJ, Chalmers JJ (2008). An investigation of small-molecule surfactants to potentially replace pluronic F-68 for reducing bubble-associated cell damage. Biotechnol Bioeng.

[21] Koski A, Yim K, Shivkumar S (2004). Effect of molecular weight on fibrous PVA produced by electrospinning. Mater Lett.

[22] Wilkinson AC, Ishida R, Kikuchi M, Sudo K, Morita M, Crisostomo RV (2019). Long-term ex vivo haematopoietic-stem-cell expansion allows nonconditioned transplantation. Nature.

[23] Tang X, Wu H, Xie J, Wang N, Chen Q, Zhong Z (2021). The combination of dextran sulphate and polyvinyl alcohol prevents excess aggregation and promotes proliferation of pluripotent stem cells in suspension culture. Cell Prolif..

[24] Braam SR, Zeinstra L, Litjens S, Ward-van Oostwaard D, van den Brink S, van Laake L (2008). Recombinant vitronectin is a functionally defined substrate that supports human embryonic stem cell self-renewal via αVβ5 integrin. Stem Cells.

[25] Furue MK, Na J, Jackson JP, Okamoto T, Jones M, Baker D (2008). Heparin promotes the growth of human embryonic stem cells in a defined serum-free medium. Proc Natl Acad Sci.

[26] Lipsitz YY, Tonge PD, Zandstra PW (2018). Chemically controlled aggregation of pluripotent stem cells. Biotechnol Bioeng.

[27] Chisti Y (2000). Animal-cell damage in sparged bioreactors. Trends Biotechnol.

[28] Papoutsakis E (1991). Media additives for protecting freely suspended animal cells against agitation and aeration damage. Trends Biotechnol.

[29] Goldblum S, Bae YK, Hink WF, Chalmers J (1990). Protective effect of methylcellulose and other polymers on insect cells subjected to laminar shear stress. Biotechnol Prog.

[30] Kane VE (1986). Process capability indices. J Qual Technol.

[31] Ou M, Zhao M, Li C, Tang D, Xu Y, Dai W (2021). Single-cell sequencing reveals the potential oncogenic expression atlas of human iPSC-derived cardiomyocytes. Biol Open..

[32] Niwa H, Miyazaki J, Smith AG (2000). Quantitative expression of Oct-3/4 defines differentiation, dedifferentiation or self-renewal of ES cells. Nat Genet.

[33] Kopp JL, Ormsbee BD, Desler M, Rizzino A (2008). Small increases in the level of Sox2 trigger the differentiation of mouse embryonic stem cells. Stem Cells.

[34] Borys BS, Dang T, So T, Rohani L, Revay T, Walsh T (2021). Overcoming bioprocess bottlenecks in the large-scale expansion of high-quality hiPSC aggregates in vertical-wheel stirred suspension bioreactors. Stem Cell Res Ther.

# Supplementary material for: Addressing bioreactor hiPSC aggregate stability, maintenance and scaleup challenges using a design of experiment approach
**Source:** Stem Cell Res Ther. 2024 Jul 2;15:191. doi: 10.1186/s13287-024-03802-4
**Supplement:** Supplementary file 1 — Additional file 1. Table of the complete media formulations used throughout the DoE design.

**Supplemental Figures and Legends:**

**A**

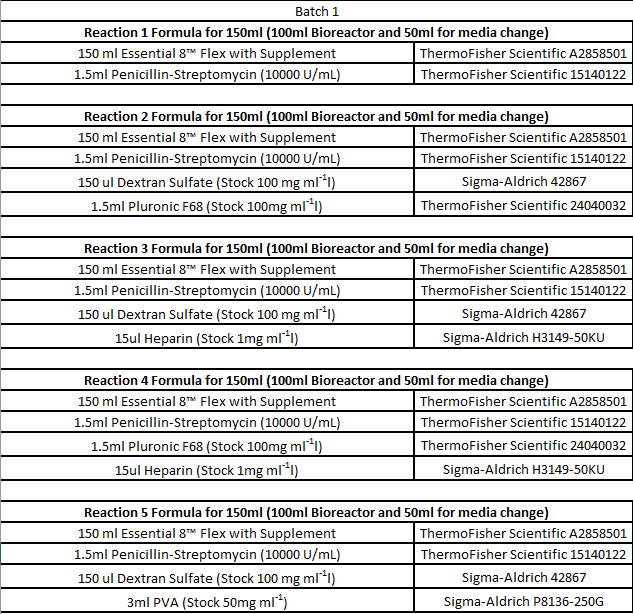

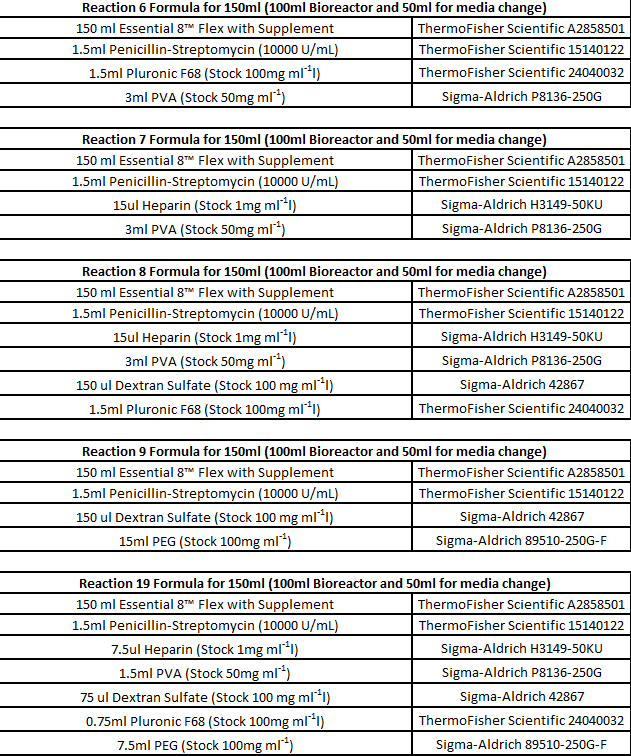

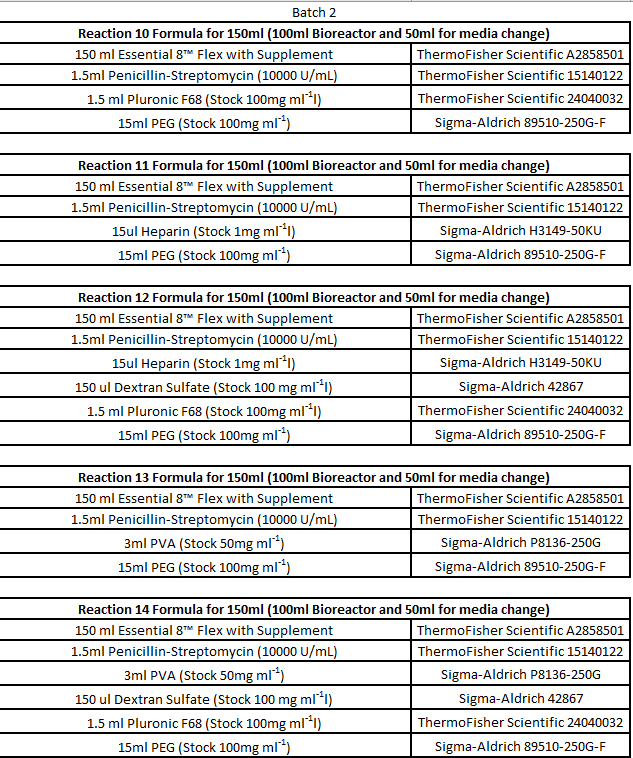

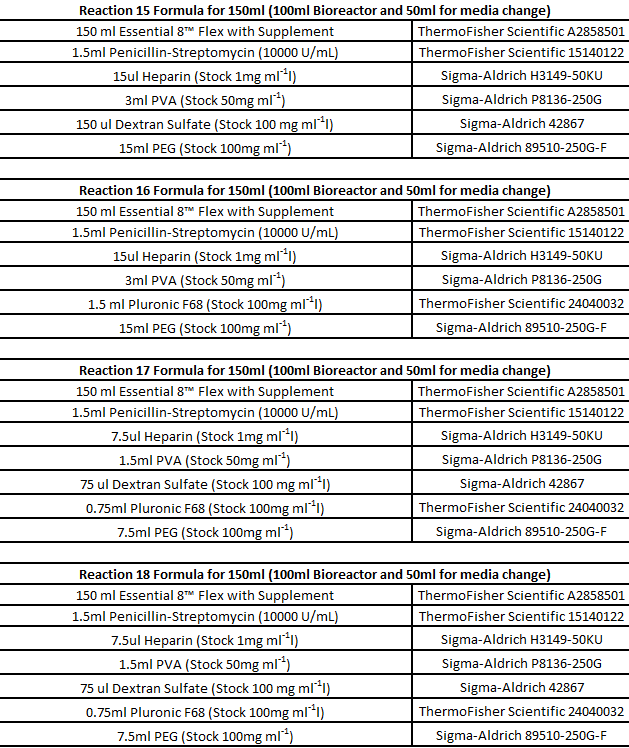

**
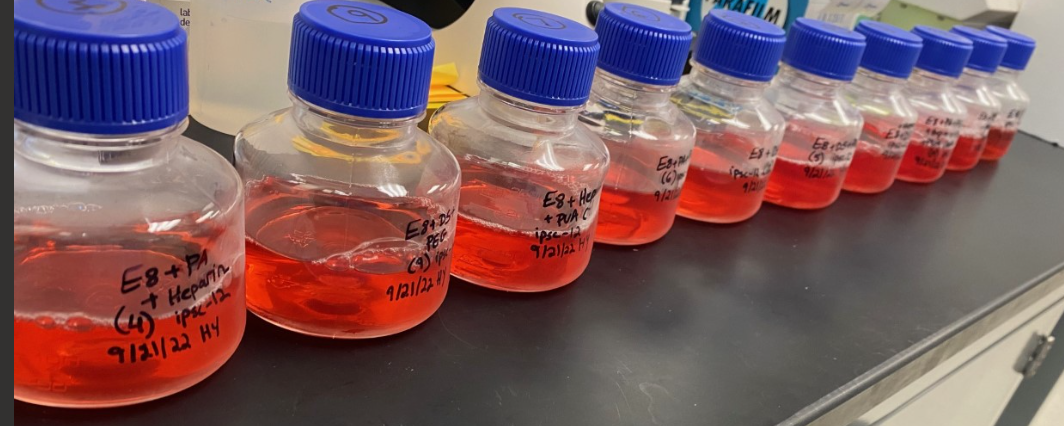
**

**B**

**
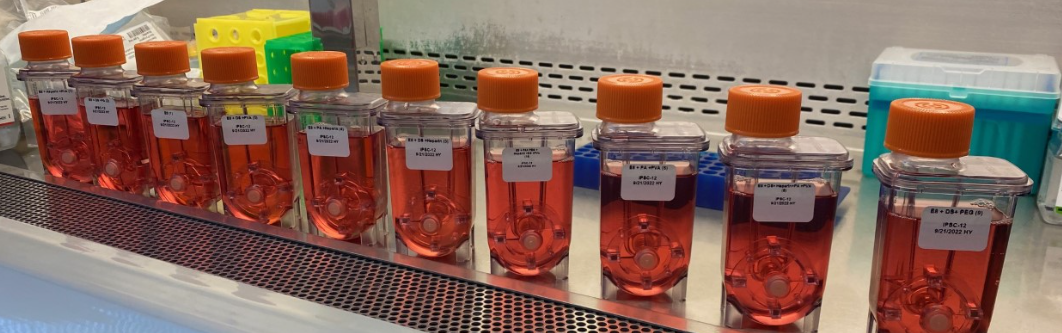
**

**Figure S1: Reaction Additives and Experimental Set Up**

1. Reaction additives for all bioreactors in the experiment
2. Media and bioreactor set up for the first batch of experiments.

**
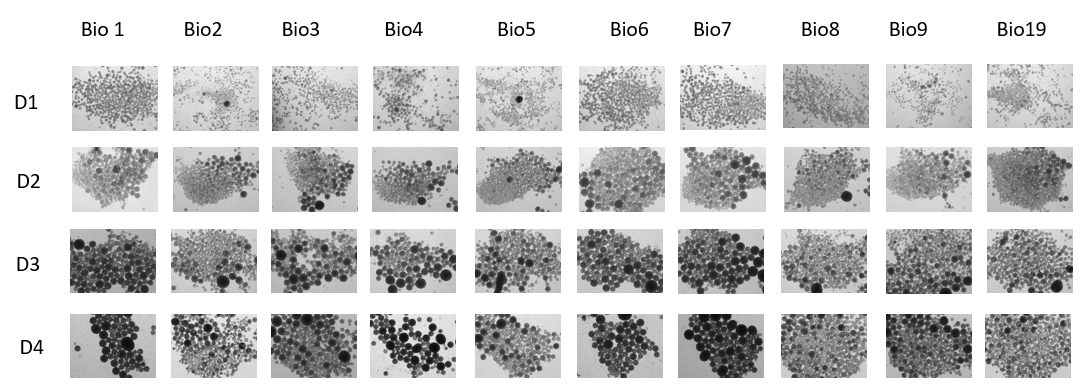

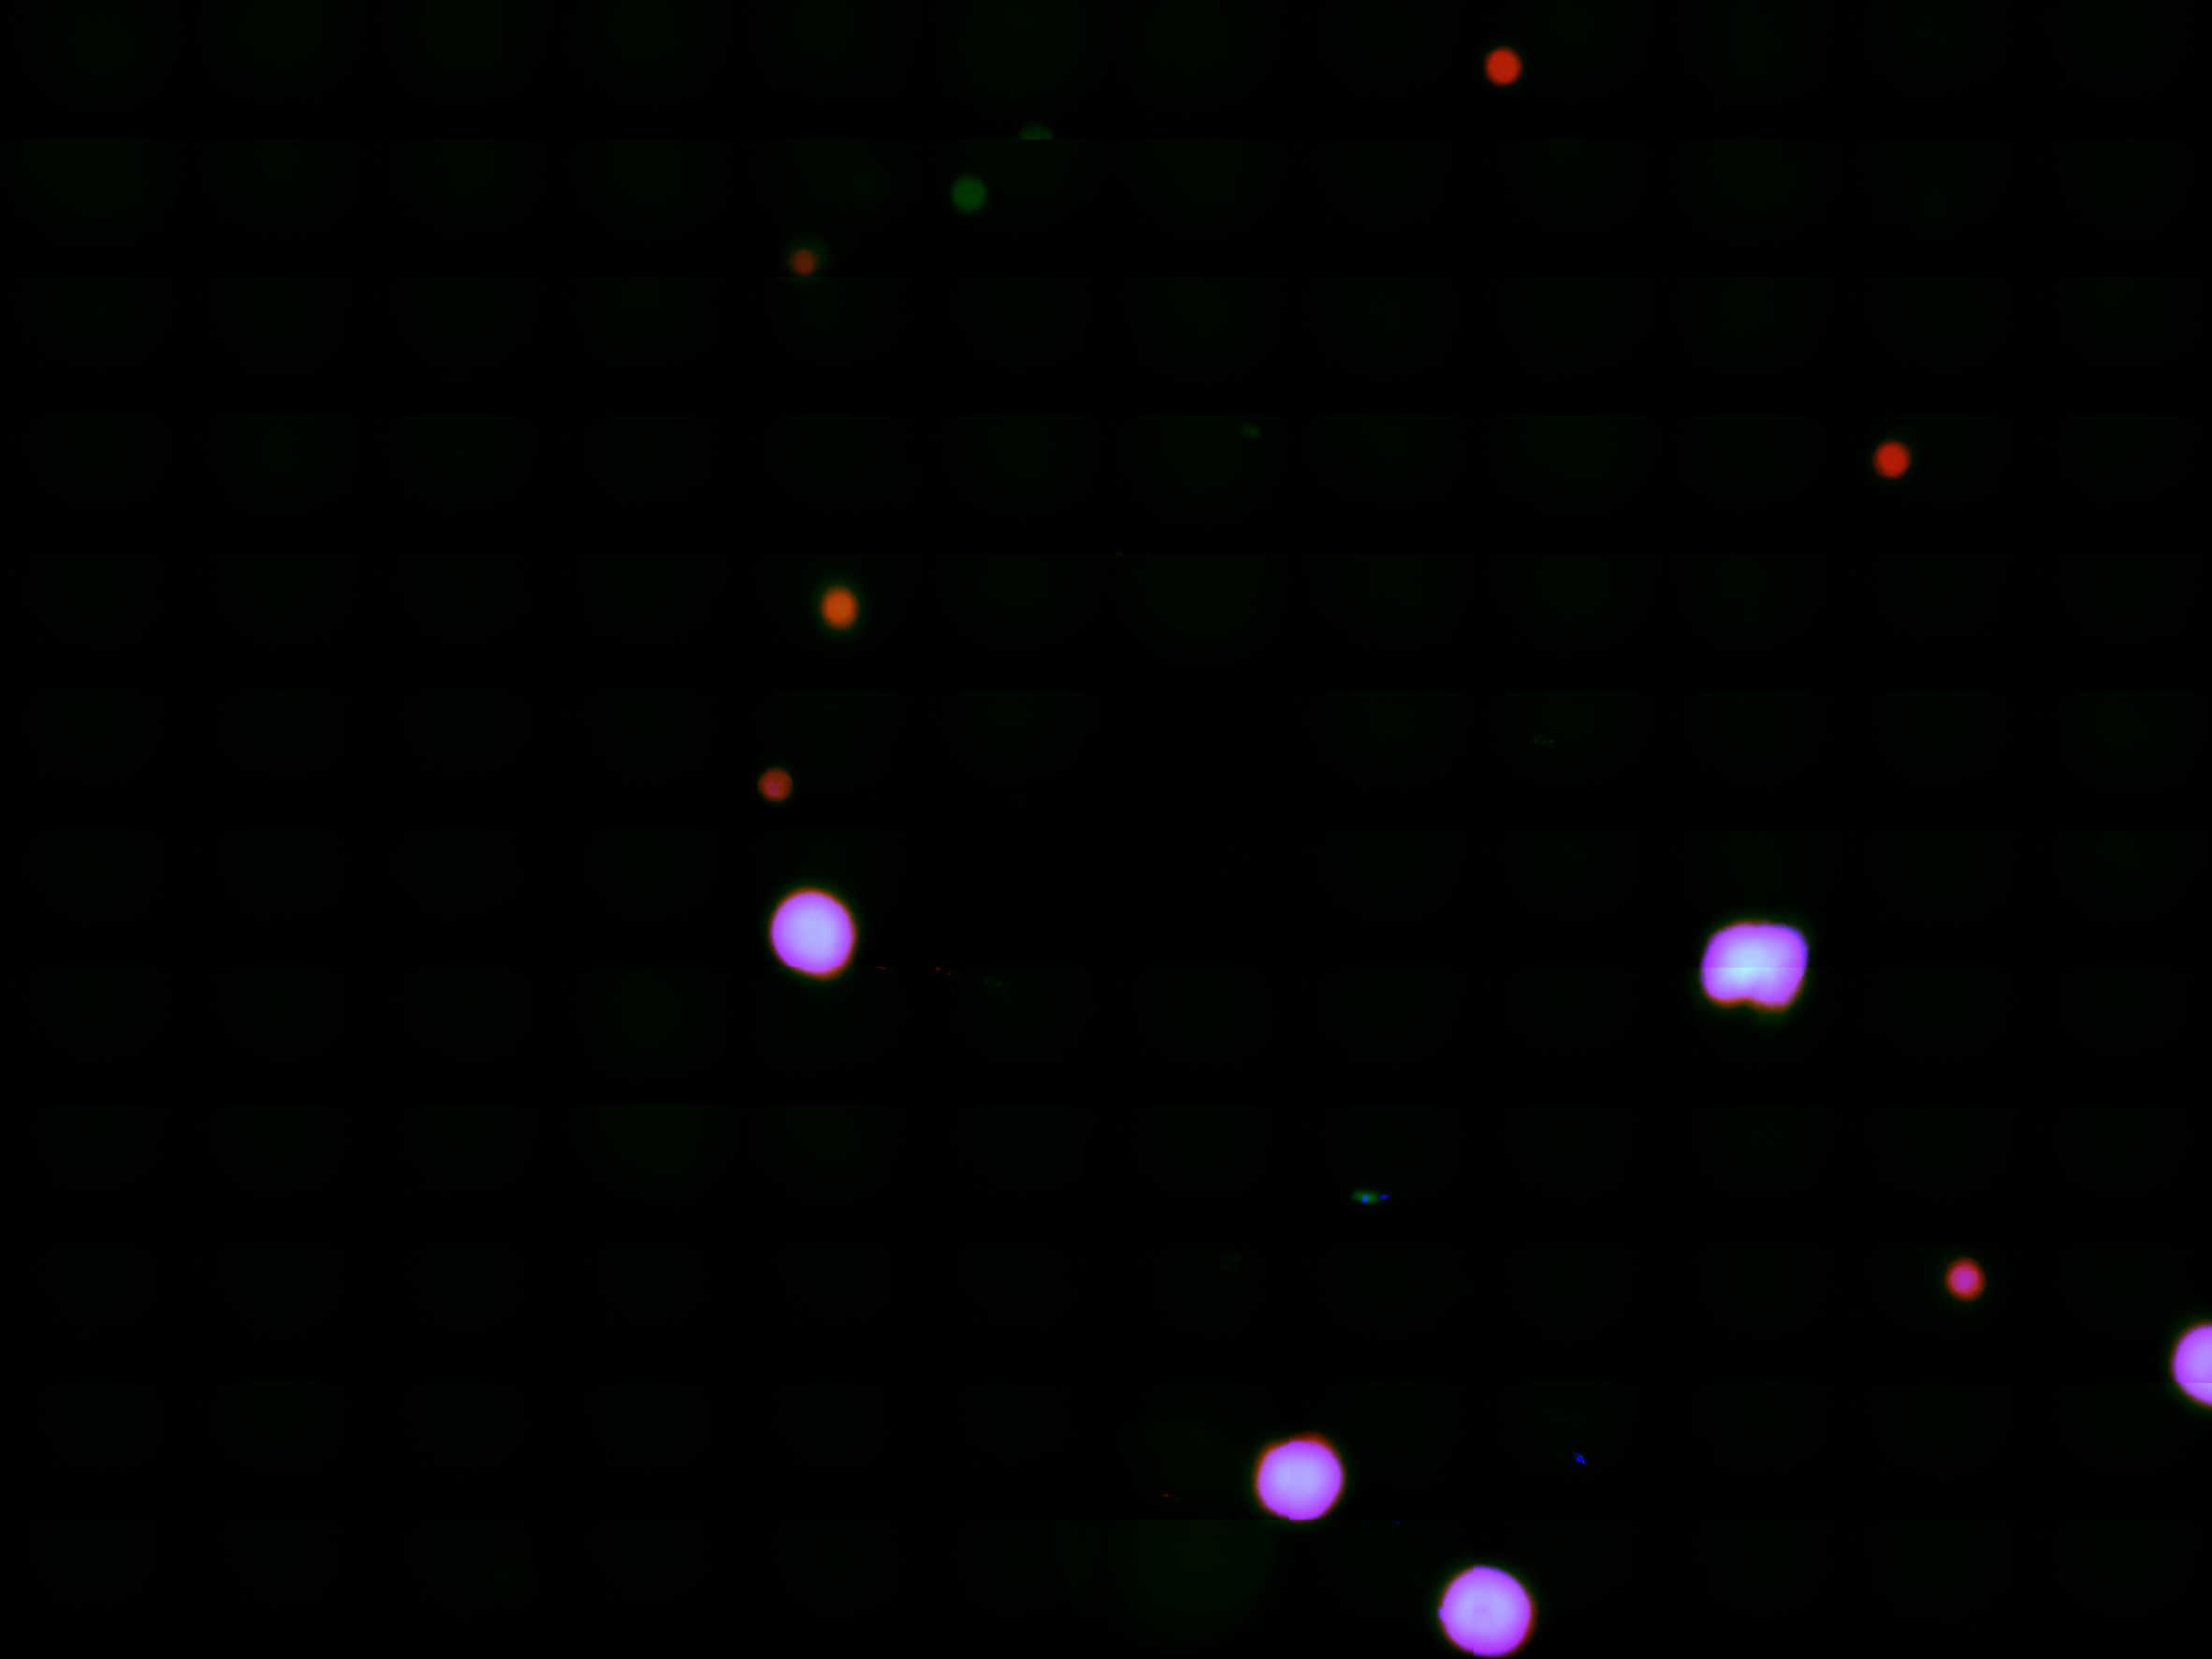

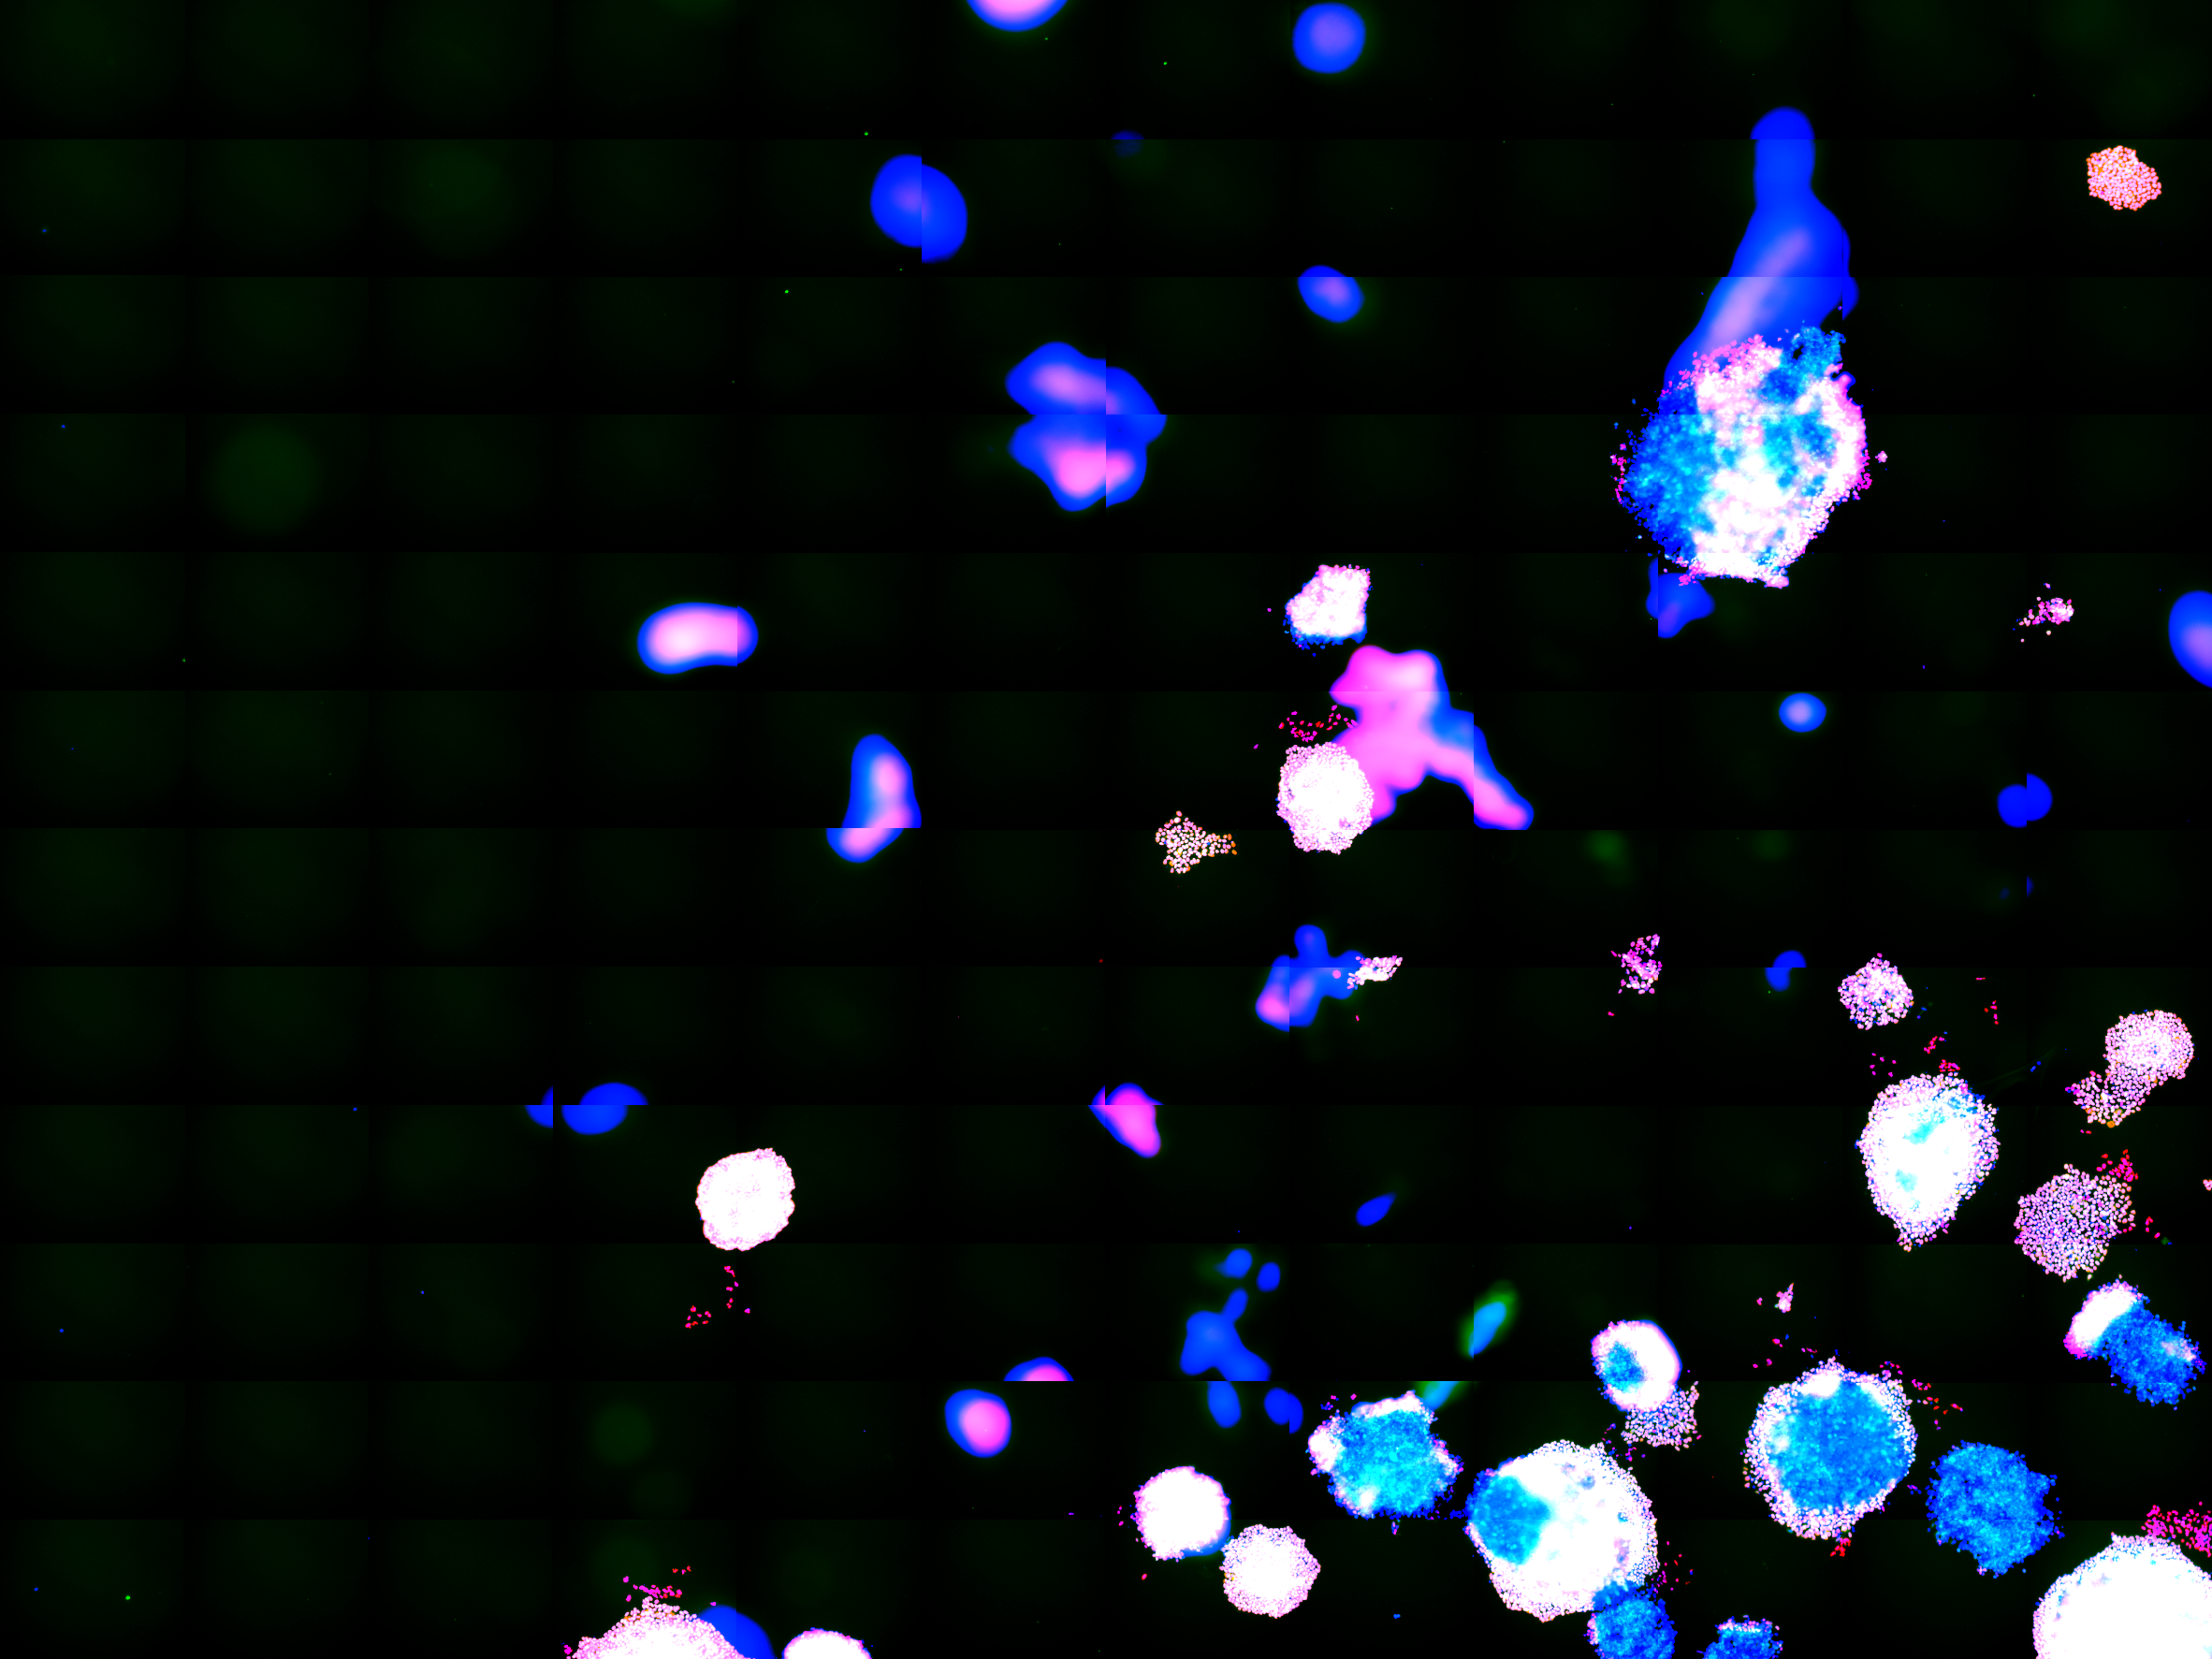

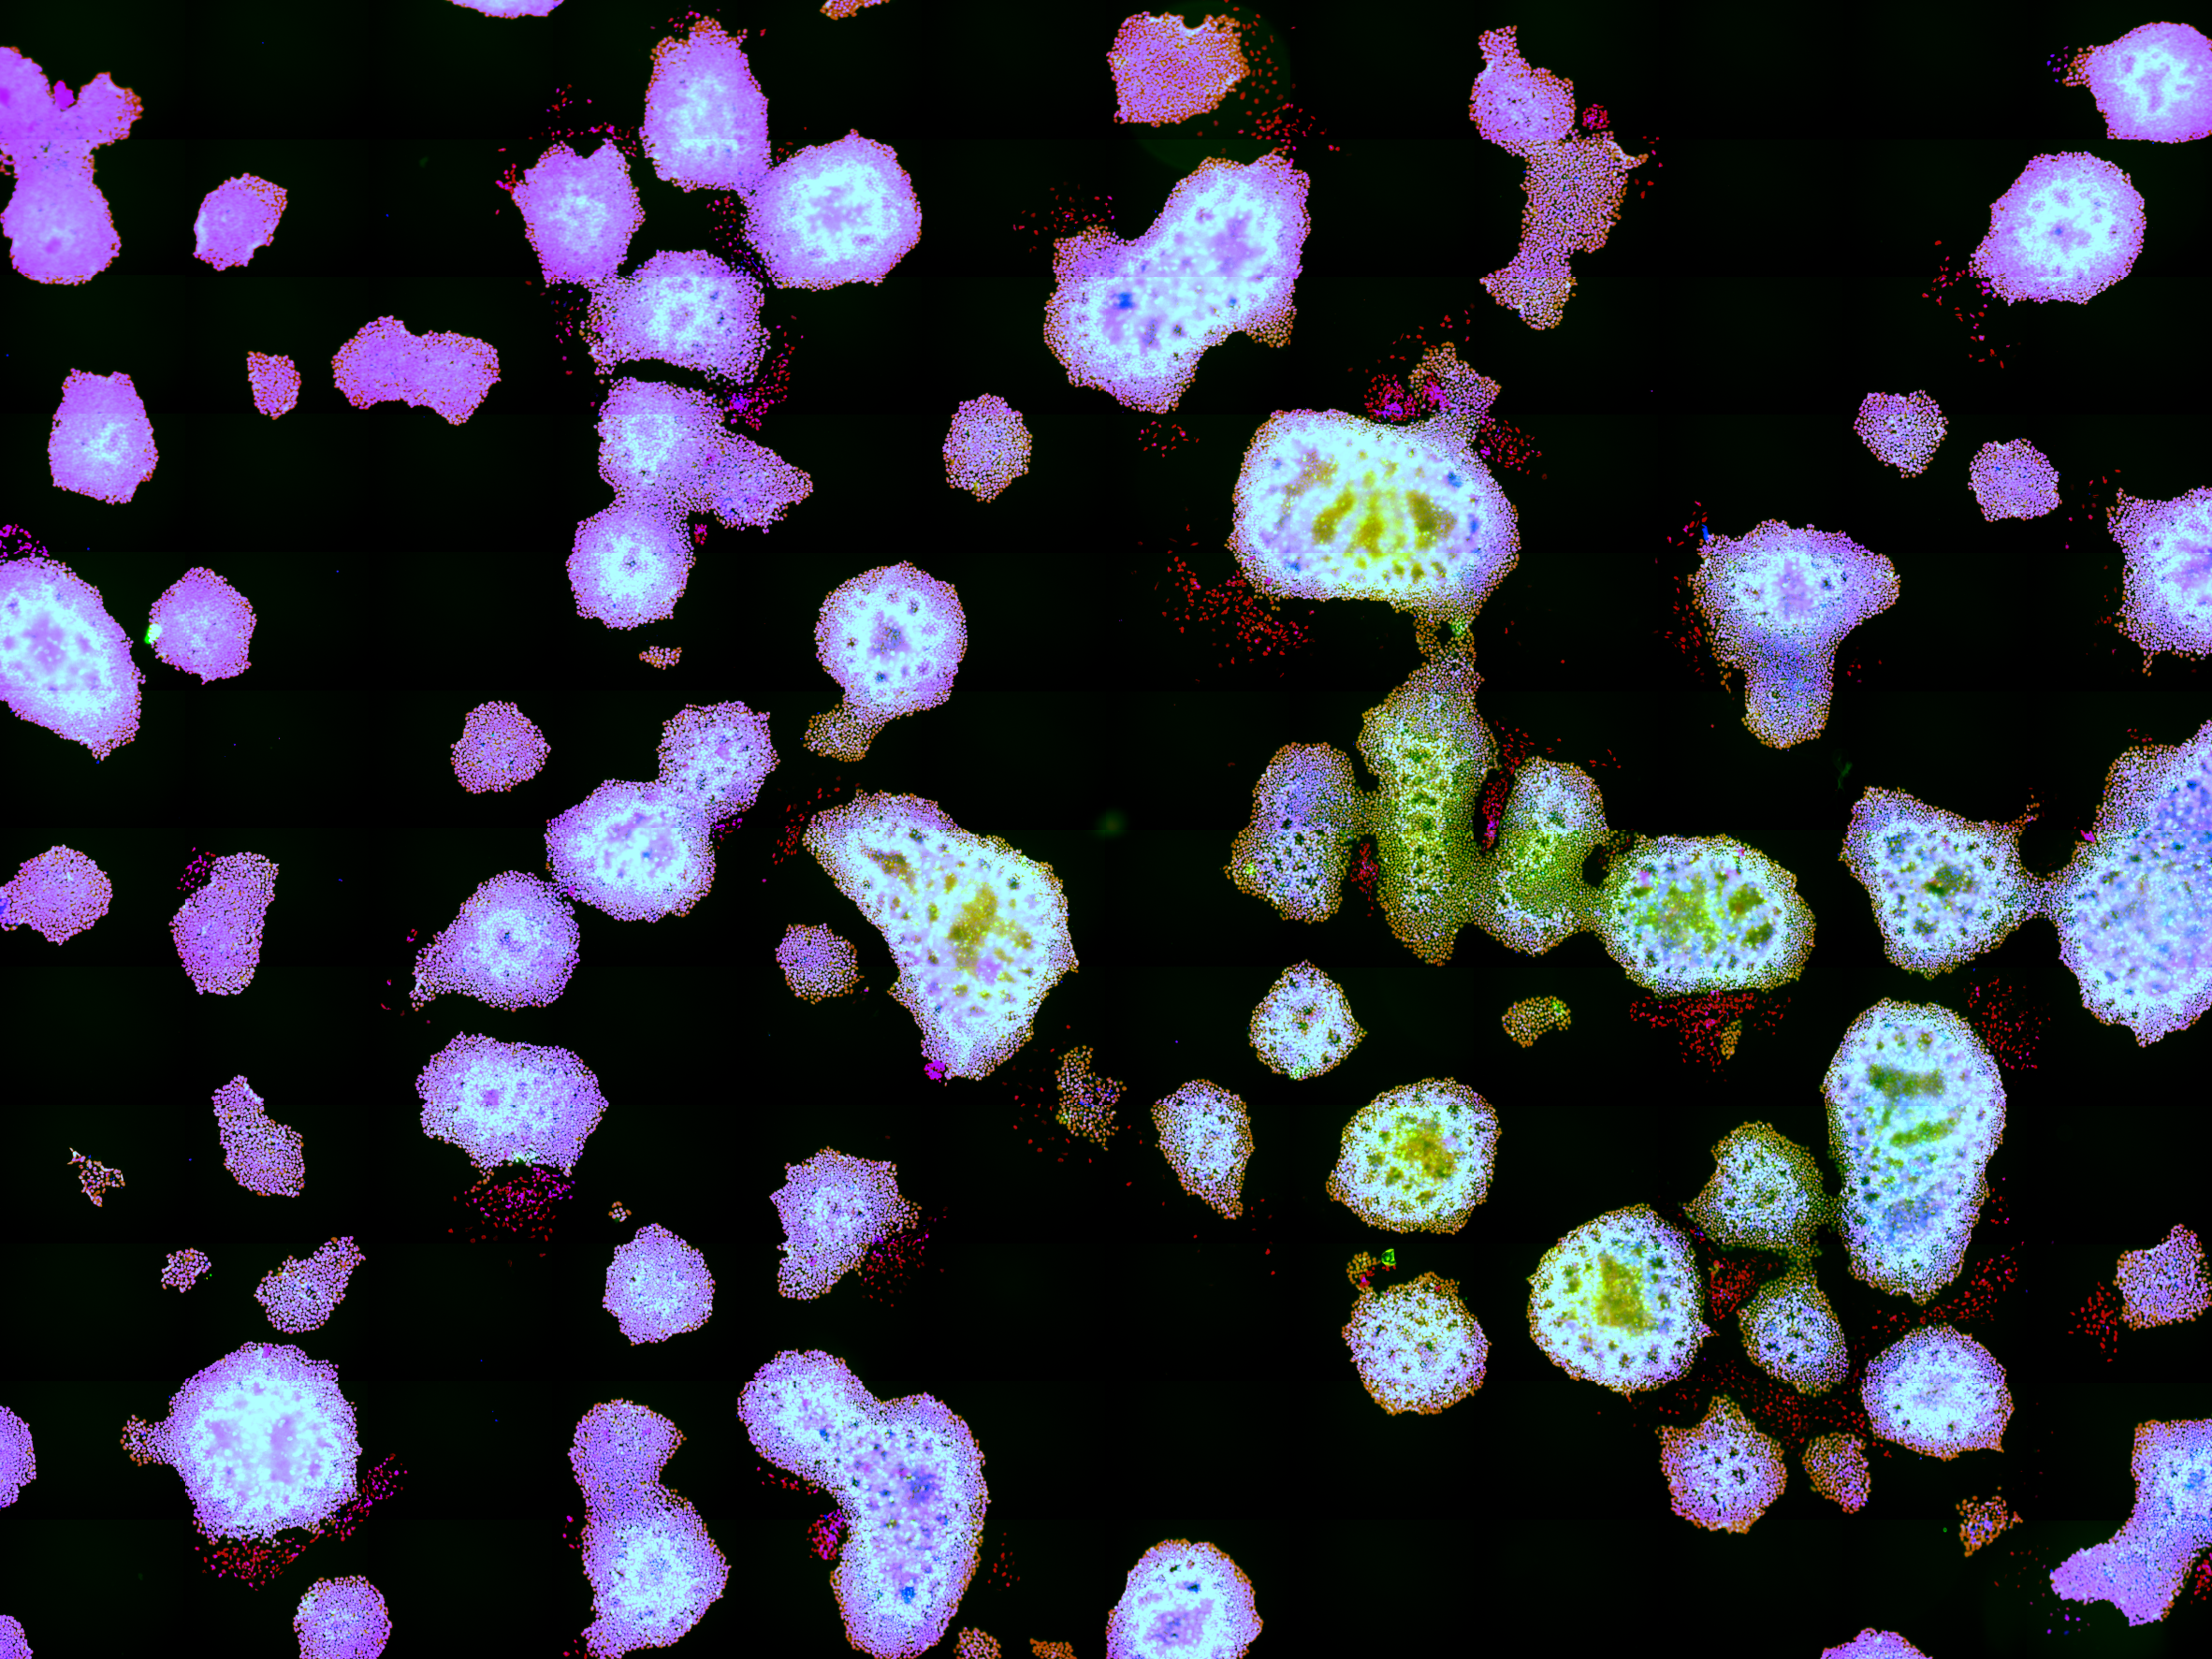

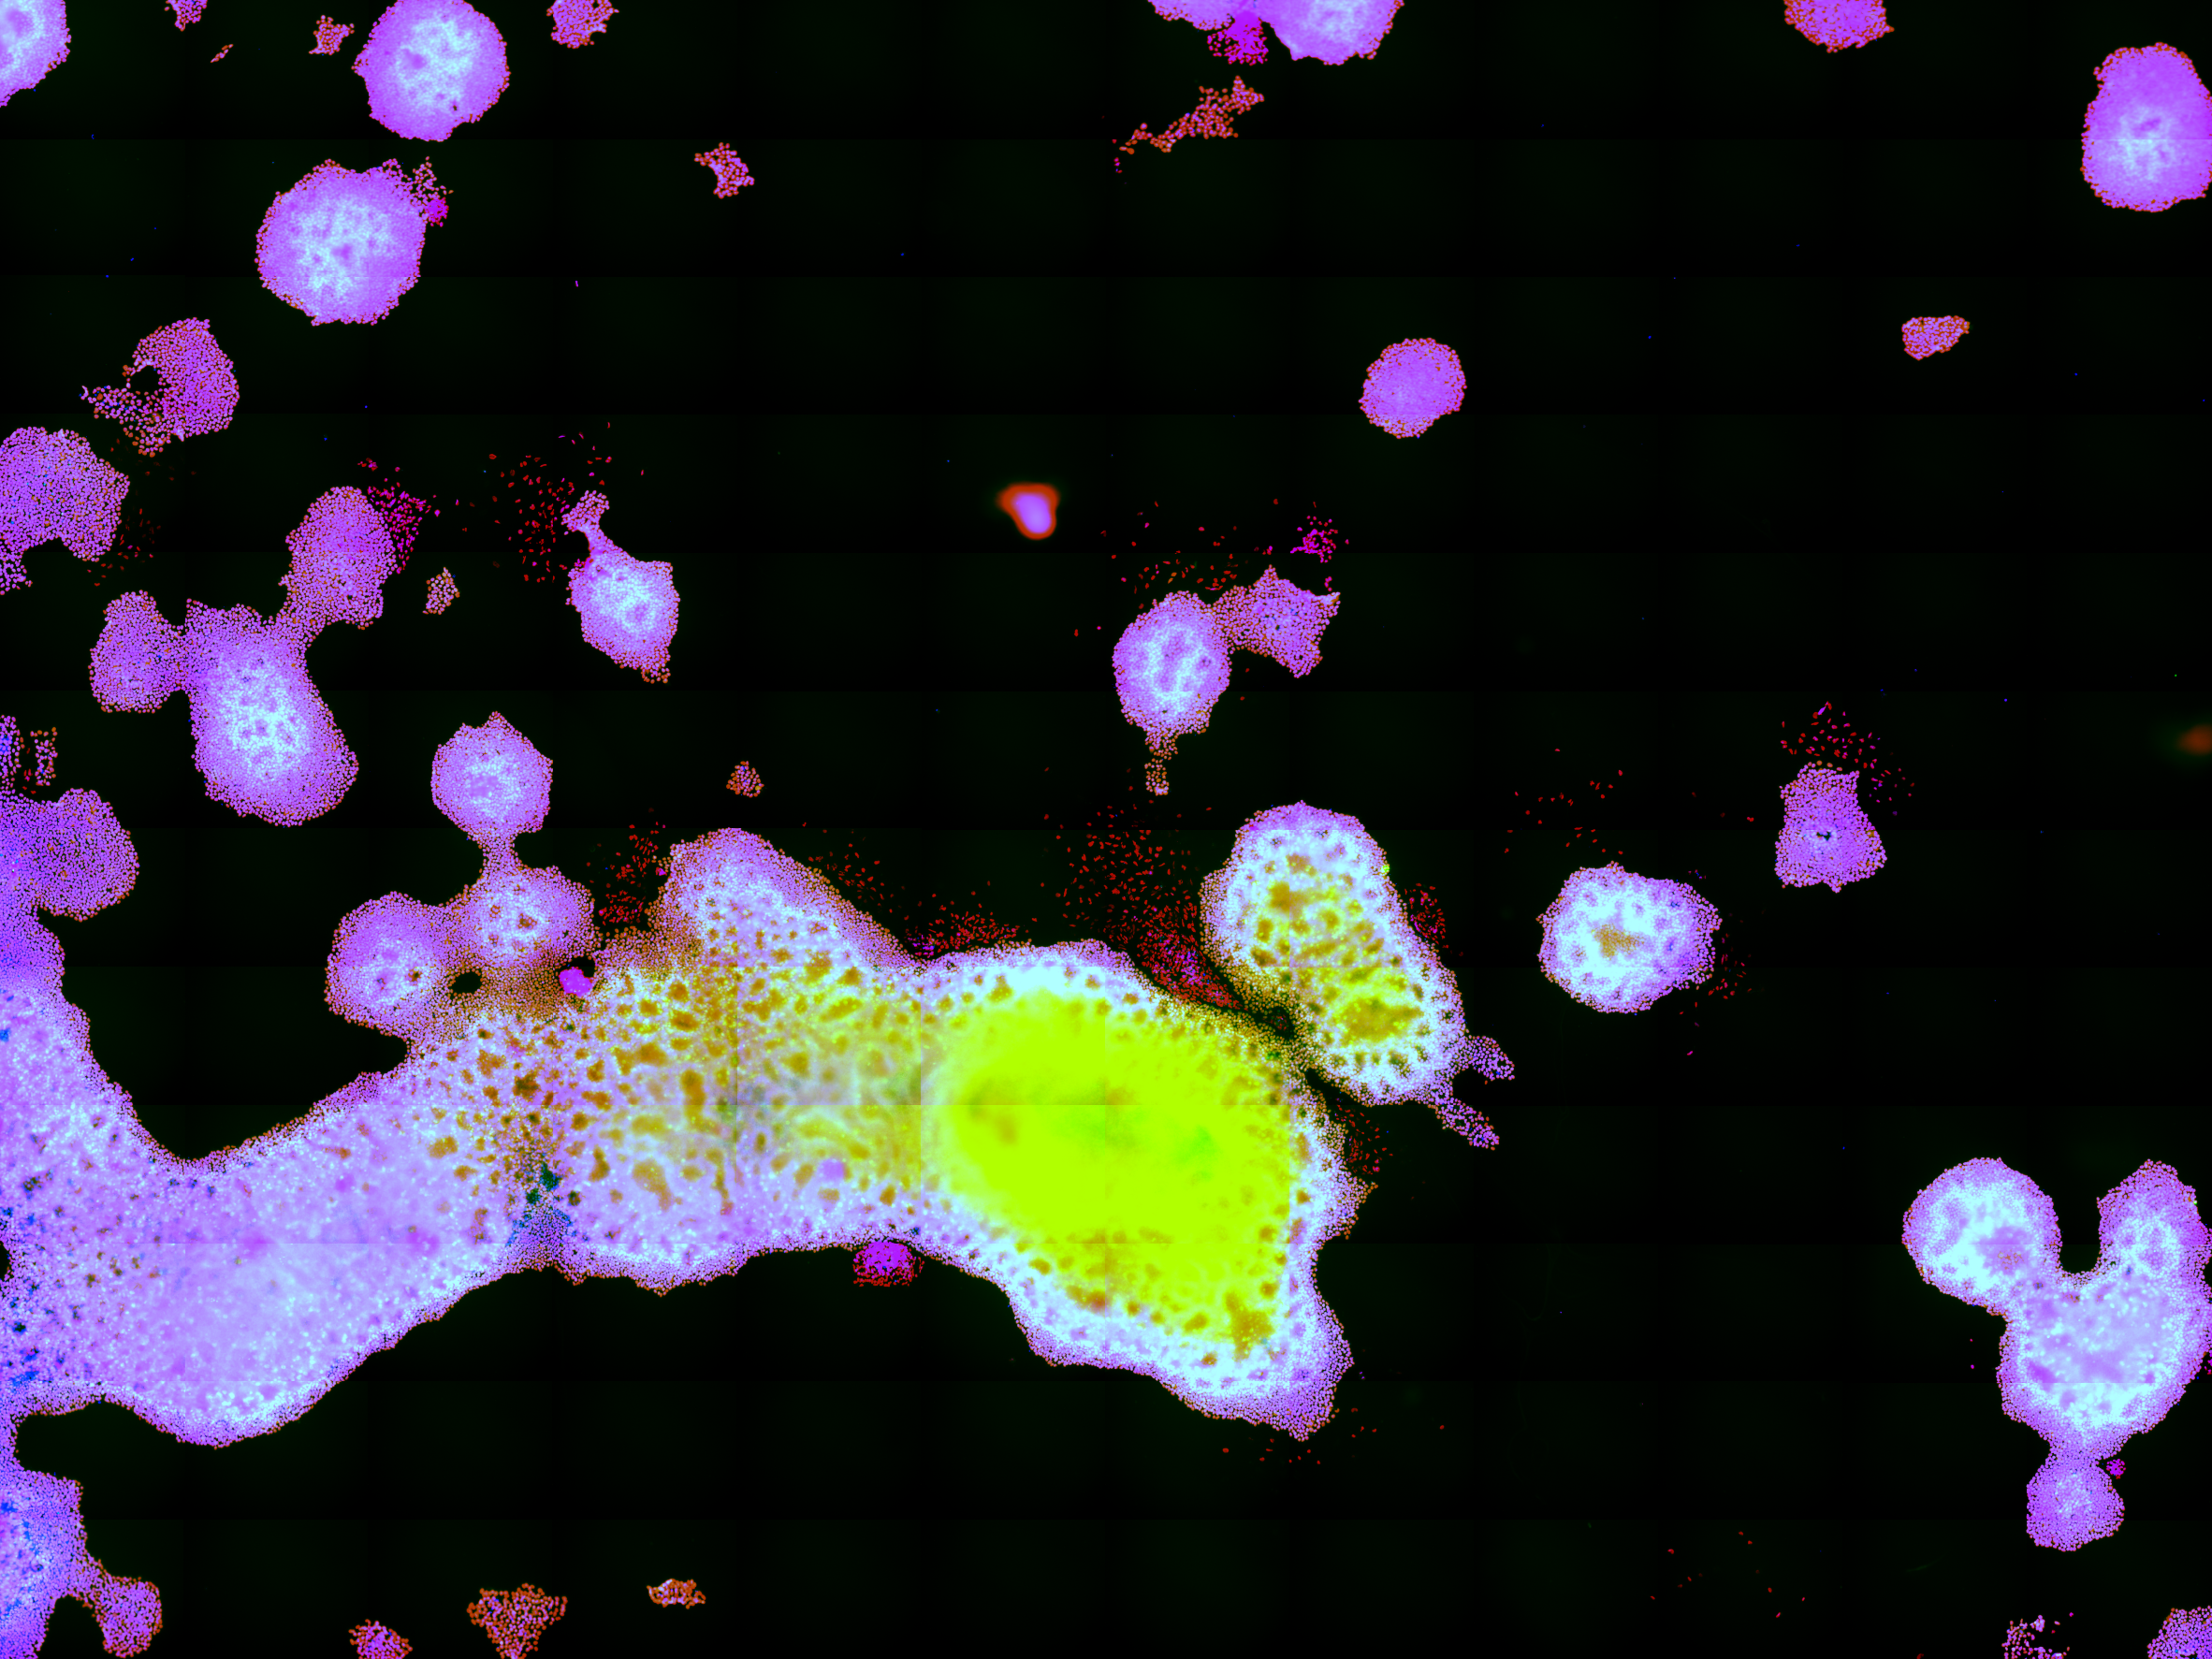

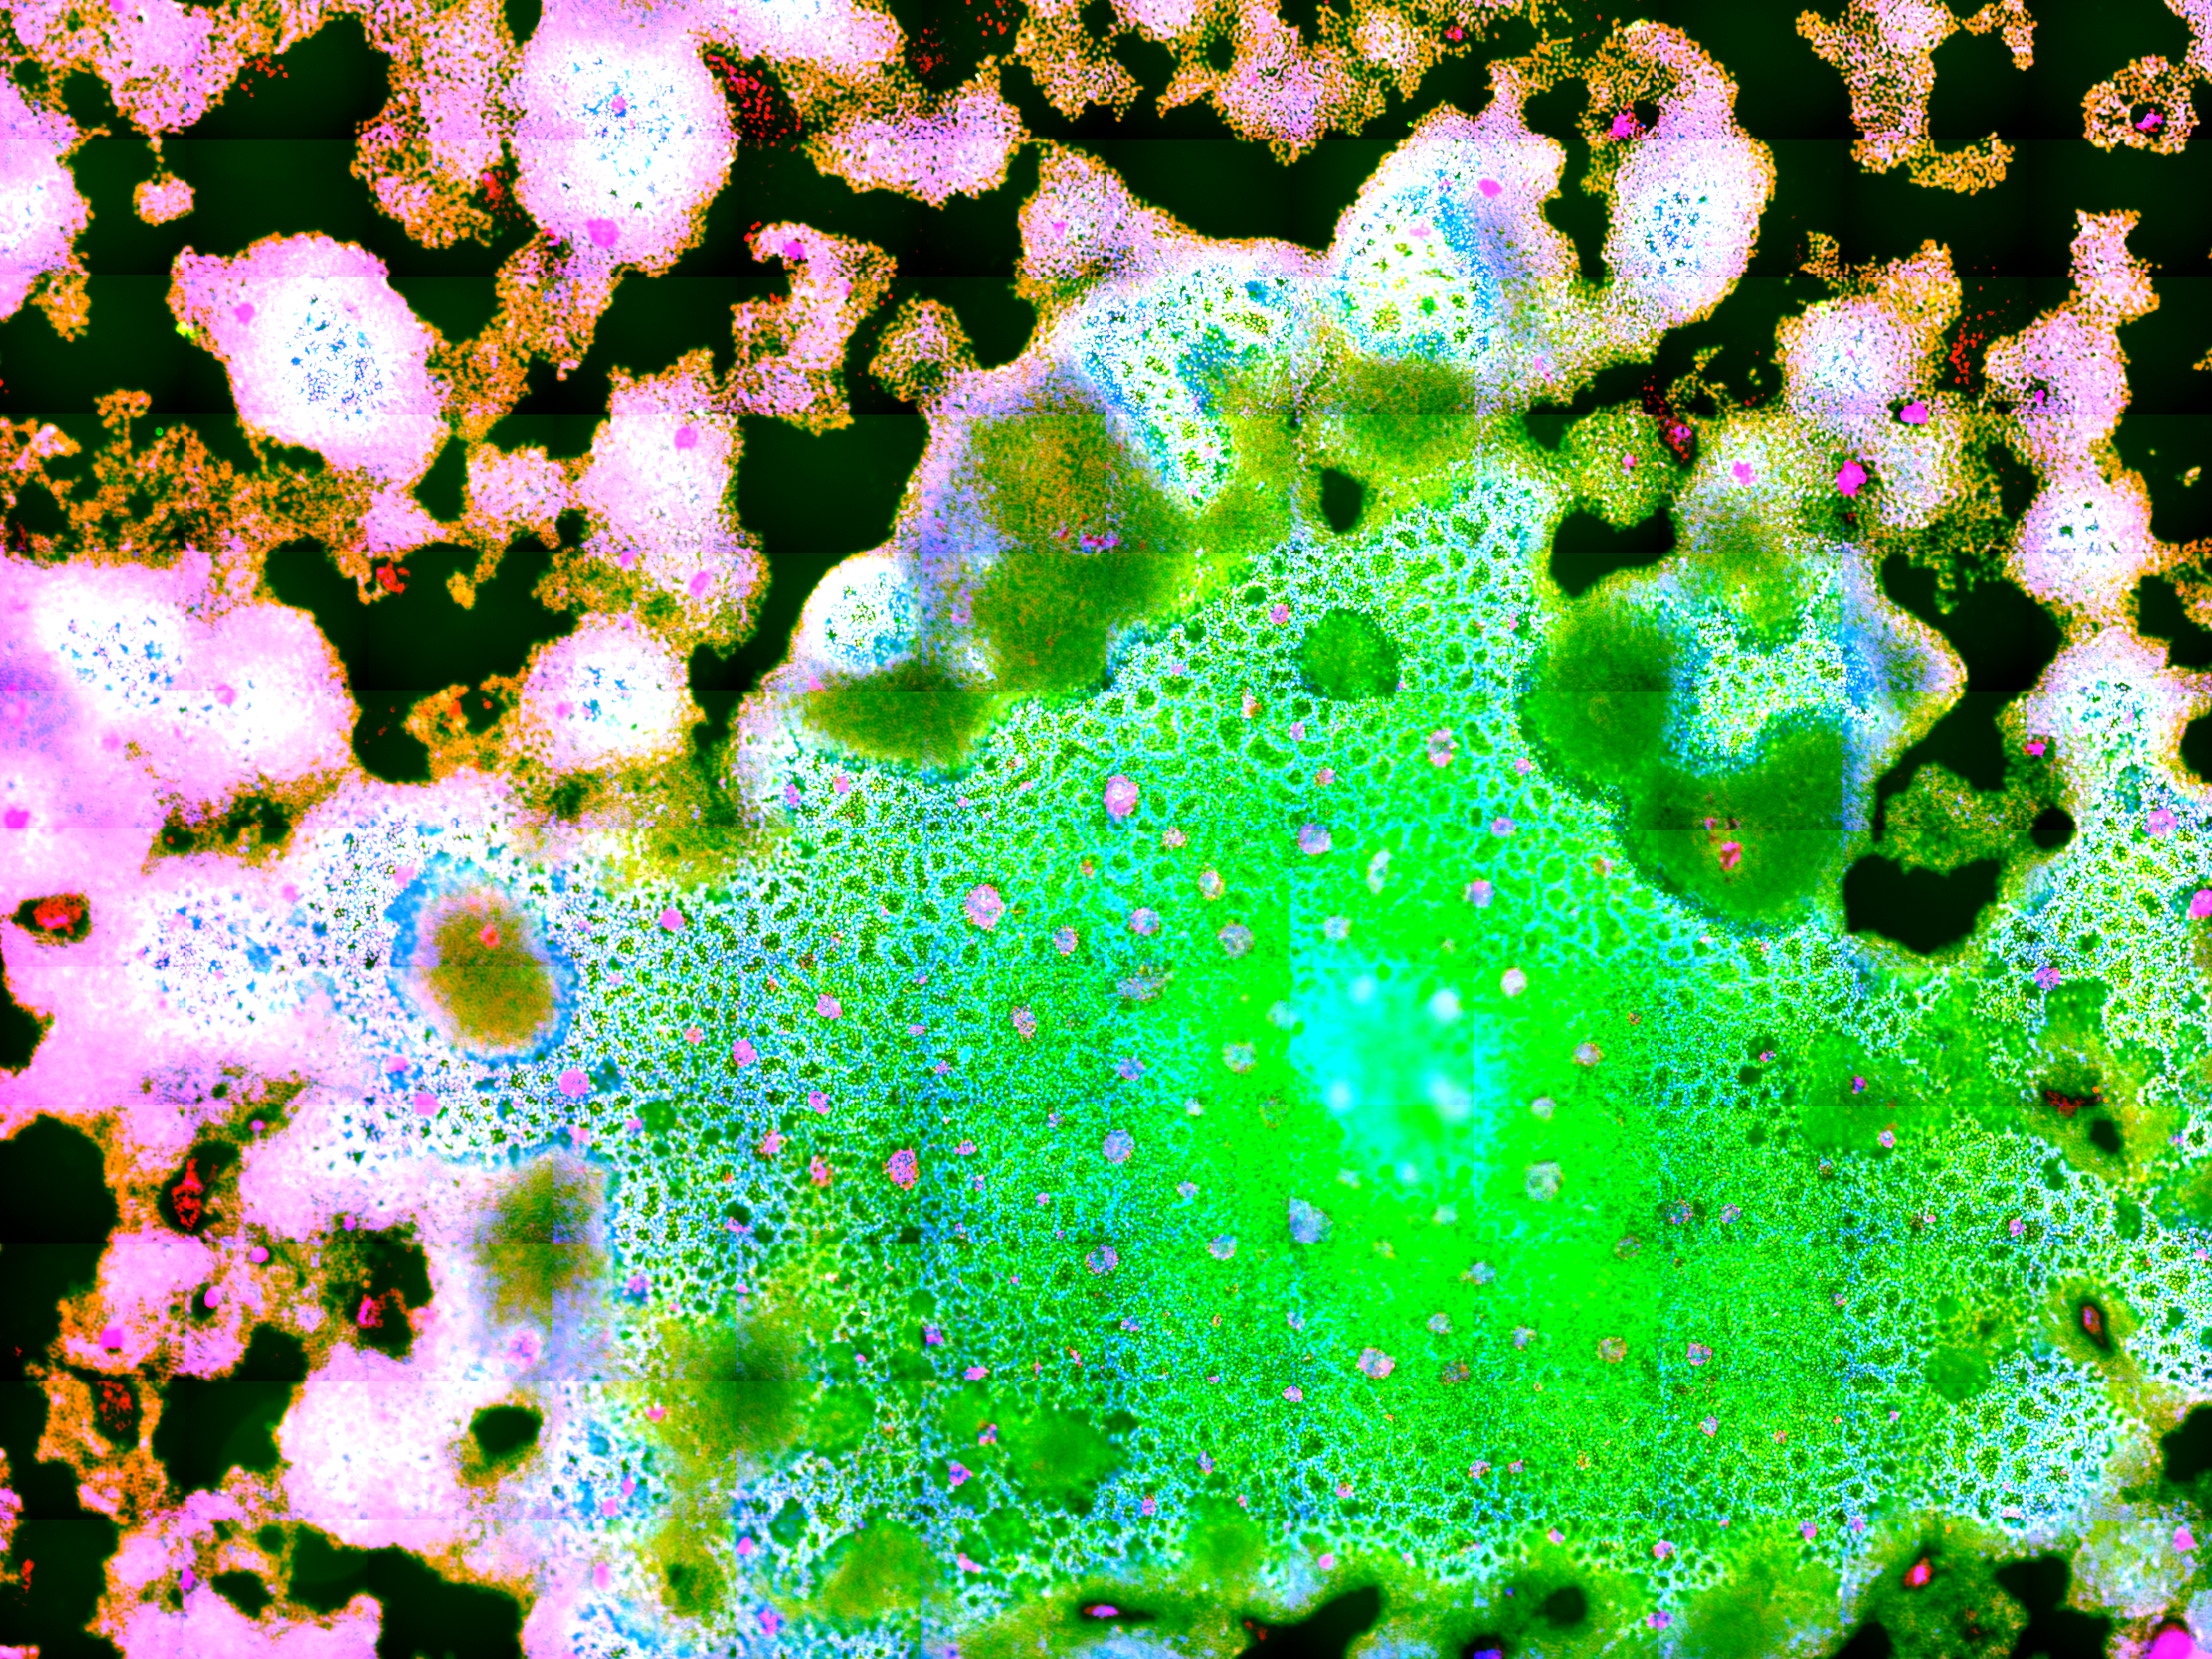

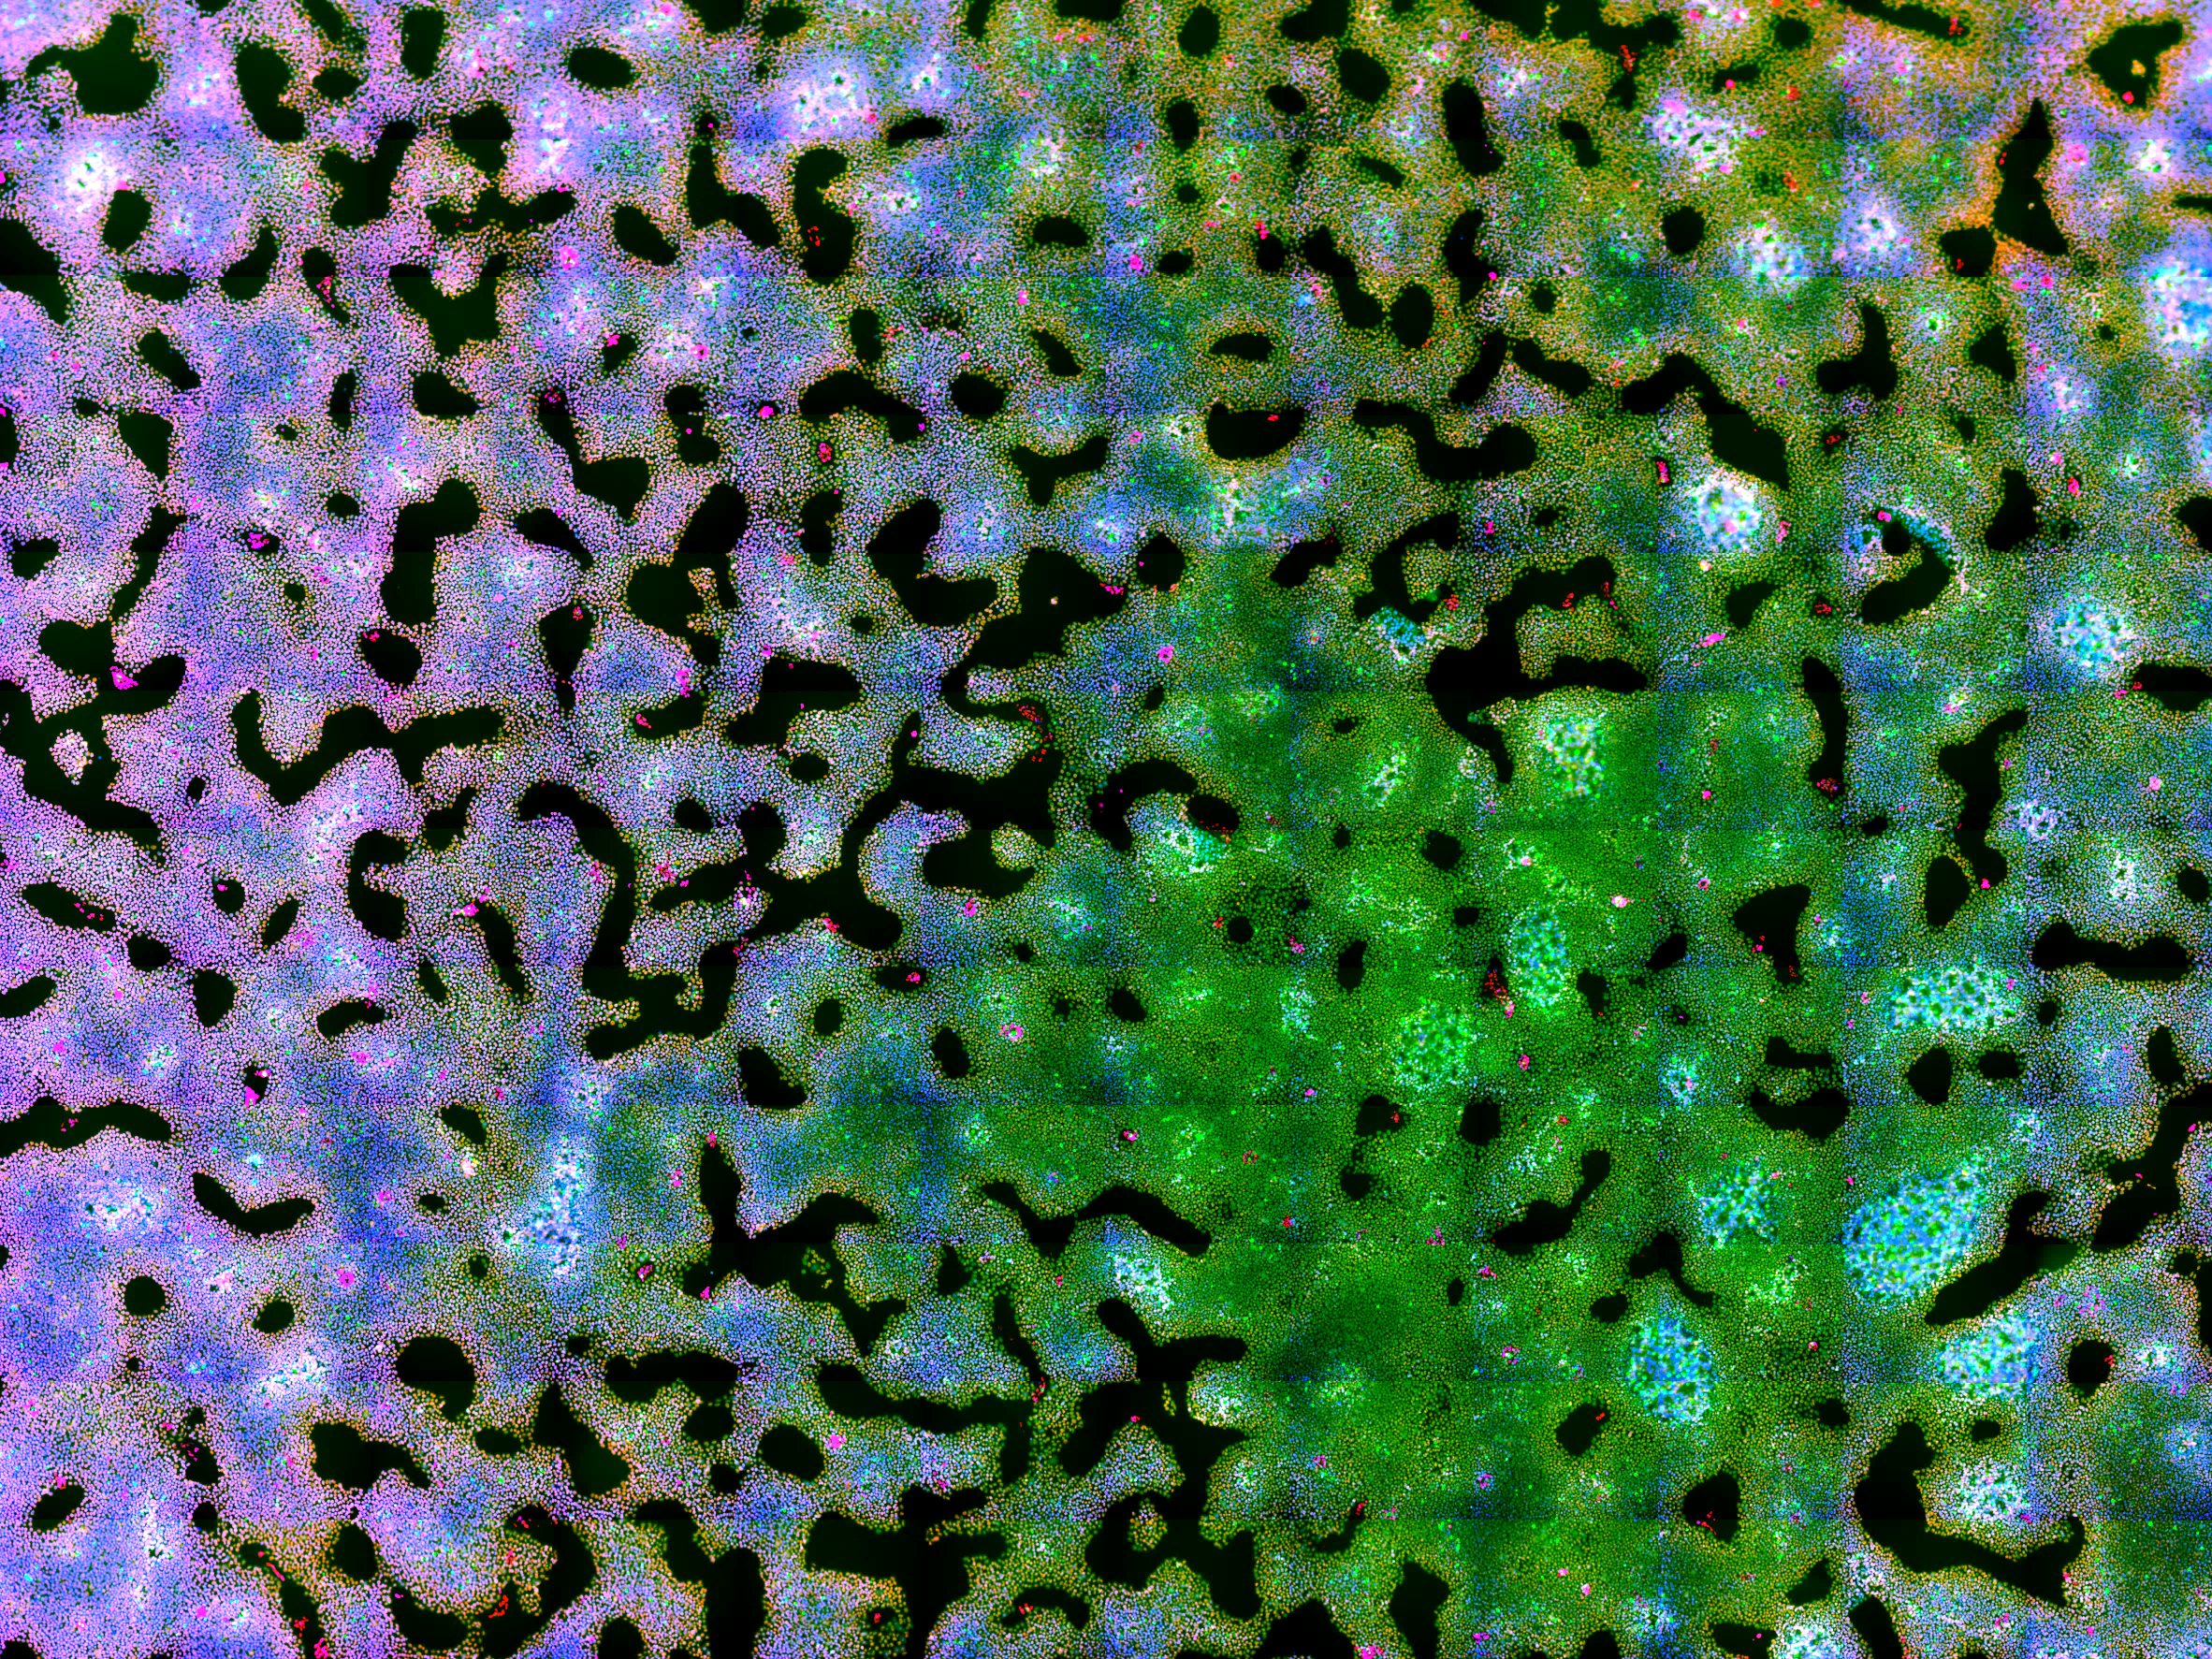

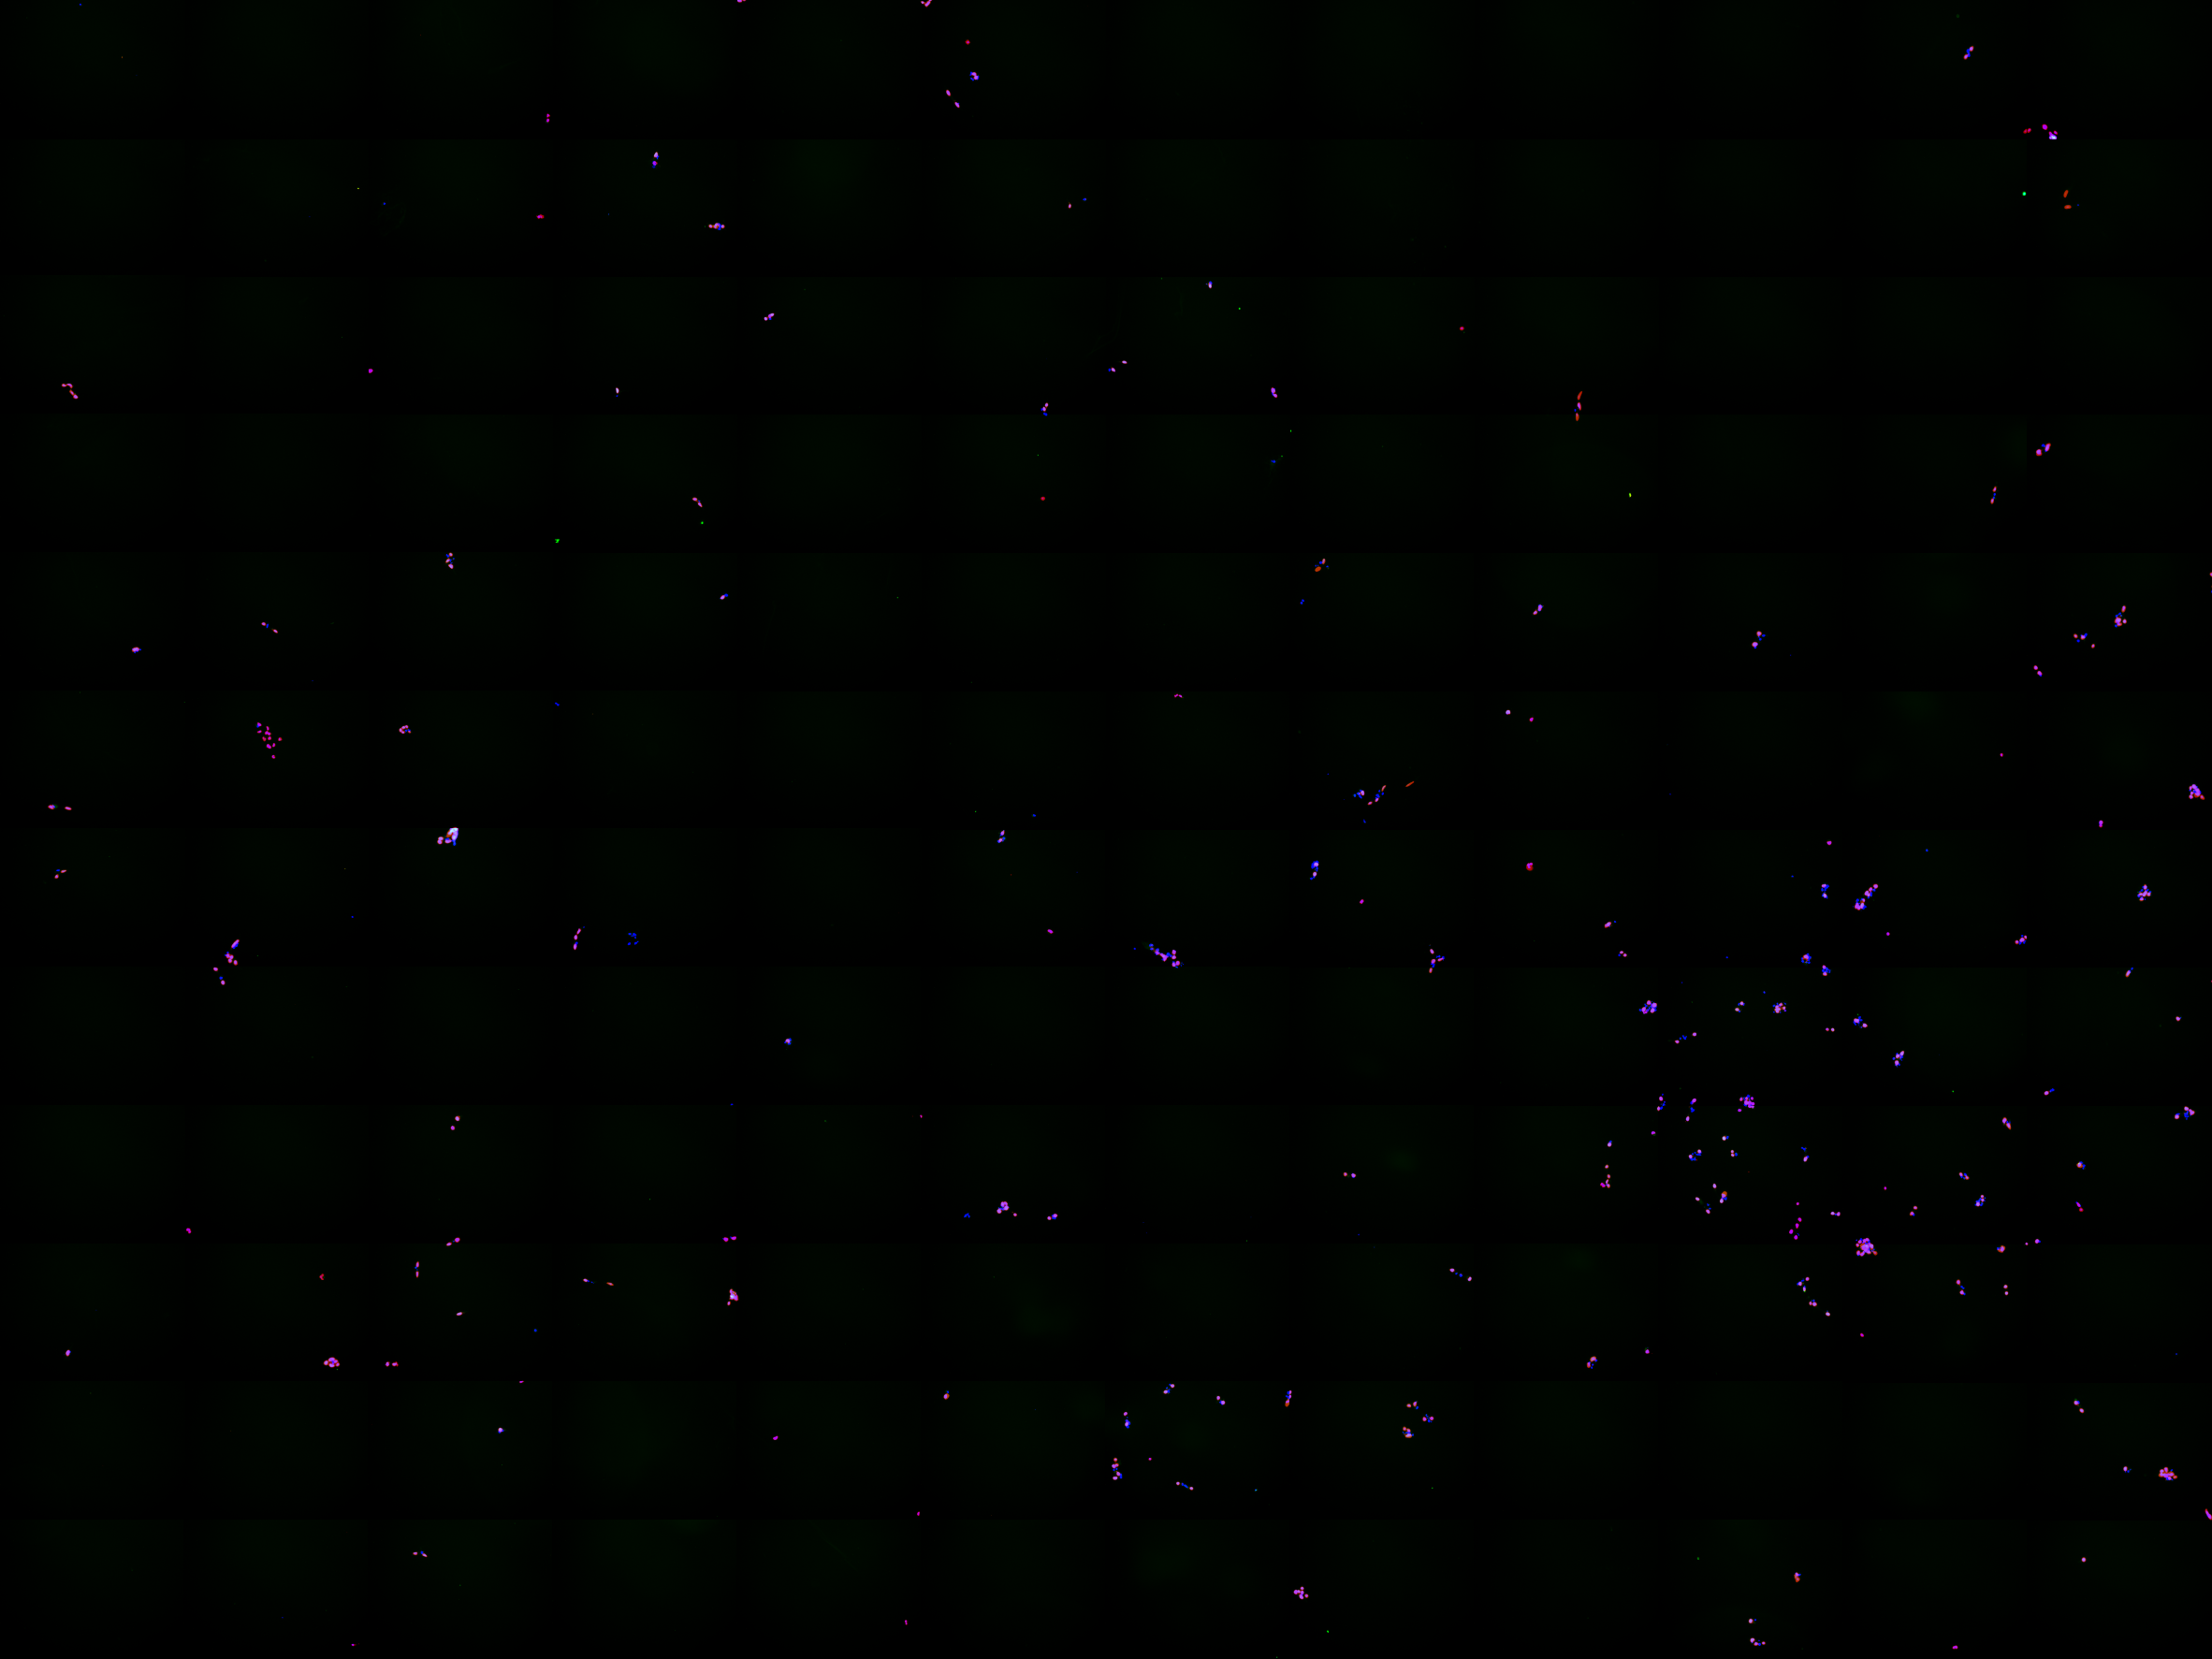

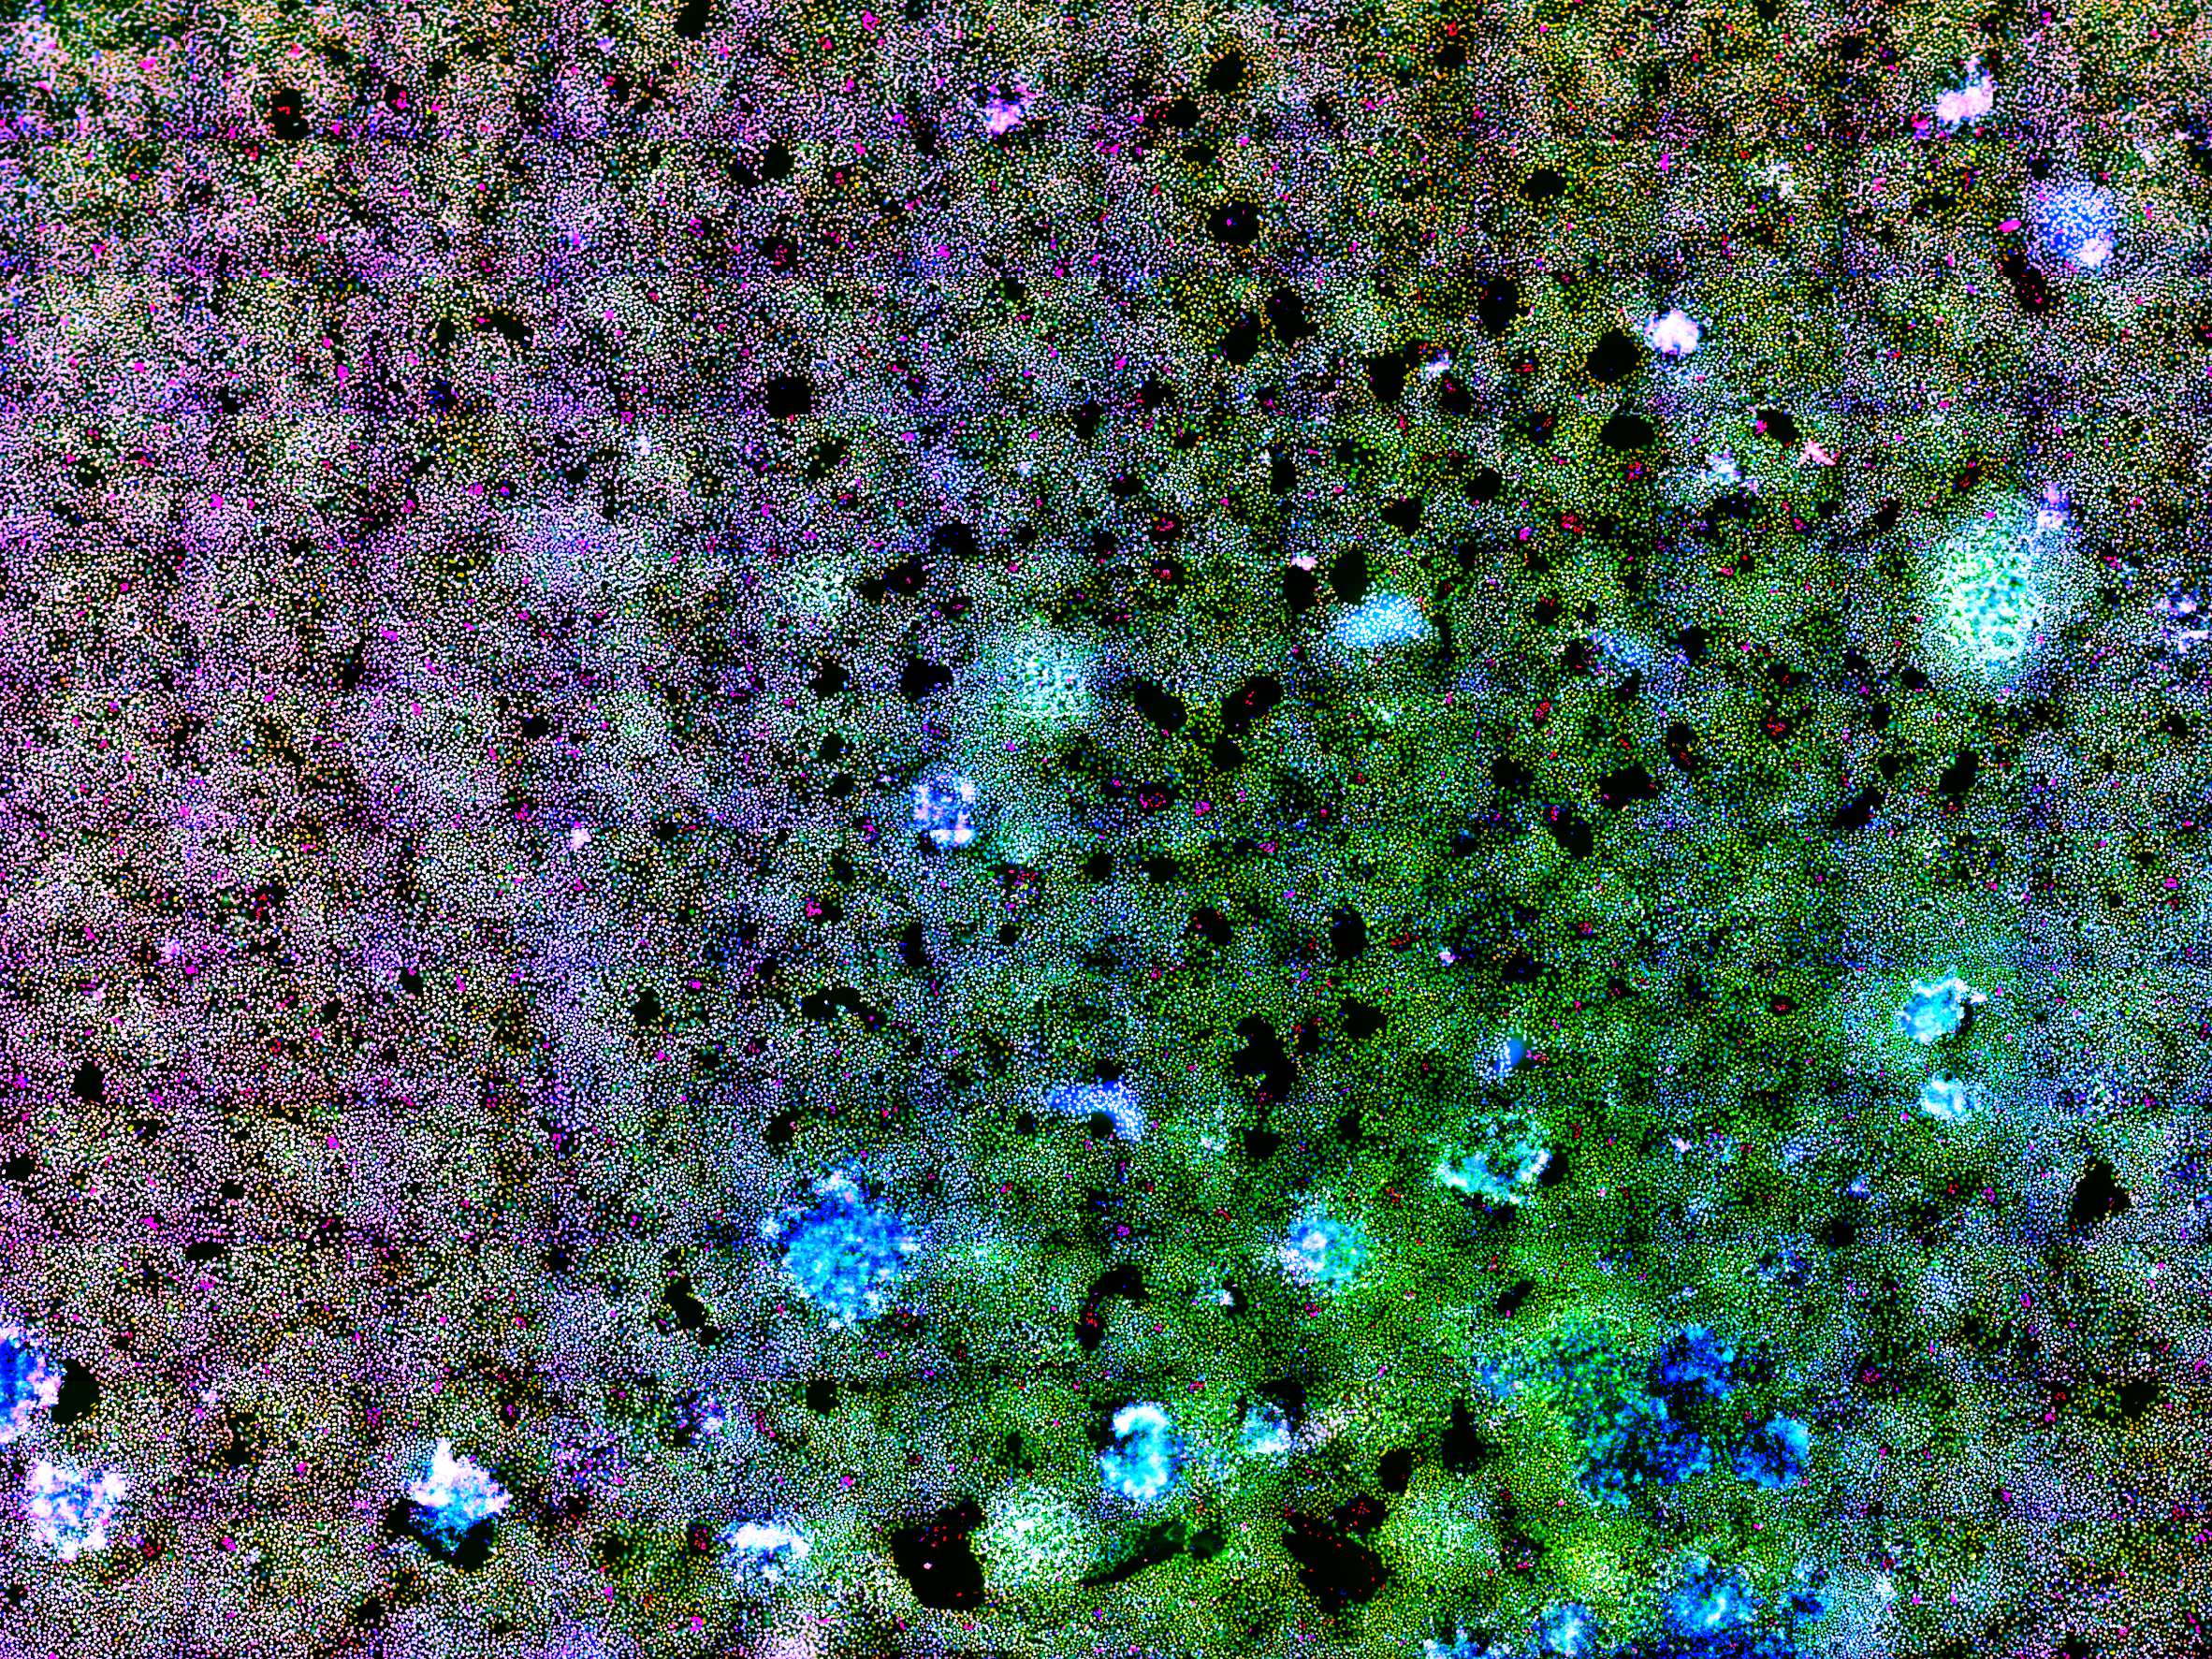

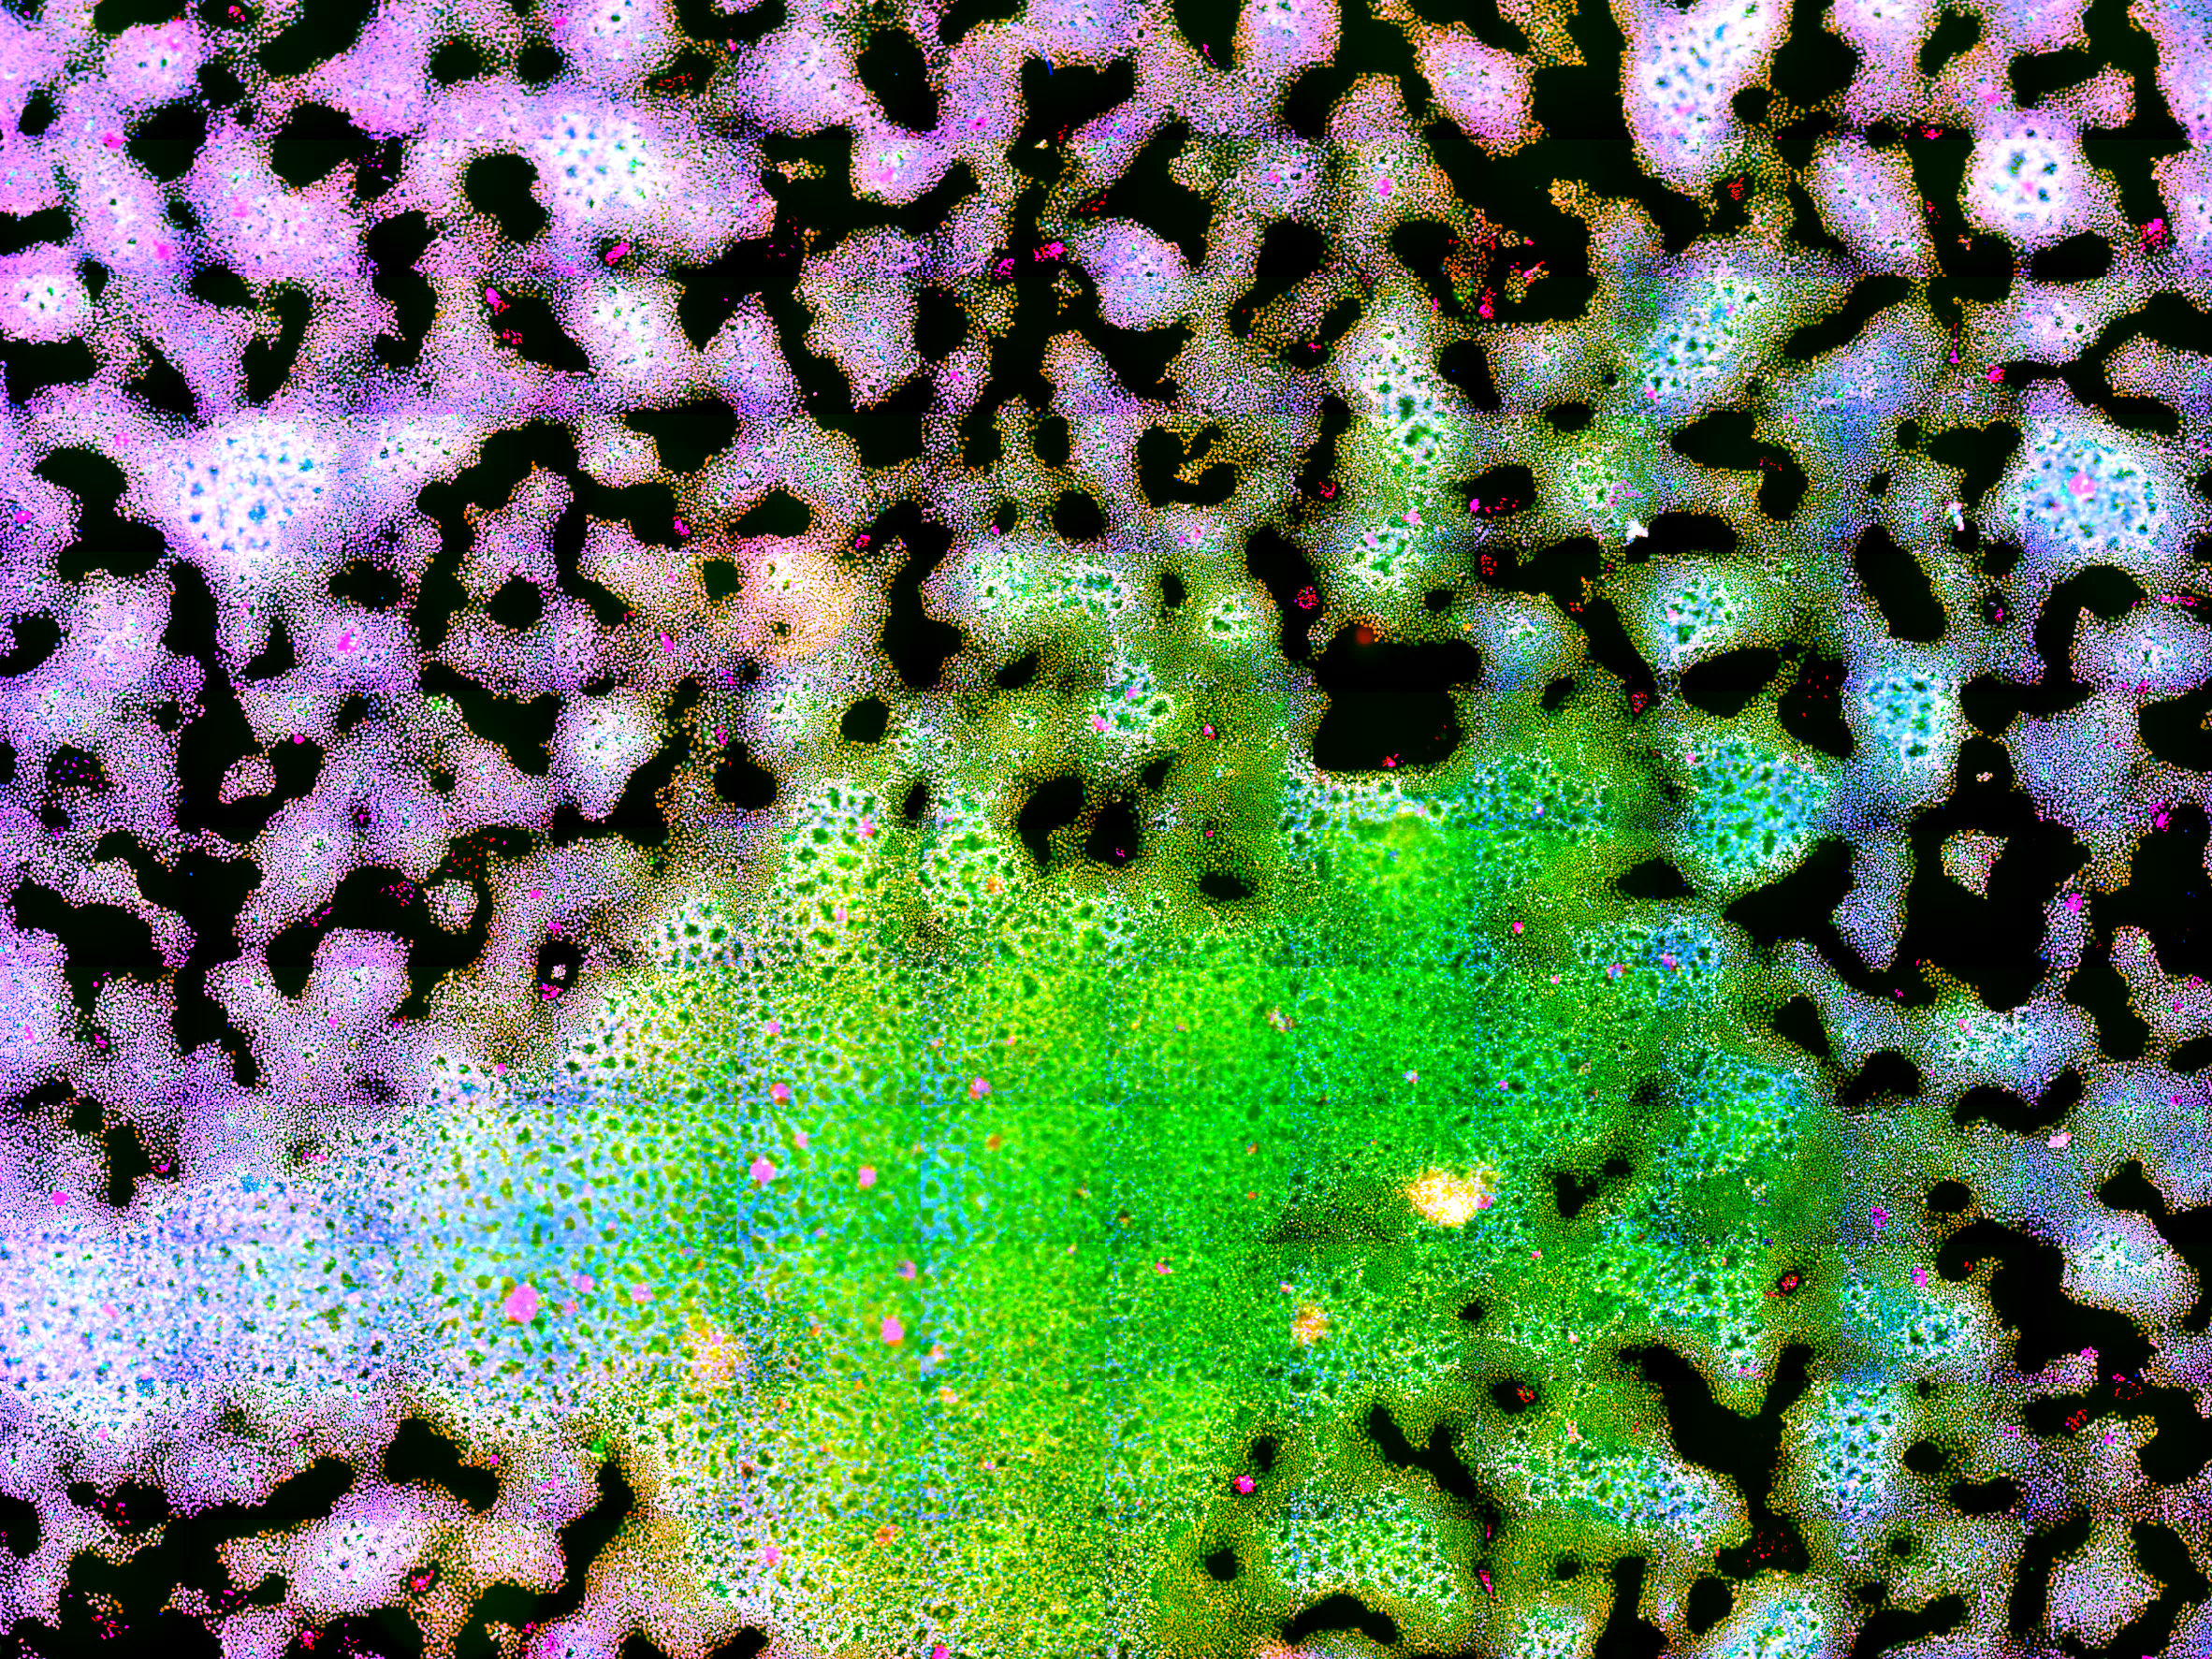

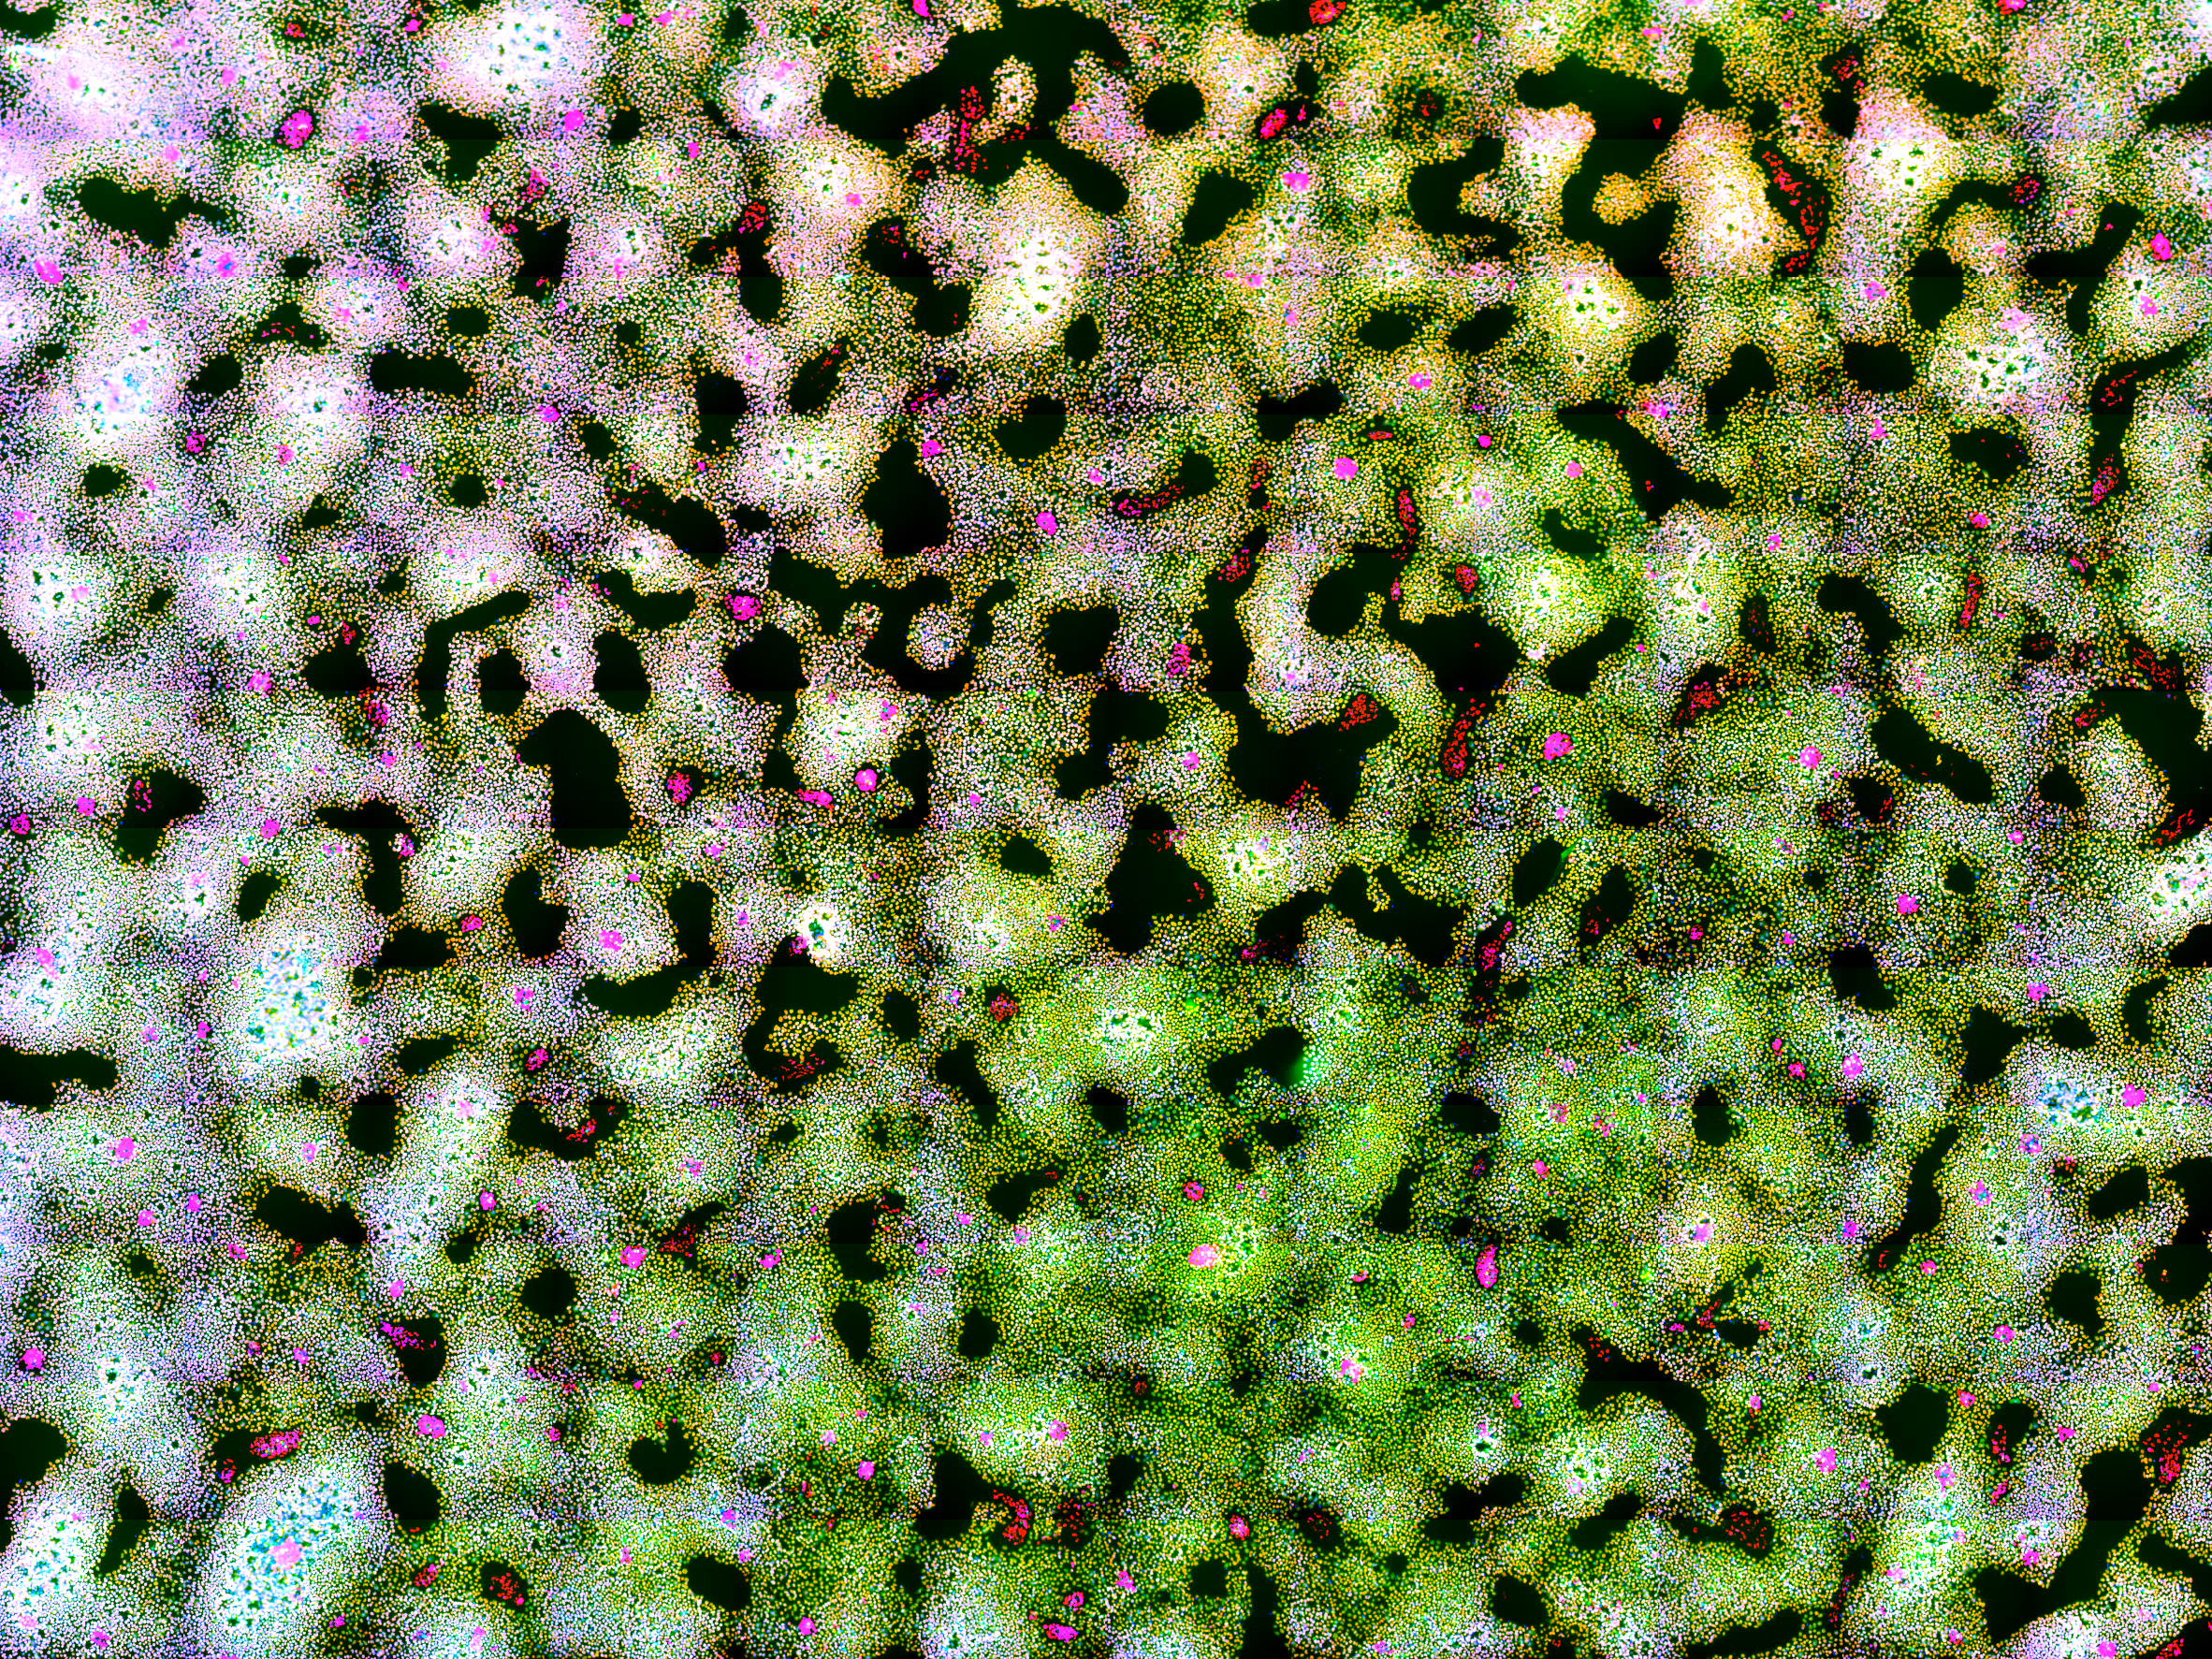
Suppl****emental Figures and Legends:**

**E**

**C**

**rxn1 rnx2 rxn3 rxn4 rxn5 rxn6 rxn7 rxn8 rxn9 rxn19**

Batch 1

**C**

*Aggregates*

Day 3

Day 2

Day 4

Day 1

Day 0

Day 3

Day 2

Day 4

Day 1

Day 0

*Single Cells*

Day 0

**A**

**rxn10 rnx11 rxn12 rxn13 rxn14 rxn15 rxn16 rxn17 rxn18**

**
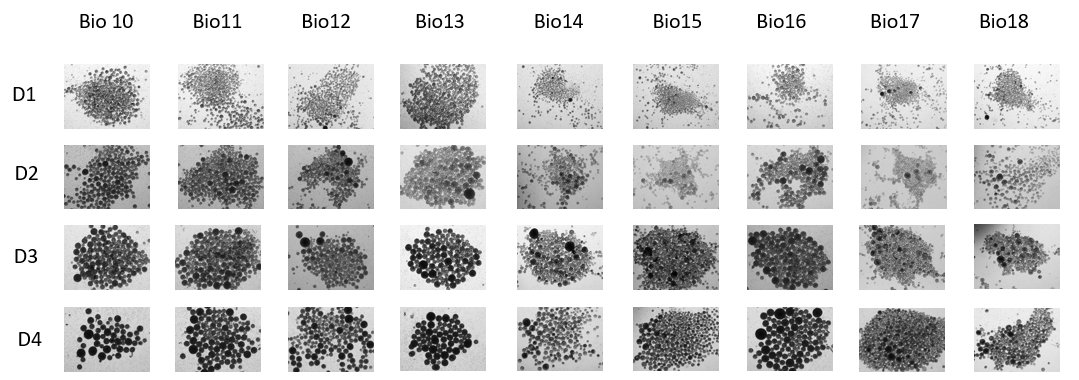
**

Batch 2

**iPSC Bioreactor Expansion**

**Cell Dissociation Time Study**

**B**

**D**

**
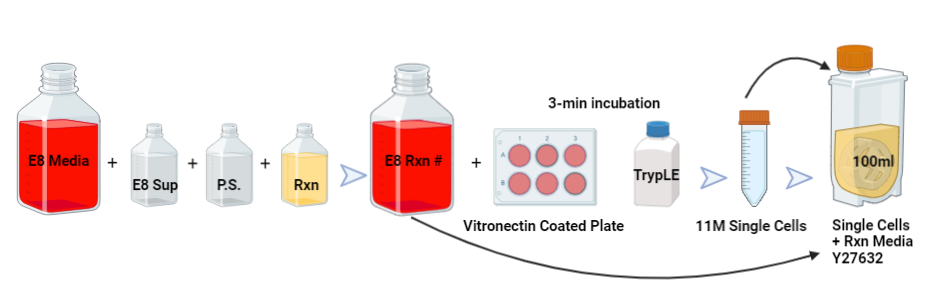
**

**Figure S2: Aggregate Outputs and Optimization of Bioreactor Process Parameters**

1. Daily aggregate images of all samples
2. Continuous growth rate curve after day 4 passaging between bioreactors
3. Digestion time optimization for optimal recovery rate between passages
4. Growth time optimization shows that passaging needs to be done on day 3-4 of culture.
5. A schematic of the method used to seed the bioreactors.

**
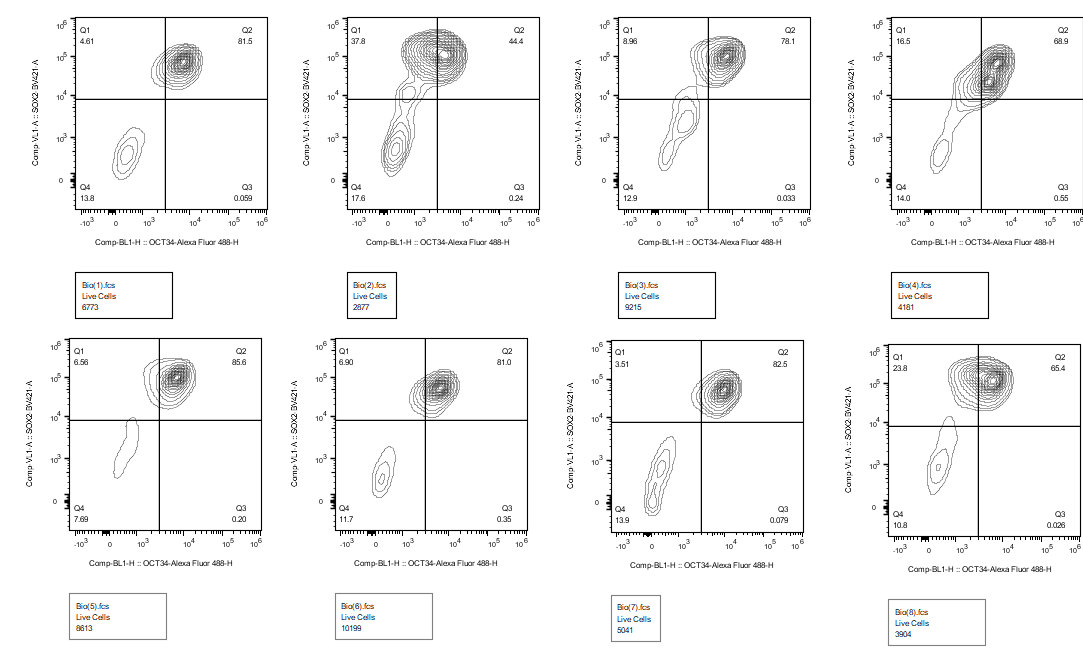

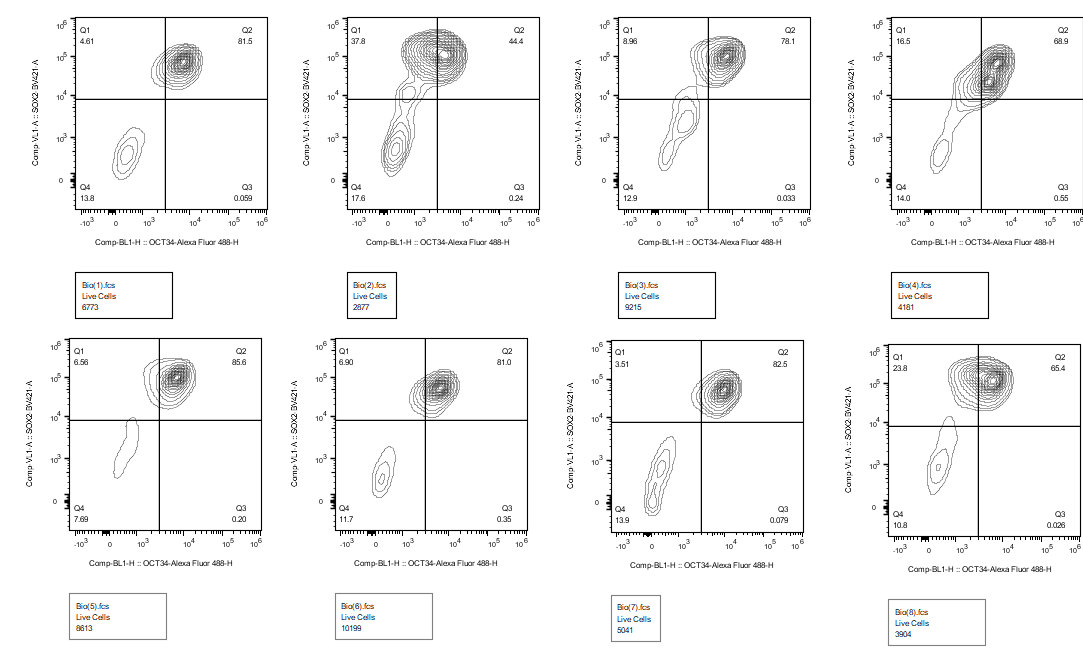

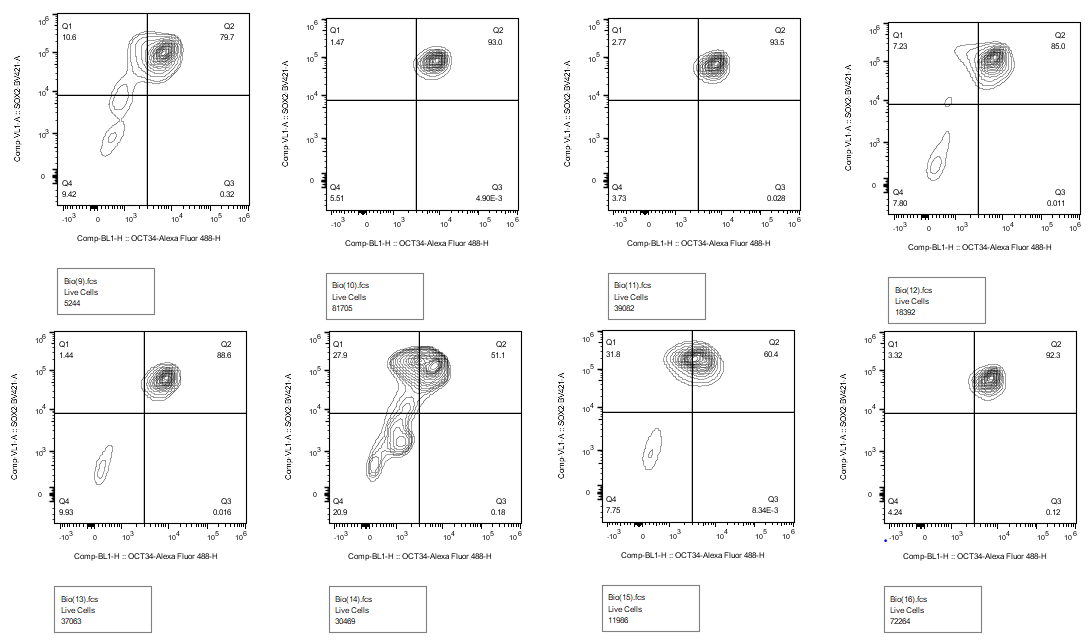

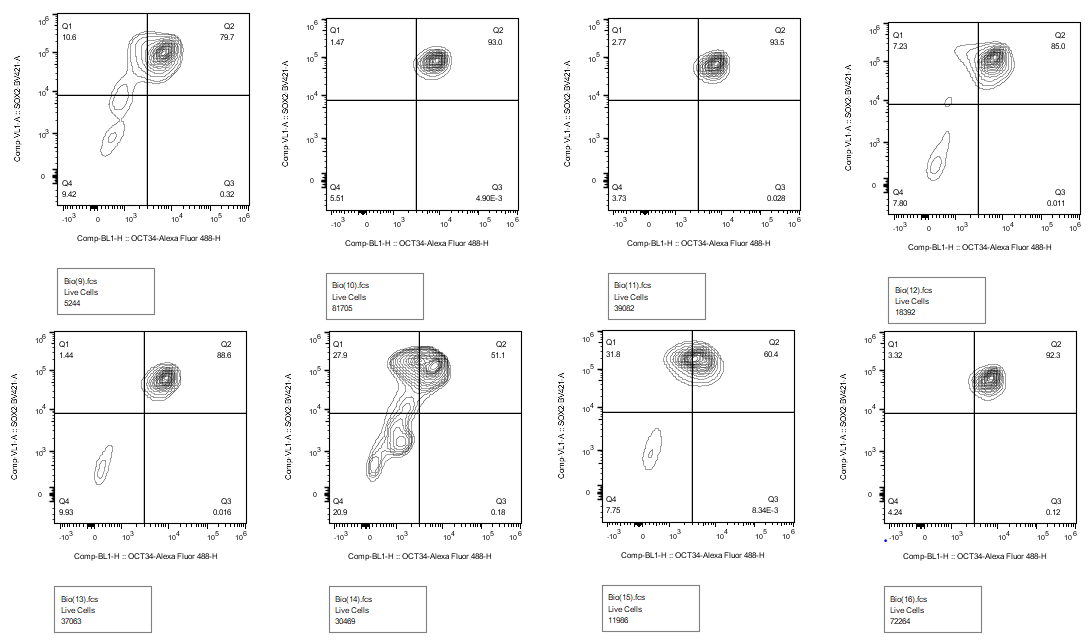

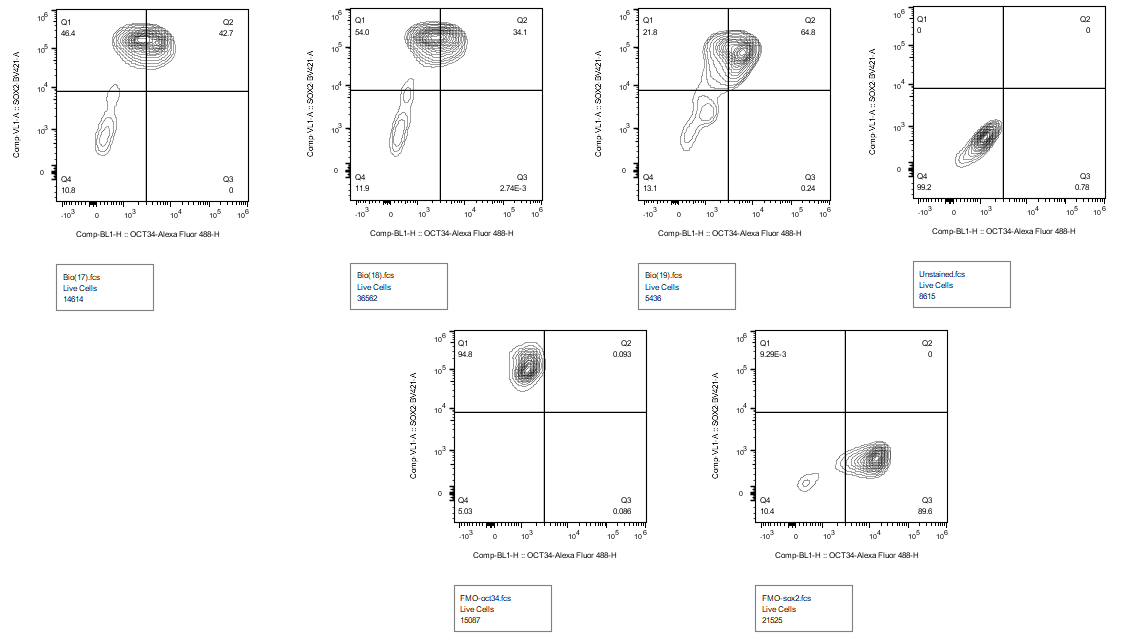
**

**A**

rxn1 rxn2 rxn3 rxn4

rxn5 rxn6 rxn7 rxn8

rxn9 rxn10 rxn11 rxn12

rxn13 rxn14 rxn15 rxn16

rxn17 rxn18 rxn19 Unstained

**
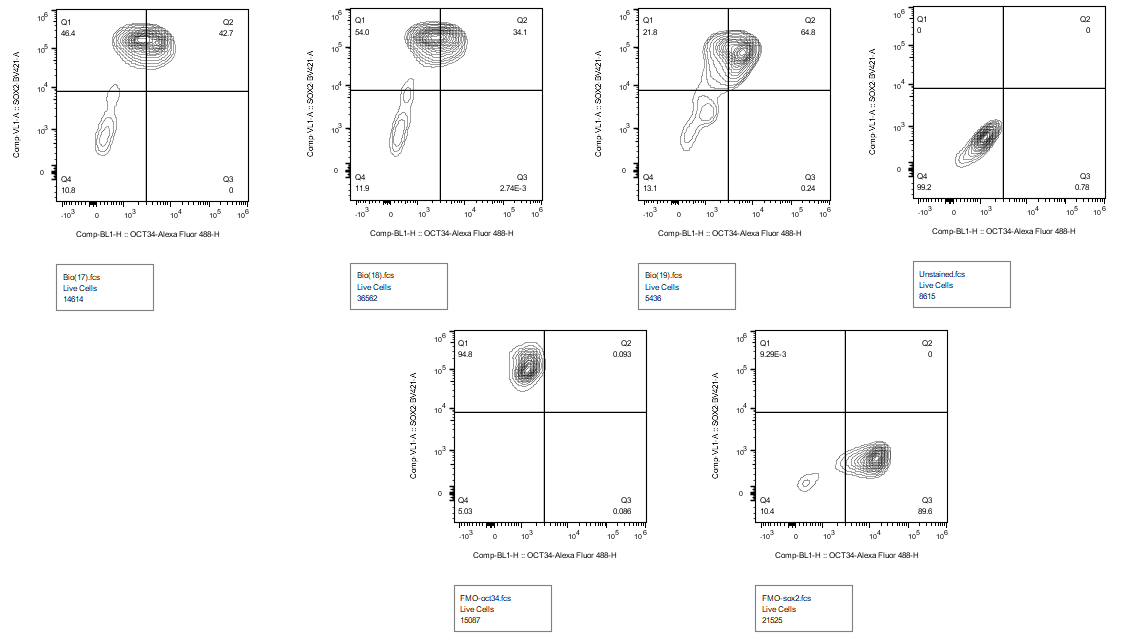
**

**Figure S3: Flow Intracellular Staining**

1. OCT4 and SOX2 Coexpression results

of all design reactions.

FMO OCT4 FMO SOX2

**
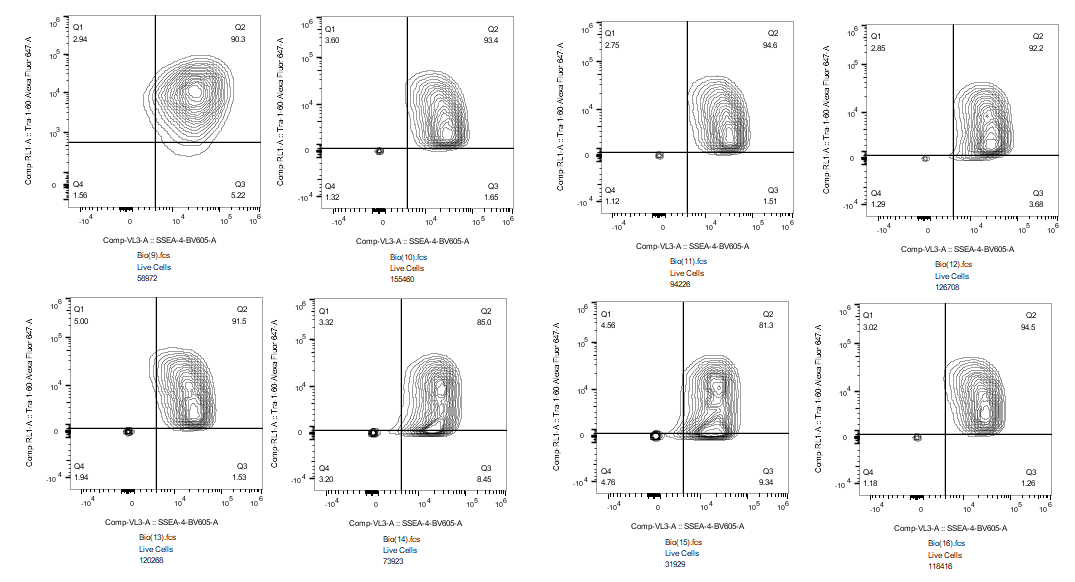

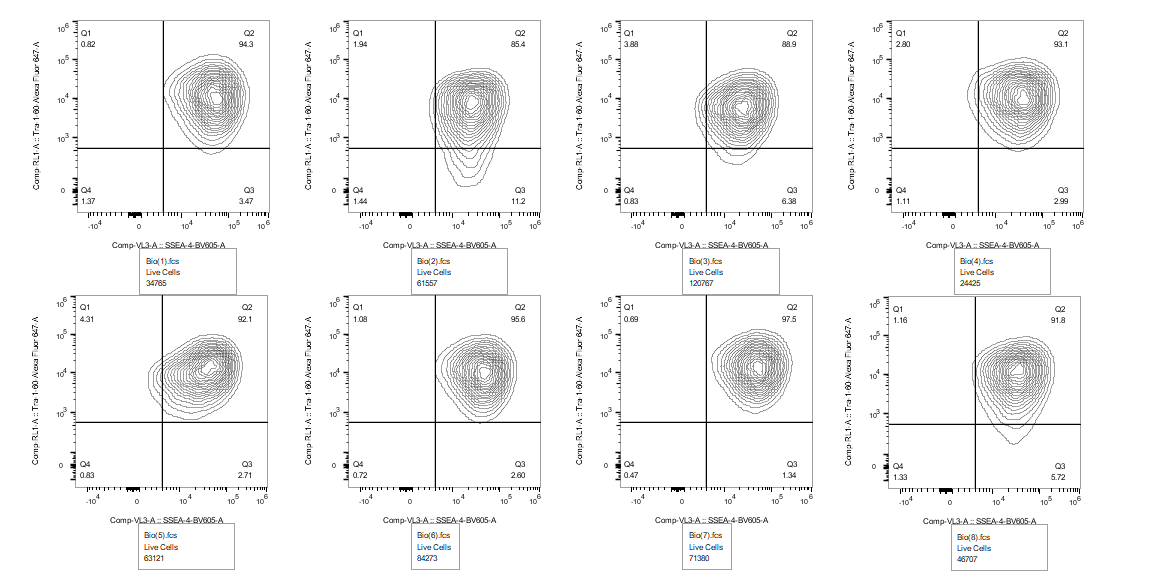

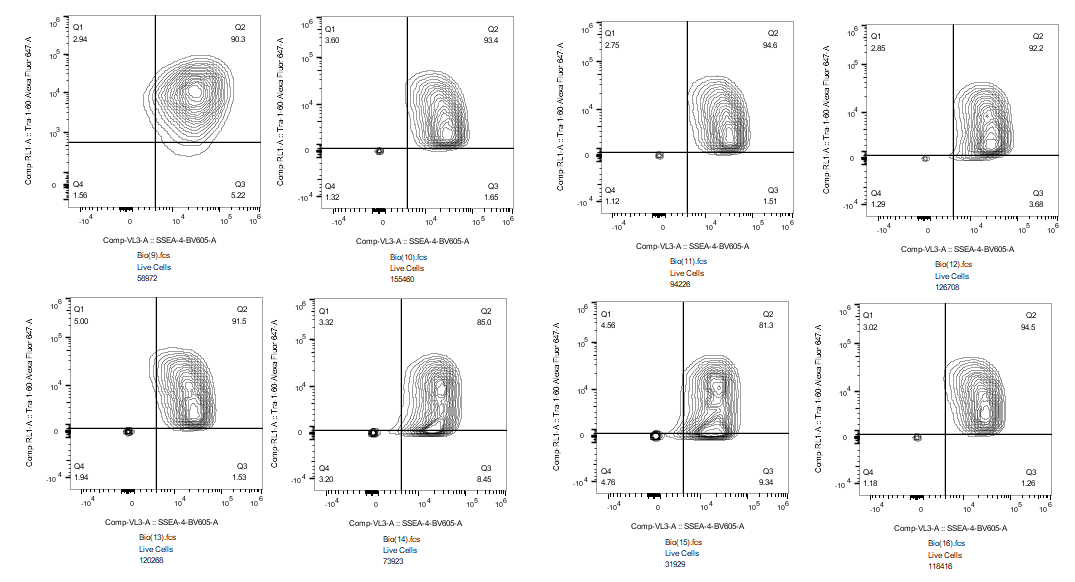

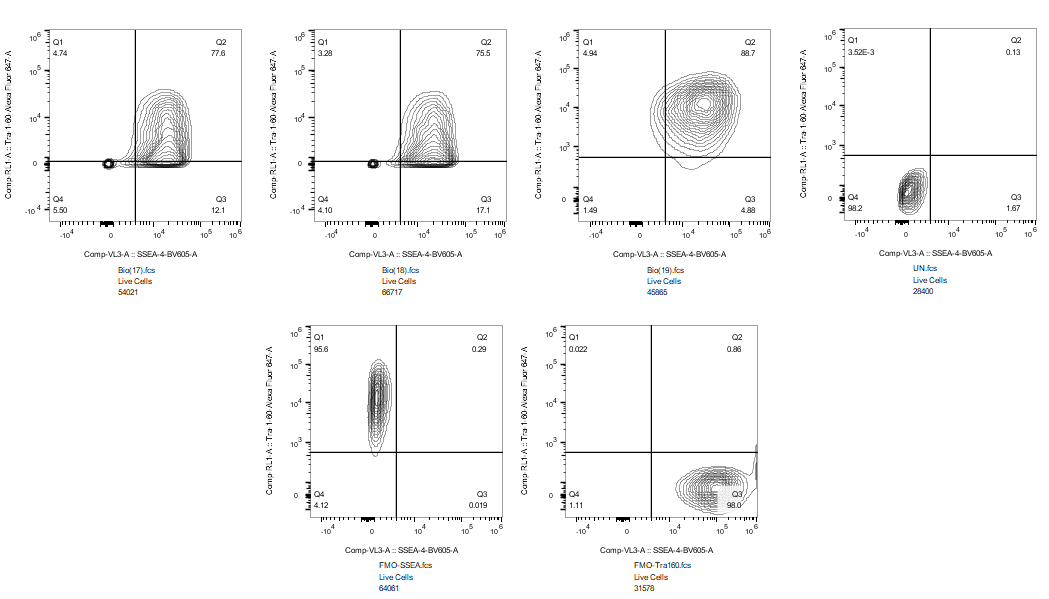

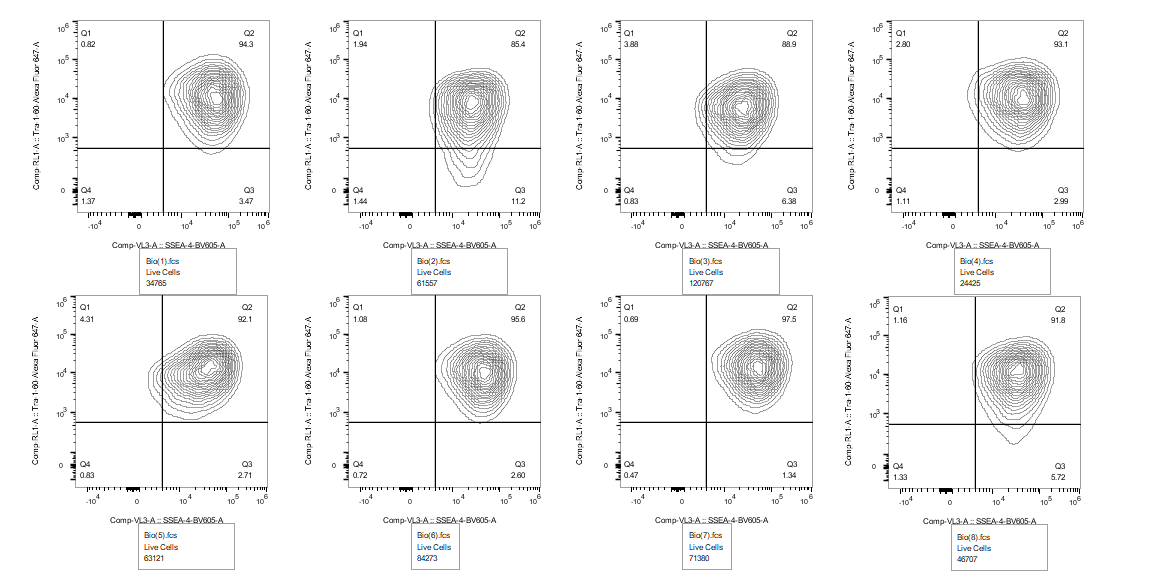
**

**A**

rxn1 rxn2 rxn3 rxn4

rxn5 rxn6 rxn7 rxn8

rxn9 rxn10 rxn11 rxn12

rxn13 rxn14 rxn15 rxn16

rxn17 rxn18 rxn19 Unstained

**
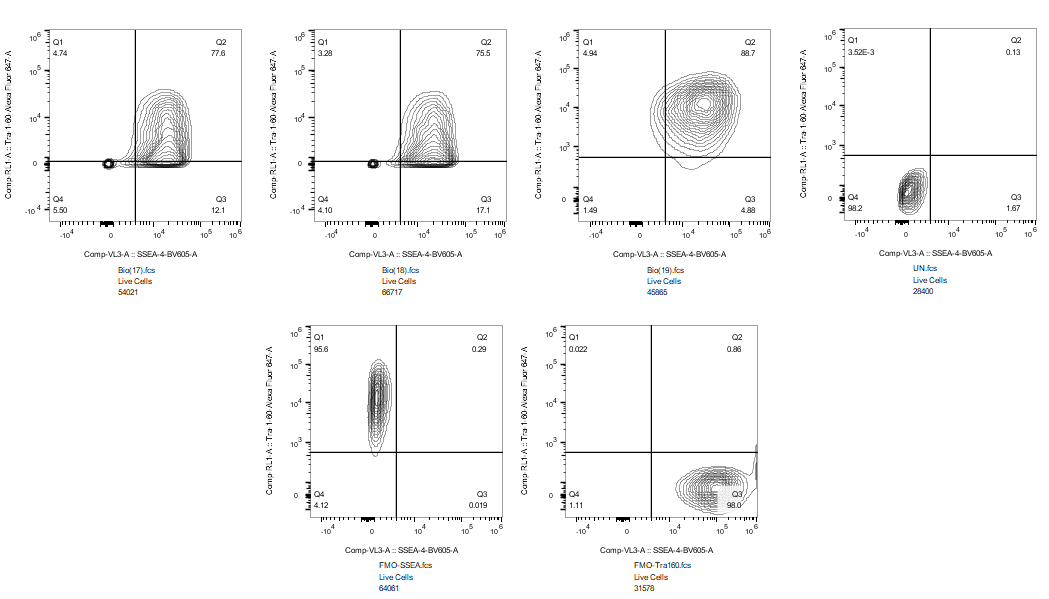
**

**Figure S4: Flow Extracellular Staining**

1. SSEA4 and TRA-1-60 Coexpression

results of all design reactions.

FMO SSEA4 FMO TRA-1-60

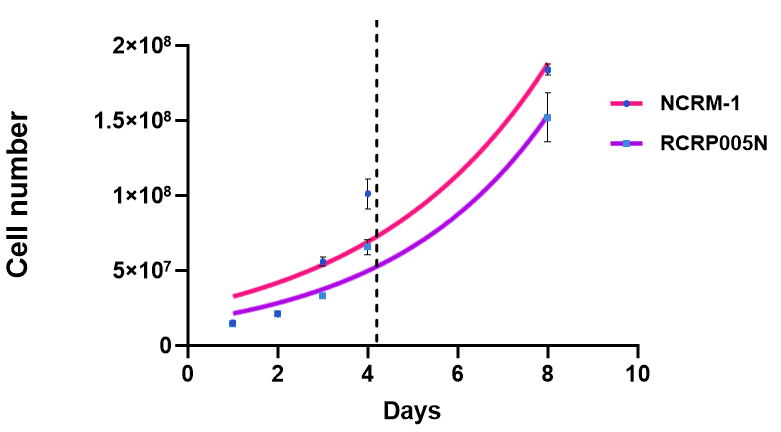

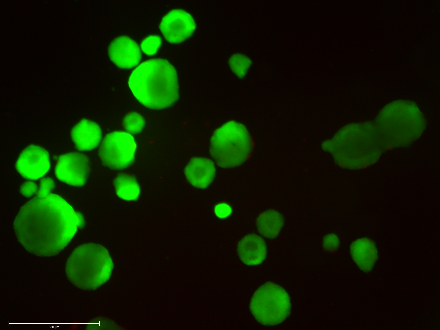

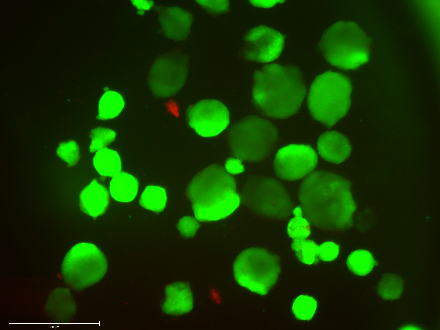

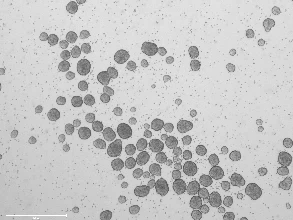

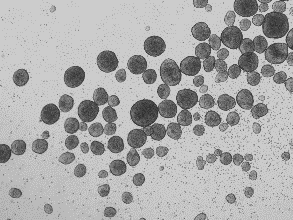

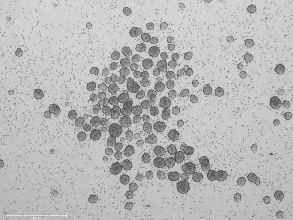

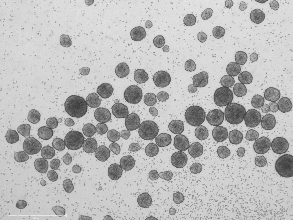

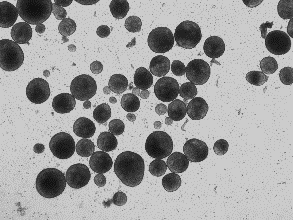

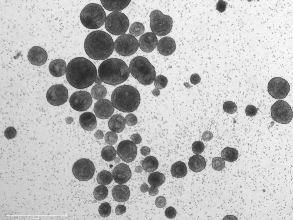

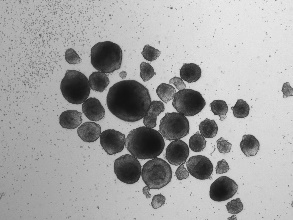

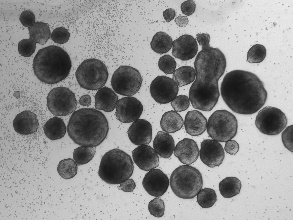

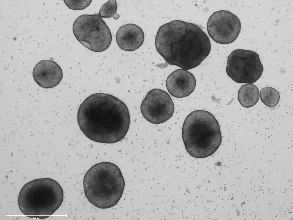

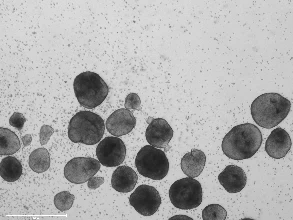

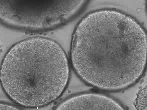

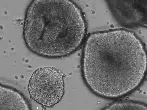

20x

20x

**650µm**

**RCRP005N**

**NCRM-1**

NCRM-1

RCRP005N

NCRM-1

RCRP005N

**FDA/PI**

**FDA/PI**

**SOX2**

**97.8%**

**OCT4**

**91.8%**

**OCT4**

**97.4%**

**SOX2**

**98.4%**

**D**

**C**

**A**

D1

D2

D4

D5

D8

**B**

Passage

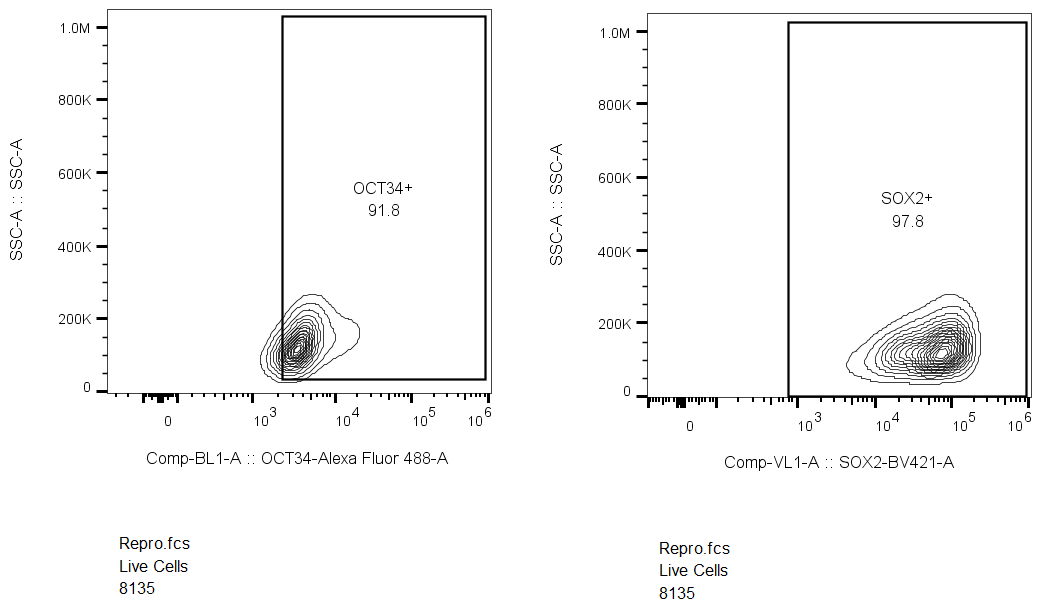

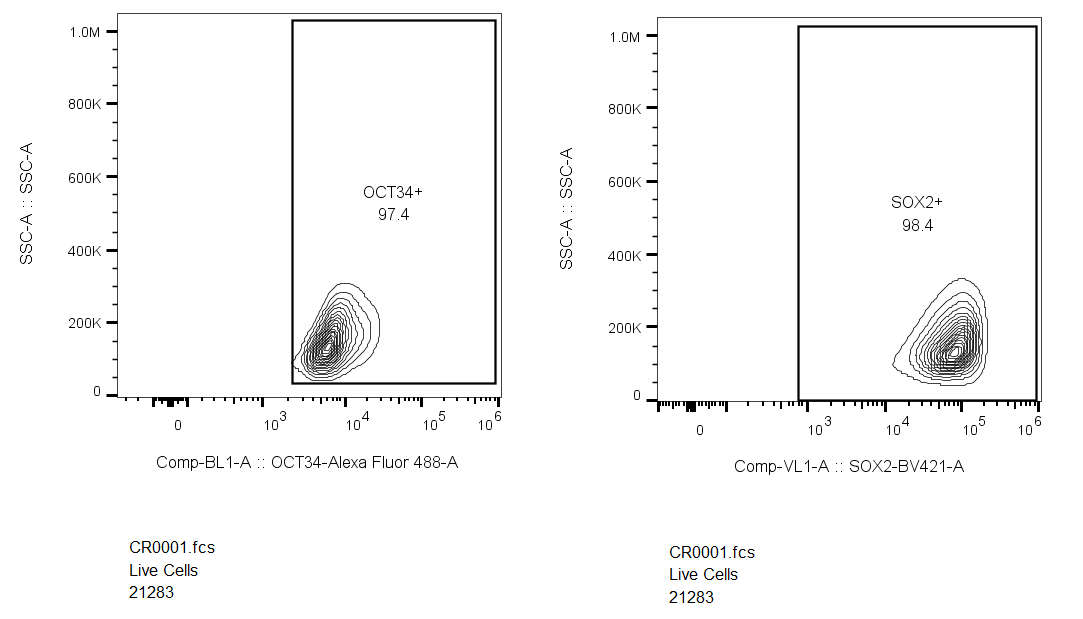

**Figure S5: Validation with different cell line and passaging**

1. Aggregate images throughout the culture assay on two cell lines
2. Flow Cytometry data on OCT4 and SOX2 intracellular markers on day 8 of culture
3. Measured growth curve before and after passaging
4. Live/Dead staining on day 8 of culture using Fluorescein diacetate (FDA) for live cells and Propidium iodide (PI) for dead cells.

**A**

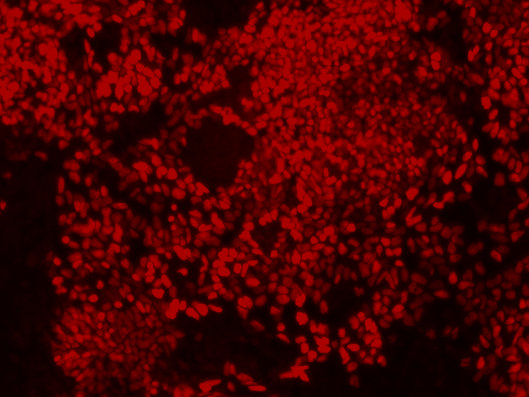

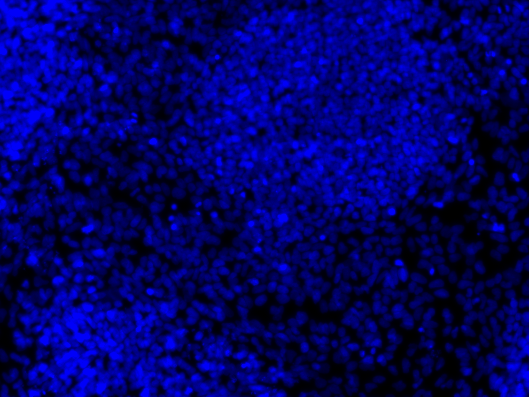

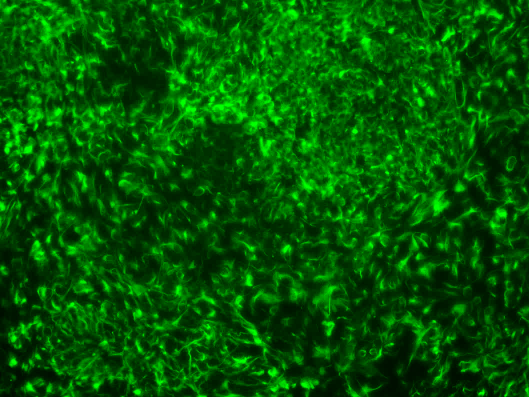

**PAX6**

**Nestin**

**DAPI**

**200µm**

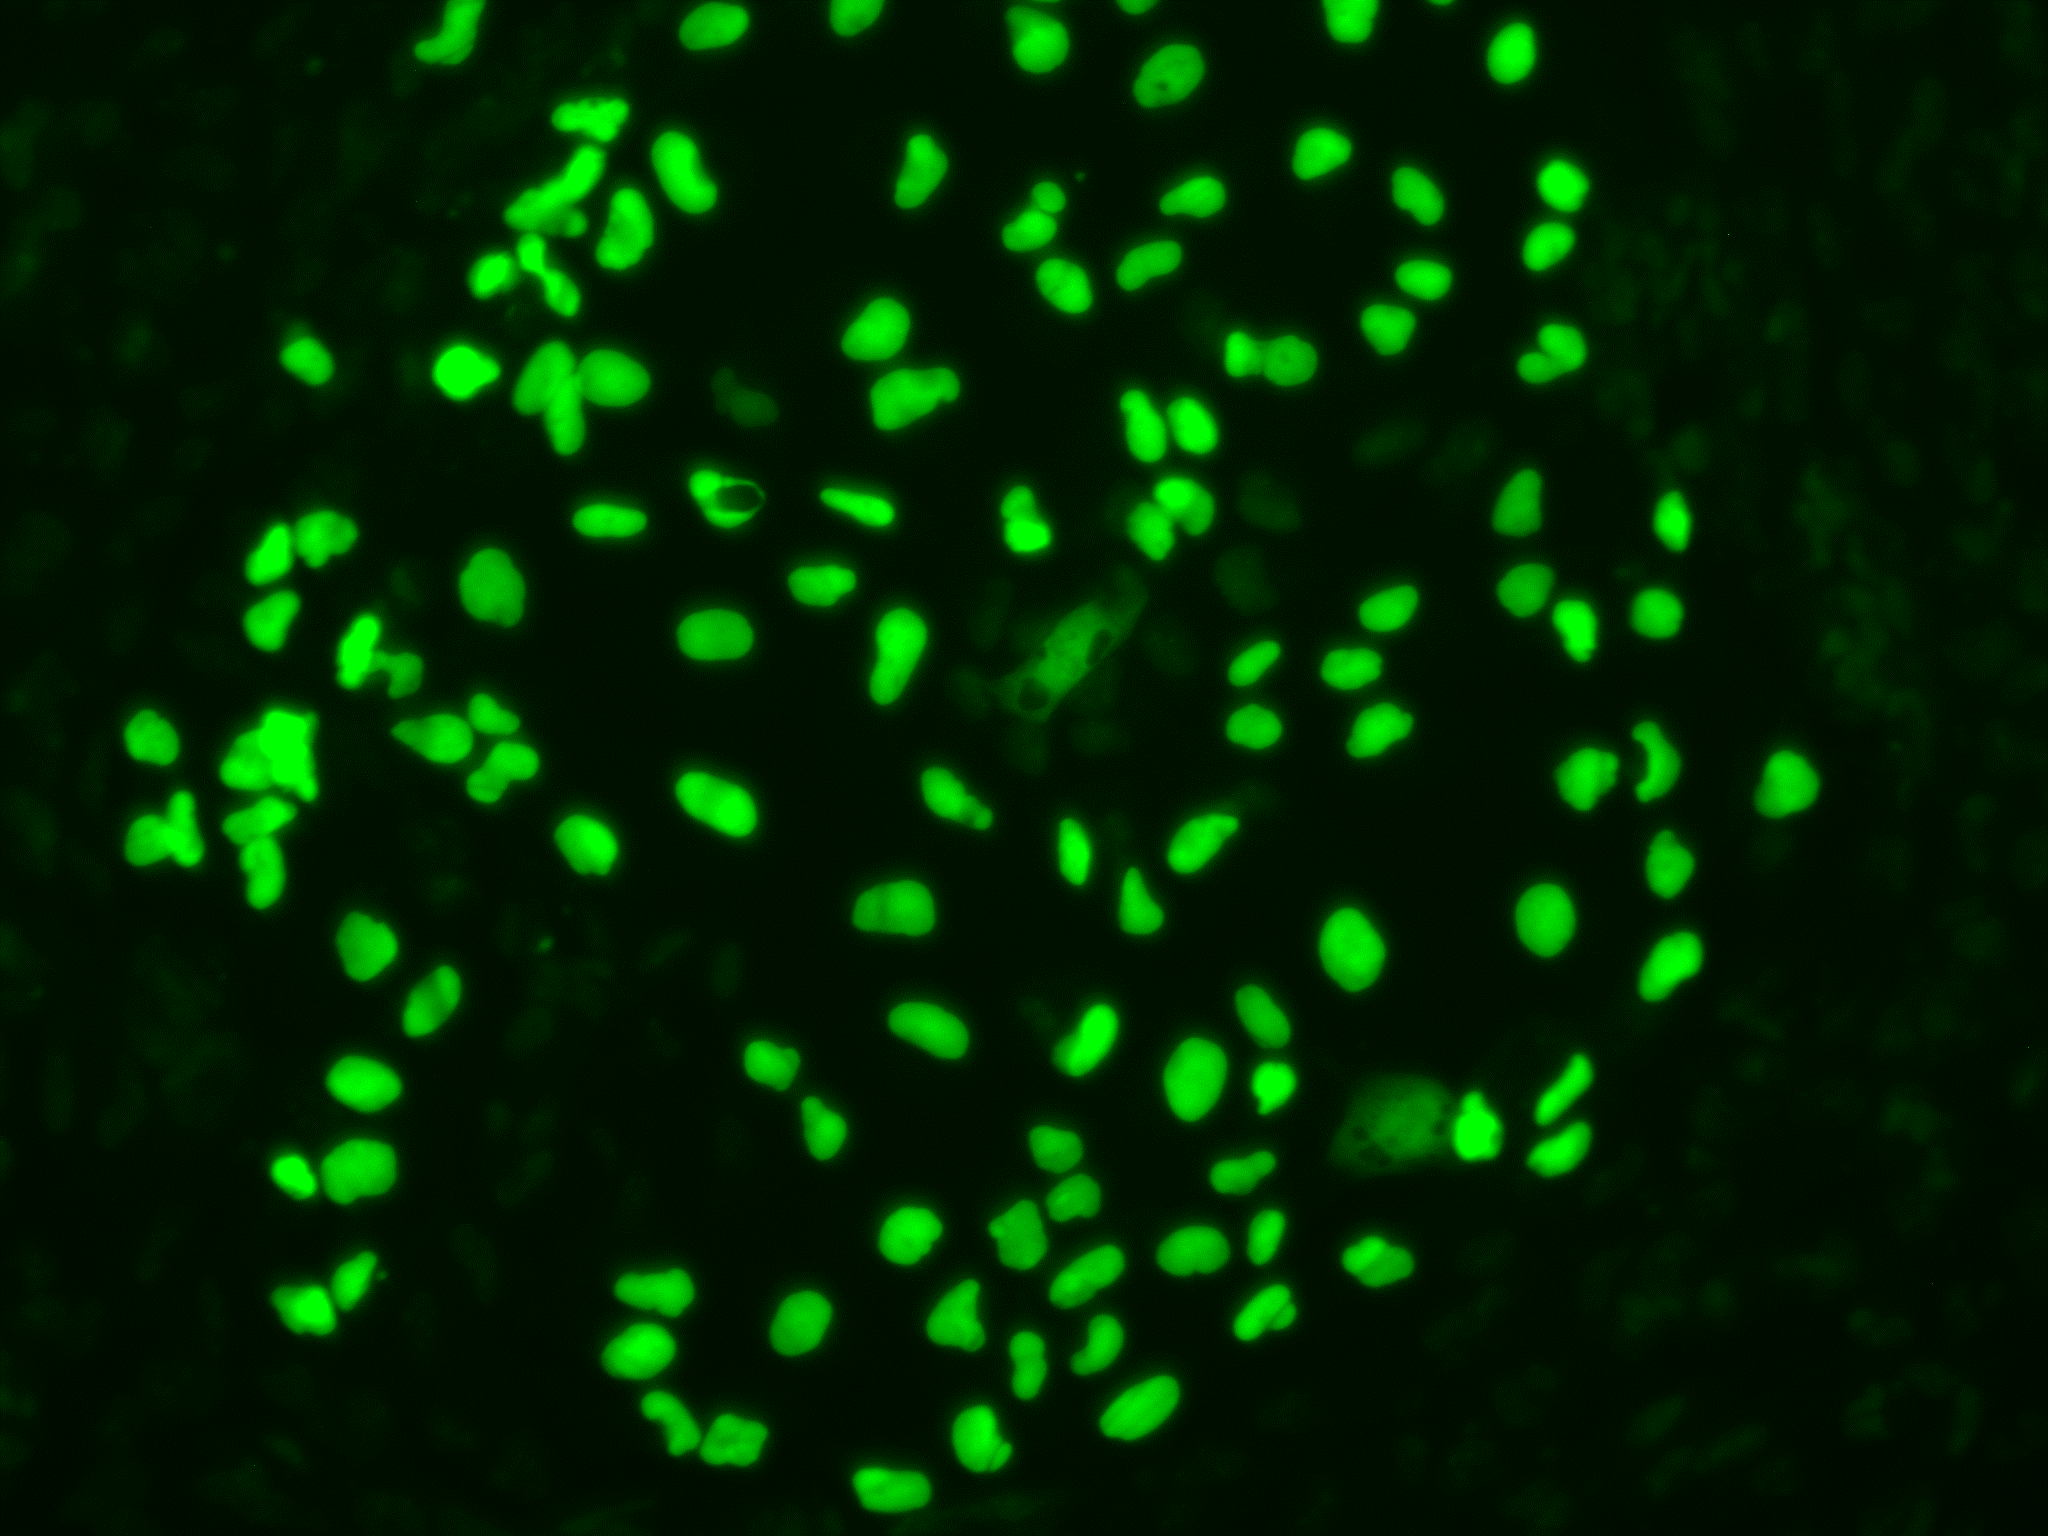

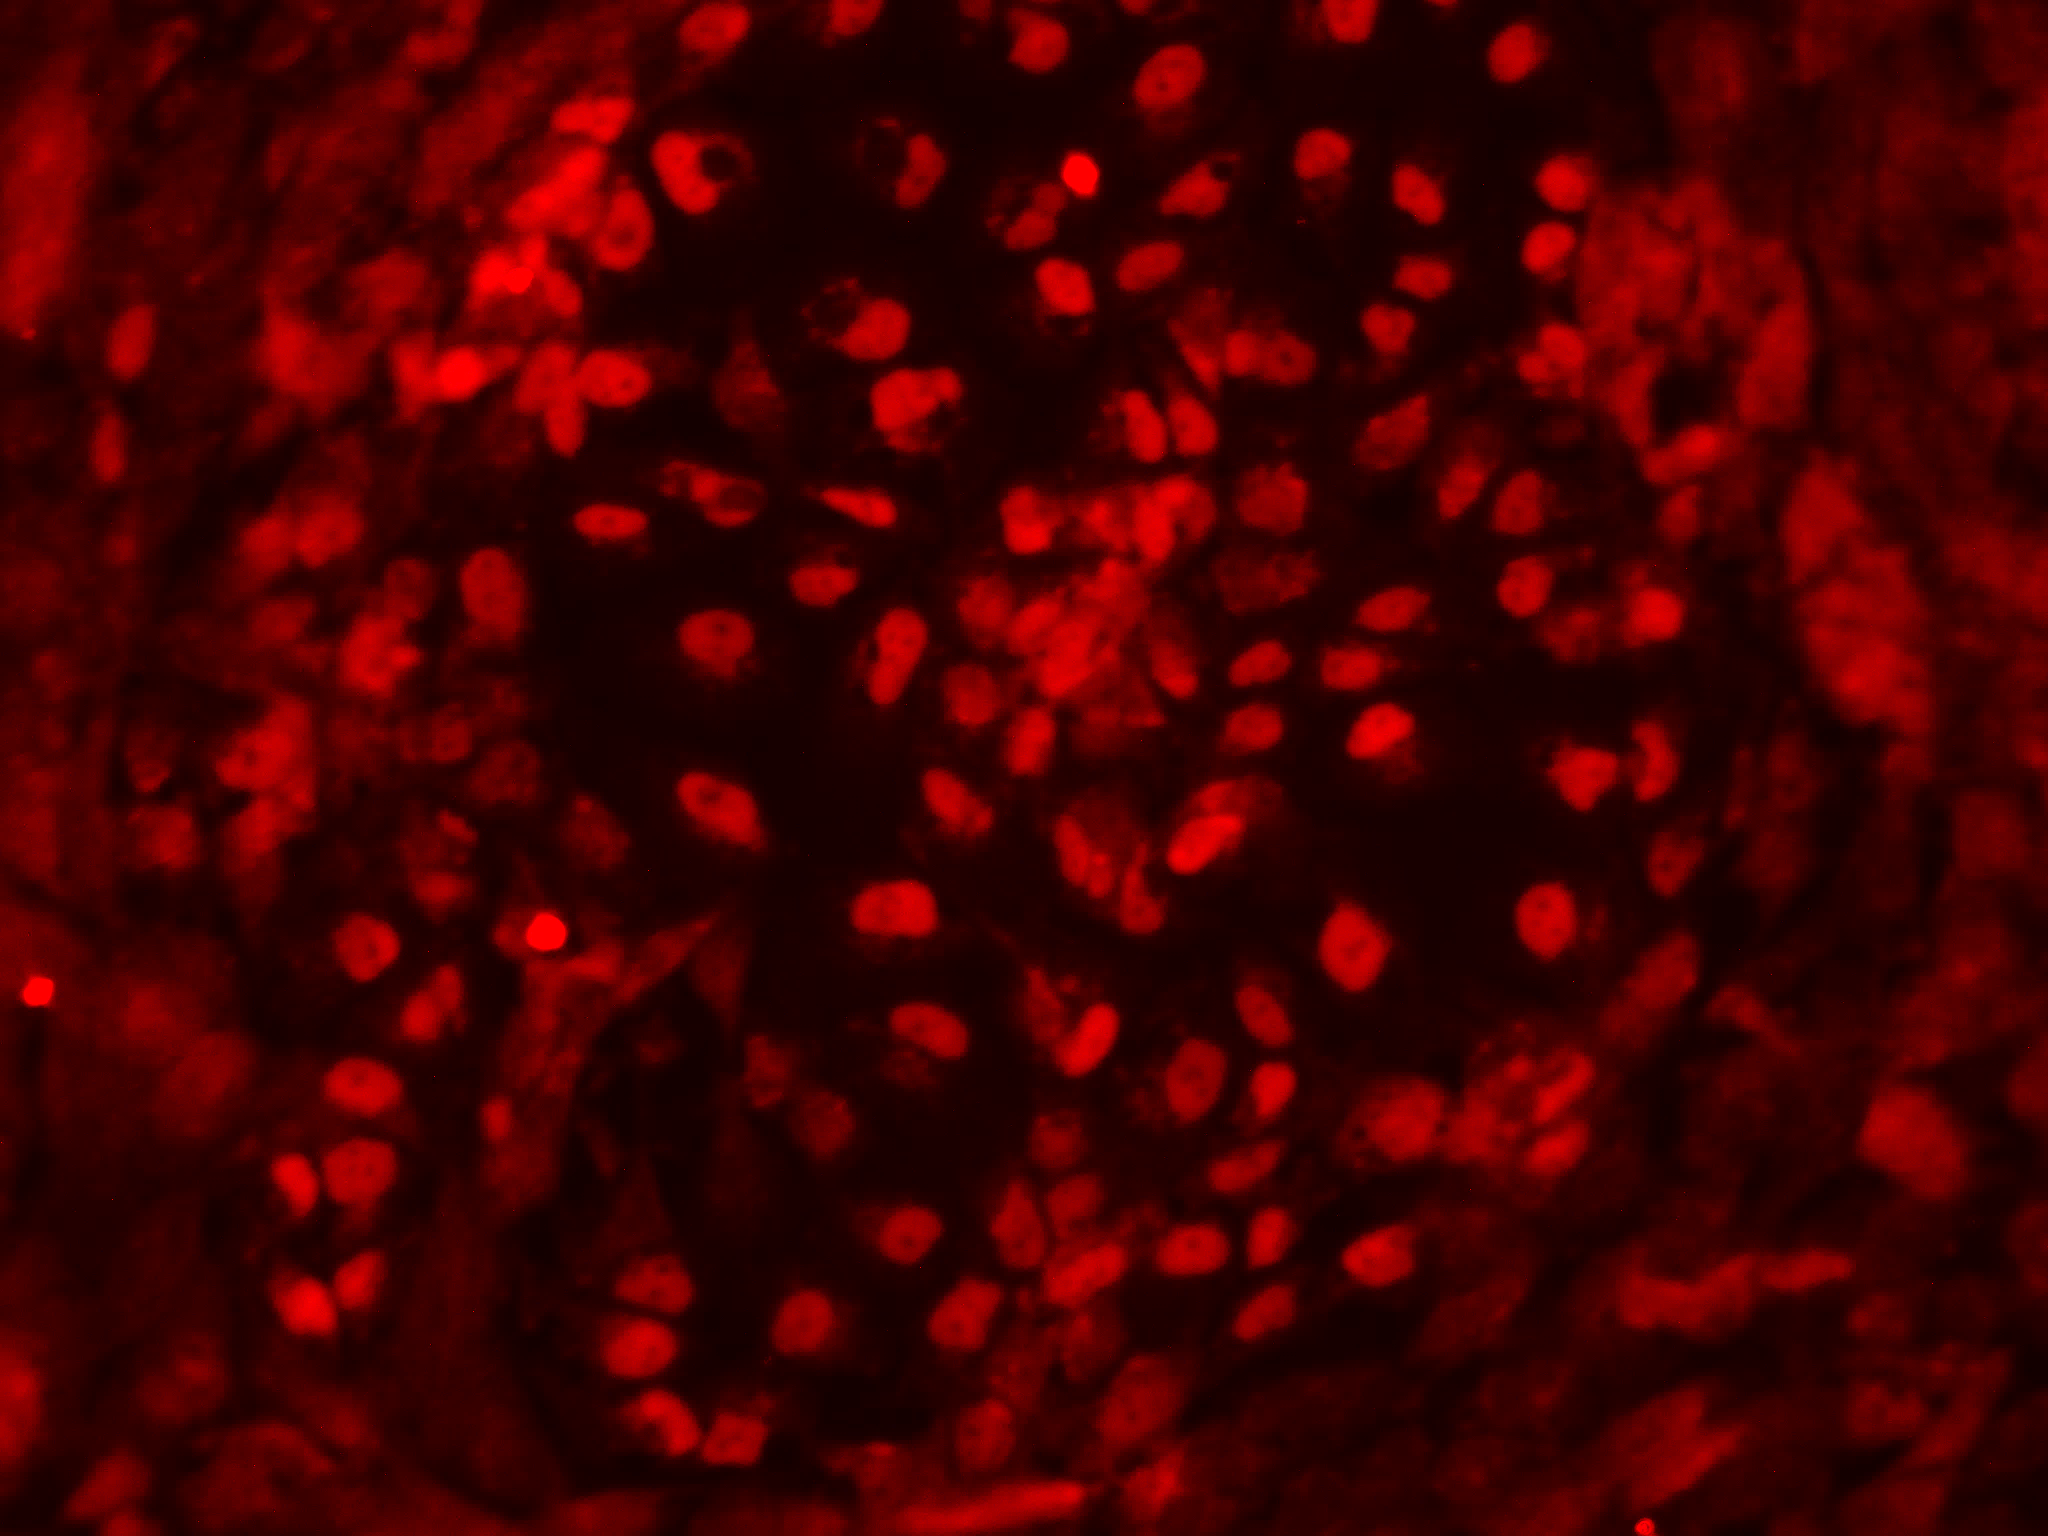

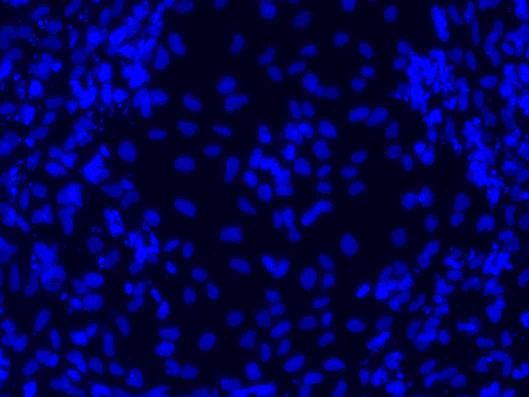

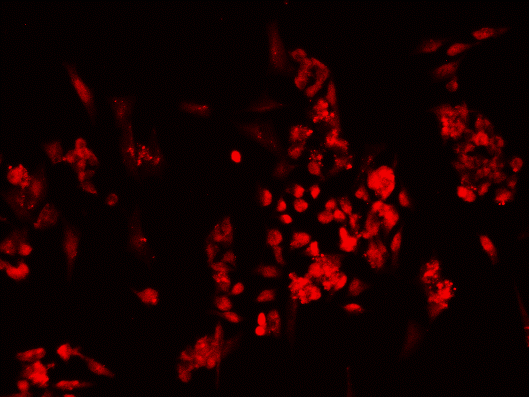

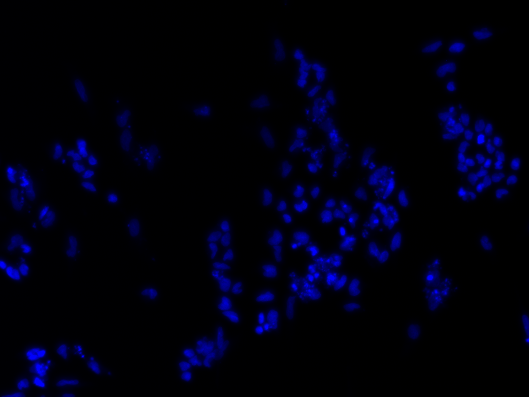

**SOX17**

**FOXA2**

**DAPI**

**B**

**Brachyury (T)**

**DAPI**

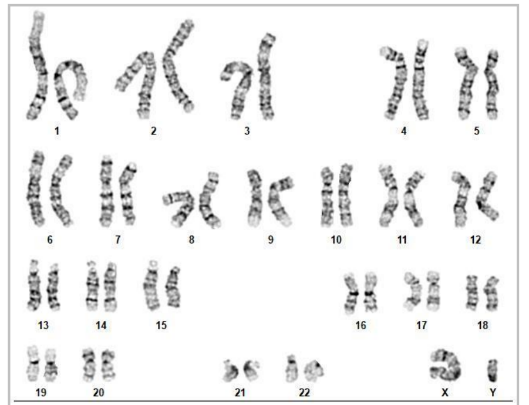

**Figure S6: Tri-lineage differentiation and Karyotyping stability**

1. Tri-lineage differentiation validation on the passaged cells

*Note: For mesoderm the same cells were stained for TNNT2 and (T) but on different wells since they both had the same primary antibody host

1. Karyotyping results of the cells that were cultured in the optimized medium.

**DAPI**

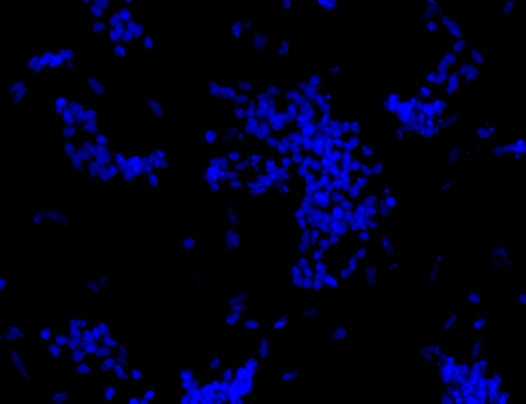

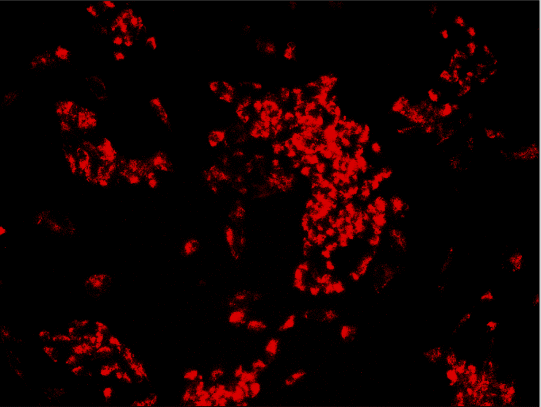

**TNNT2**

**
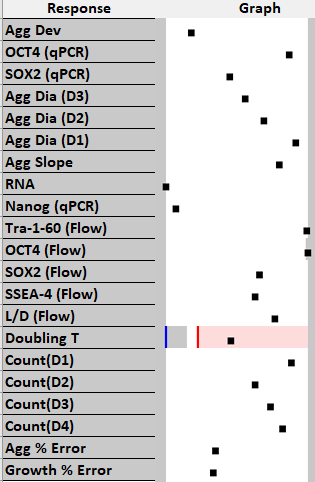

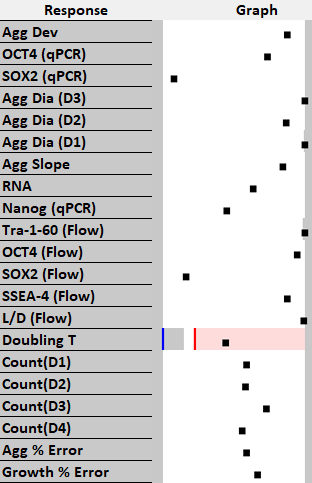

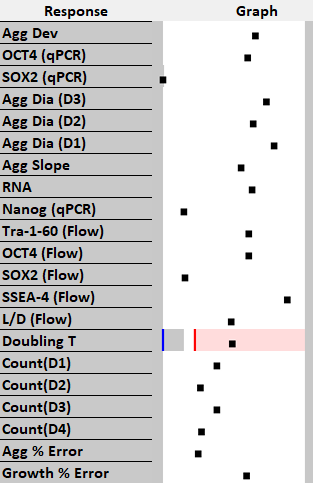

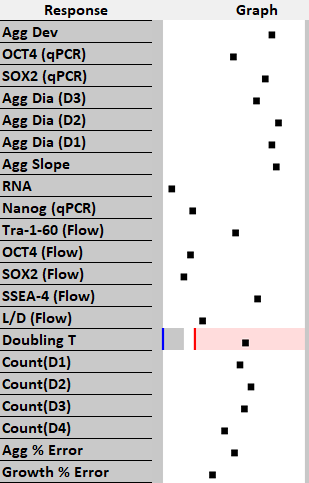

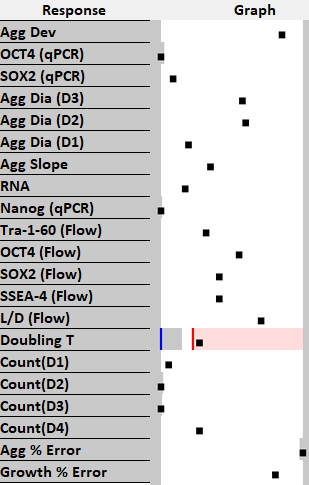
**

**A**

**PEG Set Point**

**PVA Set Point**

**Heparin Set Point**

**Pluronic F68 Set Point**

**Dextran Sulfate Set Point**

**Figure S6: Individual Component Set Point Analysis**

1. Component set point analysis using MODDE showing individual effector impact on the responses measured.

**
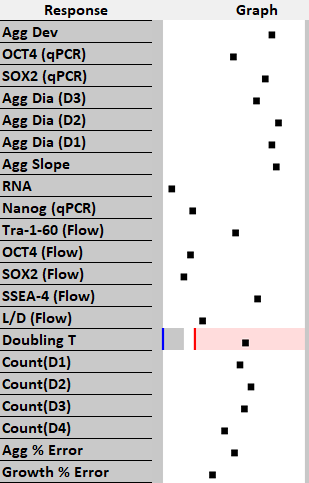

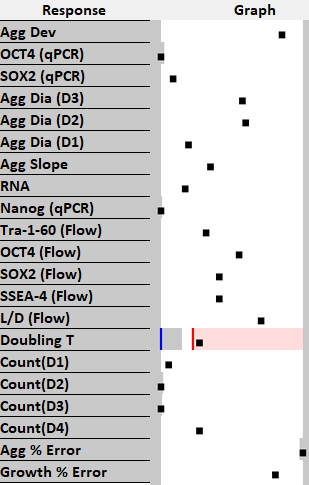
**

**Pluronic F68 Set Point**

**Dextran Sulfate Set Point**

**Figure S7: Individual Component Set Point Analysis**

1. Component set point analysis using MODDE showing individual effector impact on the responses measured.

**Supplemental Tables:**

**Table S1: List of Primers used for qPCR.**

| **Gene** | **Forward Primer** | **Reverse Primer** |
| --- | --- | --- |
| SOX2 | GCTACAGCATGATGCAGGACCA | TCTGCGAGCTGGTCATGGAGTT |
| POU5F1 | GAACCAGTATCGAGAACCG | TCAGTTTGAATGCATGGGAG |
| GAPDH | TATCGTGGAAGGACTCATGACC | TAGAGGCAGGGATGATGTTCTG |

**Table S2: List of antibodies and reagents used.**

| **ANTIBODIES** | **SOURCE** | **IDENTIFIER** |
| --- | --- | --- |
| POU5F1 | Santa Cruz Biotechnology | Cat# sc-5279: RRID:AB_628051 |
| SSEA4 | DSHB | Cat#MC-813-70: RRID:AB_528477 |
| SOX2 | Abcam | Cat# ab5603: RRID:AB_304980 |
| NANOG | Thermo Fisher Scientific | Cat# PA1-097: RRID:AB_2539867 |
| 488-Donkey-a-Mouse | Jackson Immuno Research | Cat# 715-546-151, RRID:AB_2340850 |
| 594-Donkey-a-Rabbit | Jackson Immuno Research | Cat# 711-586-152, RRID:AB_2340622 |
| Alexa Fluor® 488 Mouse anti-Oct3/4 | BD Biosciences | Cat# 560253, RRID:AB_1645304 |
| BV605 Mouse Anti-SSEA-4 | BD Biosciences | Cat# 563119, RRID:AB_2738015 |
| Brilliant Violet 421™ anti-SOX2 Antibody | Biolegend | Cat# 656114, RRID:AB_2566262 |
| Alexa Fluor® 647 Mouse anti-Human TRA-1-60 Antigen | BD Biosciences | Cat# 560850, RRID:AB_10565983 |
| **REAGENTS** | | |
| Essential 8™ Flex | ThermoFisher Scientific | A2858501 |
| Vitronectin | Thermo Fisher Scientific | A31804 |
| Y-27632 dihydrochloride | MedChem Express | HY-10583 |
| DPBS (without calcium and magnesium) | Thermo Fisher Scientific | 14190144 |
| TrypLE | Thermo Fisher Scientific | 12563-029 |
| Accutase | Thermo Fisher Scientific | A1110501 |
| **CELL LINES** | | |
| RCRP5005N* | REPROCELL | StemRNA™ Human iPSC 771-3G |
| NCRM-1** | iXCells | CR0000001 |

* Established from endothelial progenitor cells from peripheral blood. Reprogrammed with the Stemgent StemRNA 3rd Gen Reprogramming technology.

** Established from CD34+ cord blood cells. Reprogrammed with Episomal plasmid method.

How the deposited data were processed for this re-analysis (not part of the article)

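The RNA-seq data of Fig. 7 were re-analysed. They comprise 6 libraries of NCRM-1 aggregates cultured for 4 days in vertical wheel bioreactors, 3 in E8 with PEG and HS and 3 in E8 control. The condition of each library was taken from its label and checked against the group names of Fig. 7B and Fig. 7C. The labels conflict on one point, since their treatment text describes E8 with PEG and heparin for all 6 libraries, also for the 3 whose treatment is given as control. The treatment given for each library was followed, as in Fig. 7B and Fig. 7C. The labels also read as 1 bioreactor for each medium, so the 3 libraries of a medium may not be independent cultures. The other measurements of the paper (growth, flow cytometry, qPCR, imaging and the design of experiment models) were not analysed here.

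The values are raw counts per gene that the authors deposited, one library per file. According to the methods, the authors trimmed the reads with Trim Galore, mapped them to GRCh38 with STAR in an nf-core pipeline, left out low counts (under 10 reads) and tested with DESeq2. The filter on low counts is not applied in the counts used here, which keep genes at 0. The counting tool, its use of strand, its treatment of reads that map to several genes and the annotation release are not named in the paper's text. No row lacked a gene. Of the 19977 Ensembl identifiers, 19916 matched GENCODE 44 (GRCh38), which gave symbols and coordinates, 61 did not, and 1799 genes had no count in any library. The share of counts in the 10 most counted genes was 5.77% to 6.12% in PEG and HS and 6.24% to 6.32% in E8 control, and mitochondrial genes took 4.54% to 5.16%.

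Genes with a total of at least 10 counts over the 6 libraries were tested. Counts were normalized with TMM and the media compared with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, no covariate), with Benjamini-Hochberg adjustment over the genes tested and a gene called at an adjusted p under 0.05. The limits of Fig. 7A, an unadjusted p under 0.001 and an absolute log2 fold change over 1.5, were counted from the same fit. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Where a medium had a count of 0 in each library, a fold was computed against a floor of 3 counts and is a lower bound for counting error only. The first principal component of the libraries held 40.9% of the variance. The common biological coefficient of variation was 3.12%, so the depth of 26991279 to 36185138 counts per library resolves small differences in well-counted genes. It does not in genes with few counts, and 11 of the 77 genes of Fig. 7B fell under the filter.

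Gene lists were tested with camera of limma 3.58.1, two-sided, with a preset inter-gene correlation of 0.01 and adjustment over the 19 lists, each with at least 5 tested genes. The lists reported cover neuroectoderm and early neural plate genes, targets of BMP, of Nodal and Activin, of Wnt and beta-catenin, of FGF and ERK, of hypoxia and of YAP and TAZ, retinoic acid signalling genes, naive, primed and shared pluripotency genes, genes of mesoderm and primitive streak, of endoderm and of trophectoderm and amnion, cholesterol synthesis genes, unfolded protein and amino acid stress genes, heat shock and dissociation stress genes, and actin, adhesion and epithelial genes. They were written from general knowledge before the data were examined, as were the tests, the alternatives and the rule for which genes are named. That rule takes each gene named in the RNA-seq sentences of the text, labelled in Fig. 7A or listed in Fig. 7B, and the 5 genes with the largest change in each direction among genes with an adjusted p under 0.05, no overlap between media and at least 1 CPM in each library of the higher medium. Other genes named were chosen after their values were seen. Some genes that the rule takes, and 1 list, are not reported here. FRZ8 in the text was read as FZD8, and both IL17RC (text) and IL17RD (Fig. 7B) are reported.

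Shared transcript sequence is the share of the 31-base words of a gene's GENCODE transcripts that also occur in transcripts of other genes. For a test of shared reads, the counts of genes sharing at least 50% of their sequence were added, which joined 1816 genes in 813 families. For a test of GC content and length, each library was corrected for its trend with both over the 16473 tested genes that have values (99.8%).

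The alternatives were DESeq2 1.42.0, limma-voom, 2 other normalizations and library size alone, 3 other filters on low counts, the replicate number as a block, each library left out in turn, other thresholds, other set tests and lists without the genes that the paper names. The scripts were tested on simulated counts for the comparison of PEG and HS with E8 control. With 200 of 16393 genes changed, edgeR recovered 98.5%, DESeq2 97% and limma-voom 98%, and 3.90% of edgeR's calls were false. The changed genes lay over 1 CPM and changed by at least 1.5-fold, so the recovery does not cover smaller changes. With no gene changed, edgeR called 2 genes and camera 0 lists. Each gene was drawn independently of the others. The 0 lists therefore cannot show how often camera calls a list whose genes vary together.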

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

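The tests of the FGF and ERK target genes and of the cholesterol synthesis genes against GC content and length, and of the most counted genes for the first list, were chosen after the results were seen. The lists themselves and the test of heparin were set before.

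FGF and ERK target genes, which the RNA-seq results of the paper do not discuss as a group, were higher in PEG and HS than in the E8 control libraries. The median log2 fold change of the 20 genes was 0.46, 17 were higher and 3 lower, and 16 were called higher and 2 lower over all genes tested. The paper names 3 of the 20. DUSP6 is one of them (log2 fold change 0.79), and SPRY4 rose from 189 ± 10.0 to 327 ± 8.83 CPM (log2 fold change 0.79, SE 0.036), ETV5 from 45.5 ± 1.96 to 74.3 ± 0.212 CPM (0.71, SE 0.037) and ETV4 from 144 ± 4.27 to 220.5 ± 5.21 CPM (0.62, SE 0.031), each SD over 3 libraries. These genes and those below were picked after their values were seen. The list had an adjusted p of 1.65e-20 with camera, and between 1.41e-22 and 0.0374 over the alternatives, the highest being that with the inter-gene correlation estimated. With the most counted genes left out the adjusted p was 1.56e-20, and after correction of each library for GC content and transcript length 3.07e-22, which argues against either as the whole cause. A candidate explanation is that heparin, a cofactor of FGF2, raises FGF2 signalling, and the list moved in the direction this needs. PEG, heparin and the vessel were not varied separately, so the part of each is open. Some values go the other way. FGF2's own transcript fell from 135 ± 6.46 to 91.5 ± 2.06 CPM (log2 fold change -0.56, SE 0.037) and EGR1, a member of the list, from 32.1 ± 1.63 to 8.55 ± 0.169 CPM (log2 fold change -1.91, SE 0.060).

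Cholesterol synthesis genes, a group that the paper does not discuss, were higher in PEG and HS by a median log2 fold change of 0.173. Of 24 genes, 20 were higher and 4 lower, 18 were called higher and none lower over all genes tested, and the paper names 1. HMGCS1 had 444 ± 15.8 CPM in PEG and HS and 375 ± 8.55 CPM in E8 control (log2 fold change 0.24, SE 0.030), and was picked after its values were seen. The adjusted p of the list was 3.02e-07 with camera and between 5.31e-08 and 0.0665 over the alternatives. It was not called with the inter-gene correlation estimated. After the correction for GC content and length its adjusted p was 1.36e-07, which argues against that trend as the whole cause. No biological explanation was tested for this list, and medium and vessel stay open.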

How the results depend on the processing

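With DESeq2, limma-voom, other normalizations and other filters, the number of genes called stayed between 3398 and 4339, against 4173. Of the 3398 calls of DESeq2, 3363 were among the 4173. The number past the volcano limits stayed between 112 and 129, against 120, except with at least 10 counts in every library, which gave 78, of them 1 higher. That filter removes genes at 0 in one medium. The share of higher genes among the calls was 48.3%, with 43.3% under upper quartile normalization and 52.4% with library size alone. The median log2 fold change of all genes lay between -0.0076 and 0.012 in each setting. With one library left out at a time, 3114 to 3674 genes were called and 112 to 127 were past the volcano limits, of which 7 to 12 were higher. Fewer calls follow from fewer libraries.

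Thresholds moved the counts by construction. At an adjusted p under 0.01, 2601 genes were called, 1167 higher and 1434 lower. When the test was against a 1.5-fold change, 264 were called, 30 higher and 234 lower. For the volcano limits, an absolute log2 fold change over 1 gave 227 genes (13 higher, 214 lower), a linear fold over 1.5 gave 524 (82 higher, 442 lower), an unadjusted p under 1e-07 gave 74 (3 higher, 71 lower), and an adjusted p under 0.001 left 5 higher genes.

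The replicate numbers do not pair the libraries. Deviations from the group means correlated at 0.014, -0.015 and 0.048 across genes between libraries of the same number, and between -0.207 and 0.194 over the 9 pairs of libraries from different media. A batch shared in an order other than that of the numbers, which neither the labels nor the paper give, was not fitted. With the replicate block, 4444 genes were called, 4091 of them shared with the unblocked fit, 123 were past the volcano limits, and the same number of lists, 9, was called.

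Camera called 9 of 19 lists under each normalization, filter and left-out library, 8 without the genes that the paper names, 16 with fry and 3 with the inter-gene correlation estimated. Without the genes that the paper names, the retinoic acid list turned from lower to higher (adjusted p = 0.484, range 9.38e-05 to 0.484 over the alternatives) and the shared pluripotency list from higher to lower (0.975, range 0.00263 to 0.975), so their directions rest on the named genes. In the same setting the primed list lost its call and the trophectoderm list gained one. The mesoderm and primitive streak list, not called in any setting, changed direction with upper quartile normalization (0.978), filterByExpr (0.987) and at least 10 counts in every library (0.928), and with PEG and HS replicate 3 or E8 control replicate 2 or 3 left out (0.849 to 0.995 over the 6 fits that each left out one library). The naive list, not called in any setting, changed direction without E8 control replicate 2 (0.943, with 0.742 to 0.979 over those 6 fits). For these 2 lists the cause was not tested.

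All 25 genes named in the text kept their direction and their side of the limit under each alternative that tested them. Among the other named genes, 3 with few counts changed sign with one library left out, and none of them was called. The log2 fold changes over these fits ran from -0.55 to 1.21 for GATA6, from -0.41 to 1.70 for PECAM1 and from -0.86 to 0.00093 for DPPA5. Calls near the limit changed with the test, scaling or filter as well as with the libraries. WNT1, MT1F and ALDH1A2 lost theirs only with a library left out, whereas LHX4 (adjusted p = 0.0979) and SOX10 (0.0627) also lost theirs with DESeq2, and LHX4 with limma-voom and with library size alone. ST3GAL2 gained a call only with a library left out, and FOXA2, TBX3, PIM2 and USP44 also in fits of all 6 libraries with another scaling, filter or block.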

Differences from the paper's values

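The paper states that transcript levels of several oncogenes, MYC, NANOGP8, EEF1A2 and KLF4 among them, were similar between samples. These 4 were called different here, 2 higher and 2 lower in PEG and HS, with log2 fold changes of 0.45, 0.56, -0.49 and -0.86, and of these KLF4 alone changed by more than 1.5-fold. Of the genes it describes as comparable, TDGF1 (log2 fold change 0.049, adjusted p = 0.186) and IL17RC (-0.19, adjusted p = 0.12) were not called, whereas LEFTY1 (0.83), KRT8 (0.24) and TEAD4 (0.21) were called higher. It describes NODAL and LEFTY1 as unchanged from cultures without additives, and NODAL was called higher here as well (0.38, adjusted p = 0.00223). Each of these genes kept its call, or the lack of one, under each other test, normalization and filter and with each library left out. NANOGP8, TDGF1, LEFTY1 and IL17RC share much of their sequence with other genes, so their values depend on how shared reads were counted. None of the genes passed the limits drawn in Fig. 7A, and a test against a 1.5-fold change calls no gene that changed by less.

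For the core pluripotency genes the paper also describes similar levels. Of the 10 genes of the Pluripotent group of Fig. 7B, 8 were called, 3 higher and 5 lower, and 3 of the 8 changed by more than 1.5-fold. At the volcano limits, which APELA alone of the 10 passed, the others are not called. The paper's design of experiment models used flow cytometry and qPCR in other cultures. From them it describes OCT4 and NANOG as positively related to both additives, and SOX2 as lowered by heparin and raised by PEG. Here POU5F1 and NANOG transcripts were higher and SOX2 was lower with both additives together.

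The paper places the TGFβ family among the most lowered pathways. The BMP target list was lower with camera (median log2 fold change -0.68), while the Nodal and Activin target list, of the same family, was higher (median log2 fold change 0.31). With the inter-gene correlation estimated, the second was called and the first was not.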

Other observations

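The tests of GC content and length, of shared reads and of other splits for the volcano limits and the lists were chosen after the results were seen. The tests of depth, of the most counted genes, of other splits for the number of calls, and of hypoxia, BMP targets, primed and naive genes and the share of neural cells were set before.

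Number of genes called. Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave as many as 4173 called genes, 1 as many as 120 past the volcano limits and 1 as many as 9 called lists. No other split called a gene, and the most past the limits in another split was 6. Camera with the preset correlation called 3 to 7 lists in each of the 9 other splits, with the FGF and ERK list called in 9 of them, the YAP and TAZ list in 8 and the neuroectoderm and cholesterol lists in 7 each. Each other split sets 2 libraries of one medium and 1 of the other against the rest and keeps part of the difference between media, so these calls neither add to nor take from the lists called in the real split. With 10 splits the share cannot fall under 0.1, so the share alone decides nothing. Counts differed more between media (chi-square per degree of freedom 14.0 to 21.8 over 9 pairs of libraries) than between replicates of one medium (2.58 to 3.52 over 6 pairs). This argues against the spread between replicates as the source of the calls. Simulated counts with no gene changed gave 2 calls. They were drawn from the kind of model that edgeR assumes, with a spread fitted to these libraries. They show only how the test behaves under that model. Library totals overlap between the media. With each library thinned at random to the lowest total, 3947 genes were called, 3781 of them among the 4173 (90.6%), which argues against depth. The share of the most counted genes was lower in each PEG and HS library than in each E8 control library, but without the 12 genes concerned 4175 genes were called, 4161 of them shared. After the correction of each library for GC content and transcript length, 4519 genes were called, 3894 of them shared (93.3%). The correction moved single genes by up to 0.107 on the log2 scale. The labels read as 1 bioreactor for each medium, and in that case medium and vessel cannot be told apart by any of these tests.

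Reads shared between near-identical genes. The mirrored counts of F8A2 and F8A3, which have identical transcripts, are a candidate source of artifact among the largest changes. When the counts of genes sharing at least 50% of their sequence were added, 2 higher and 118 lower genes were past the volcano limits, against 8 and 112, and of the 112 lower genes 104 stayed past them. Reads shared between near-identical or overlapping genes may therefore account for most of the higher genes past the limits, and not for the lower ones. Of the 8 higher genes, 1 stayed past the limits, CD209 (log2 fold change 1.97, with 0.507 ± 0.0727 CPM in PEG and HS and 0.131 ± 0.0515 CPM in E8 control), which shares 48.6% of its sequence and so lay under the limit for adding counts. ENSG00000255872, ENSG00000254732, ENSG00000256966 and TREX1, picked after their values were seen, share 82.6%, 94.1%, 97.5% and 89.2% of their sequence with other genes. All of the first 3, with UTP14C, F8A2 and ENSG00000285982, are among the genes that Fig. 7C shows as higher in PEG and HS. Why a multi-copy read would go to one copy in each library of a medium and to the other in the rest was not tested.

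Neural genes. The neuroectoderm list stayed lower after the correction for GC content and length (adjusted p = 6.82e-22 with camera, 1.80e-35 to 0.0506 over the alternatives), which argues against that trend. A hypothesis is that fewer cells had begun neural differentiation in PEG and HS. It needs pluripotency genes that do not fall with the neural ones. The shared pluripotency list was higher rather than lower, but not called with camera (adjusted p = 0.130, 0.00263 to 0.975 over the alternatives, median log2 fold change 0.16). It was called higher with fry (adjusted p = 0.00263). Without the genes that the paper names it turned to lower (adjusted p = 0.975 with camera), so its direction rests on those genes and decides little. Bulk counts leave open whether fewer cells or less transcript per cell is behind the lower neural genes, and SOX2, which both states express, was lower.

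BMP target genes. Lower BMP2 and BMP4 transcripts may go with lower BMP signalling. The target list, which holds neither ligand, was lower (adjusted p = 3.83e-05, 5.84e-06 to 0.113 over the alternatives), as that needs, though it lost its call with the inter-gene correlation estimated. ID3 did not move with ID1.

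Hypoxia. Less hypoxia in smaller aggregates would lower hypoxia target genes in PEG and HS. The list was higher rather than lower and not called with camera (adjusted p = 0.146, 0.00166 to 0.256 over the alternatives, median log2 fold change 0.056, 17 genes higher and 10 lower). Of the alternatives fry alone called it, as higher (adjusted p = 0.00166), which is opposite to the direction that less hypoxia needs. Aggregate size and oxygen were not measured in these libraries, so less hypoxia cannot be told apart from no difference.

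Primed and naive genes. A shift between the states would move the primed and naive lists in opposite directions. The primed list was lower (adjusted p = 0.00771, 0.00119 to 0.975 over the alternatives, median log2 fold change -0.016, 10 genes called lower and 7 higher) and the naive list was not called (adjusted p = 0.929, 0.362 to 0.987 over the alternatives, median log2 fold change -0.28). With members going both ways in each list, a shift cannot be told apart from no shift.

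Other lists. YAP and TAZ target genes were lower (adjusted p = 6.27e-08 with camera, 1.09e-08 to 0.0374 over the alternatives, median log2 fold change -0.47, 18 of 20 genes lower), with CCN2 falling from 25.6 ± 3.55 to 13.8 ± 1.17 CPM and CCN1 from 27.2 ± 1.12 to 17.1 ± 0.452 CPM, both picked after their values were seen. Actin, adhesion and epithelial genes were lower (adjusted p = 1.33e-08, 1.09e-09 to 0.0665 over the alternatives, the highest with the correlation estimated, median log2 fold change -0.16, 18 of 23 genes lower). The paper discusses neither list. Lists that camera did not call were those of endoderm (adjusted p = 0.146), trophectoderm and amnion (0.107), mesoderm and primitive streak (0.934), unfolded protein and amino acid stress (0.42), and heat shock and dissociation stress genes (0.483).

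WFIKKN2, which the paper does not name, was at 0 in each PEG and HS library. It shares no transcript sequence with another gene, but an antisense gene overlaps it, and no explanation was tested.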
